# Metabolic surgery mitigates early kidney injury in obese youth with diabetes by suppressing mTORC1/JAK/STAT signaling

**DOI:** 10.1172/JCI198545

**Published:** 2026-02-03

**Authors:** Abhijit S. Naik, Fadhl M. Alakwaa, Viji Nair, Phillip J. McCown, Jennifer A. Schaub, Edgar A. Otto, Rajasree Menon, Francesca Annese, Ye Ji Choi, Hailey E. Hampson, Thomas H. Inge, John Hartman, Sean Eddy, Cathy Smith, Jeffrey B. Hodgin, Ken Inoki, Swayam Prakash Srivastava, Kareem Al-Fagih, Shota Yoshida, Jesse A. Goodrich, Melanie G. Cree, Phoom Narongkiatikhun, Long Yuan, Kalie L. Tommerdahl, Pottumarthi Prasad, Daniël H. van Raalte, Megan M. Kelsey, Justin R. Ryder, Tyler J. Dobbs, Patricia Ladd, Subramaniam Pennathur, Robert G. Nelson, Yusuke Okabayashi, Victor G. Puelles, Jenna Ferrence-Salo, Jeffrey A. Beamish, Frank C. Brosius, Kristen J. Nadeau, Laura Pyle, Matthias Kretzler, Petter Bjornstad

**Keywords:** Metabolism, Nephrology, Chronic kidney disease, Diabetes, Obesity

## Abstract

**BACKGROUND:**

Youth with type 2 diabetes (T2D) and severe obesity face high risk of diabetic kidney disease, which metabolic bariatric surgery (MBS) can mitigate. This study explores structural and molecular changes in kidneys after vertical sleeve gastrectomy (VSG), a form of MBS.

**METHODS:**

We performed paired analyses, including metabolic profiling, kidney volume assessment, histological evaluation, and single-cell RNA sequencing (scRNA-seq), on kidney biopsies from 5 youth with T2D and obesity pre- and 12 months post-VSG in the IMPROVE-T2D (Impact of Metabolic surgery on Pancreatic, Renal and cardiOVascular hEalth in youth with T2D) cohort. Circulating proteomics with kidney transcriptomics were linked using data from an independent cohort of youth with obesity, with or without T2D, undergoing MBS in Teen-Longitudinal Assessment of Bariatric Surgery (Teen-LABS, *n* = 64).

**RESULTS:**

After VSG, participants lost weight and had improvements in insulin sensitivity and metabolic parameters. Kidney changes included reduced renal hyperfiltration, total kidney volume, mesangial matrix area, and microalbuminuria. scRNA-seq in proximal tubule (PT) and thick ascending limb cells indicated repression of glycolysis, gluconeogenesis, and tricarboxylic acid (TCA) cycle genes, with upregulation of AMP-activated protein kinase (AMPK) and forkhead box O3 (FOXO3). Decreased metabolic signaling aligned with reduced ribosomal phosphorylated S6K (pS6K), suggesting attenuated mTORC1 activity. Janus kinase/signal transducer and activator of transcription (JAK/STAT) pathway activation in PT was diminished, correlating with lower circulating ligands from Teen-LABS proteomic data.

**CONCLUSION:**

MBS/VSG prompts kidney molecular adaptations, providing potential targets for nonsurgical interventions against obesity- and diabetes-associated kidney disease.

**FUNDING:**

University of Washington with the American Diabetes Association, University of Michigan with Chan Zuckerberg Initiative, and Breakthrough T1D.

## Abstract 2

Structural and transcriptomic changes before and after vertical sleeve gastrectomy in kidneys of obese youth with diabetes revealed mechanisms for non-surgical interventions against kidney disease

## Introduction

The increasing prevalence of obesity among youth has contributed to a dramatic rise in youth-onset type 2 diabetes (T2D) (1–4), a distinct and aggressive metabolic phenotype that includes severe insulin resistance and a rapid deterioration of β cell function (3). This phenotype is also associated with an exceptionally high risk for diabetic kidney disease (DKD) in early adulthood (4). Compared with adult-onset T2D, youth-onset T2D is characterized by more severe kidney structural lesions, a higher rate of kidney failure, and increased mortality, independent of diabetes duration and age (5, 6). However, the molecular mechanisms underlying disease severity in these youth remain poorly understood.

Metabolic bariatric surgery (MBS) is an important therapeutic option for some adolescents given limitations of lifestyle and pharmacological therapies in the care of youth with T2D (3, 7, 8). Significant improvements in weight, body composition, insulin sensitivity, β cell function, glycemic control, blood pressure, heart rate, dyslipidemia, glomerular hyperfiltration, and elevated urinary albumin excretion have been reported following Roux-en-Y gastric bypass (RYGB) or vertical sleeve gastrectomy (VSG) in youth with T2D (9–12). These effects may reduce the frequency and severity of diabetes complications, including DKD, in these youths.

In this study (Figure 1), kidney tissue transcriptomic data from research kidney biopsies collected before and 12 months after VSG were combined with comprehensive clinical, morphological, and metabolic profiling data from participants in the Impact of Metabolic surgery on Pancreatic, Renal, and cardiOVascular hEalth in youth with Type 2 Diabetes (IMPROVE-T2D). Data were analyzed (Figure 2A) to characterize the kidney-specific effects of VSG and to identify molecular mechanisms associated with improved metabolic profile and the observed kidney structural and functional changes. Circulating proteomic data pre- and post-MBS from youth with obesity, both with and without T2D, from the Teen-Longitudinal Assessment of Bariatric Surgery (Teen-LABS, Figure 2B, n = 63) were found consistent with the tissue findings from IMPROVE-T2D (13). Collectively, these results identify the potent effect of MBS to reprogram kidney metabolism and facilitate resolution of inflammatory pathways. The mechanisms identified in this study provide leads for evaluating nonsurgical therapies that could effectively ameliorate or prevent early kidney injury in T2D.

## Results

Paired research kidney biopsies were obtained pre- and 12 months post-VSG from 5 youths with T2D in the IMPROVE-T2D cohort (Table 1). Given the small sample size, data distributions of continuous variables are presented as medians with their interquartile range (IQR; 25%–75%), and *P* values were not calculated. There was a 31% reduction in body mass index (BMI) (median 41.5 to 28.6 kg/m^2^) while the absolute glomerular filtration rate (GFR) by iohexol clearance decreased by 23.5% (228 to 175 mL/min), with a 12.2% reduction (171 to 150 mL/min/1.73 m^2^) when normalized for body surface area (BSA). Median urine albumin-to-creatinine ratio (UACR) decreased by 57%, while MRI-assessed total kidney volume (TKV) decreased by 13% (355.9 to 319.6 mL). These reductions in kidney volume were accompanied by reduction in glomerular nuclear count (20%), mesangial matrix area (12.8%), and mesangial index (8.4%). There were no reductions in glomerular and mesangial volume.

In parallel, circulating fasting plasma insulin levels decreased by 62.9% (IQR: 17.0 to 6.3 mg/dL), glycated hemoglobin (HbA1c) decreased by 24% (IQR: 6.0% to 5.4%), and fasting glucose levels dropped by 18.2% (IQR: 108 to 88.3 mg/dL). Insulin secretion improved substantially, with the acute insulin response to glucose (AIRg) increasing by 566% (IQR: 49.8 to 331.7 μU/mL × min) and the acute C-peptide response to glucose increasing by 350% (IQR: 0.8 to 3.6 ng/mL × min). Glucose disposal in response to endogenous hyperinsulinemia, as measured by the raw M value, increased by 224% (IQR: 2.1 to 6.8 mg/kg/min), and insulin sensitivity index (M/I) increased by 60% (IQR: 0.05 to 0.08 mg/kg/min per μU/mL).

Clinical characteristics and metabolic changes in these 5 pairs of biopsies were similar to the 11 IMPROVE-T2D participants who did not opt to provide research biopsies (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI198545DS1). Specific approaches to the evaluation of cellular pathways in kidney cells in response to VSG (Figure 1) and the cohorts (Figure 2) are schematically outlined and described more fully in Methods.

### scRNA-sequencing analysis and distribution of cell types across the nephron.

From the 5 pairs of biopsies, we isolated 23,598 high-quality cells that clustered into 18 distinct cell types (Figure 3A) with similar cell type distribution in pre- and post-VSG samples (Figure 3B). 

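Kidney biopsies of 5 participants, taken before vertical sleeve gastrectomy (VSG) and again 12 months after it, were dissociated into single cells and sequenced in droplets, where each RNA molecule carries a unique molecular identifier (UMI). The deposited matrices hold whole-number UMI counts for 5 pre-VSG, 5 post-VSG and 6 HC libraries, with 83964 barcodes in the 10 pre- and post-VSG libraries. The study's filter of 500 to 5000 genes per cell and a mitochondrial share under 50% left 12458 pre-VSG cells (765 to 4830 per library) and 10548 post-VSG cells (1414 to 3420 per library). The total count was 15305301 to 41466276 UMIs per pre-VSG library (median 32869739) and 21920507 to 47788168 per post-VSG library (median 39752809). Counts were used as deposited. The paper's SoupX correction for free RNA and its Harmony integration were not applied, and cells were clustered after Seurat's own integration by library.
The header of each matrix names the Cell Ranger version that wrote it. All 5 pre-VSG matrices name version 5.0.0. The post-VSG matrices of 3 participants name 6.0.0, and those of the other 2 participants, like the 6 HC matrices, name 7.0.0. The paper's methods give version 6 for the alignment. The 3 participants are called the version 6 pairs and the other 2 the version 7 pairs. Values within each of them are given beside many of the pooled values. In every pair the pre-VSG matrix names an earlier version than the post-VSG matrix. By design alone, no change after VSG can therefore be told apart from a change of version.
PT, TAL and other cells are the cells of clusters named from marker genes fixed before the data were examined, so that PT cells are those of PT-like clusters. Of 38 clusters, 36 were named. Cells of the others entered no sum by cluster, among them cluster 12, whose highest marker score was that of PT. Naming each cell from its own marker scores gave the cluster's name for 88.3% of 31471 cells in named clusters other than tPC-IC, a class with no marker score. Counts were summed over the cells of a class in each library, and post-VSG sums were compared with pre-VSG sums in edgeR's quasi-likelihood test with the participant as block and Benjamini-Hochberg adjustment. Levels are CPM of these sums, given as mean and SD over participants, and gene positions are those of GENCODE release 44 on GRCh38. The PT sums held 692973 to 6403109 UMIs pre-VSG and 765756 to 1993058 post-VSG. The TAL sums held 58035 to 12348301 UMIs pre-VSG and 1118556 to 13444222 post-VSG. The smallest TAL sum came from 14 cells of 1 pre-VSG library among the version 7 pairs, which limits the TAL values of those pairs.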

Cluster annotations were based on expression of key cell type markers (14–16) (Figure 3C). Glomerular cell types, like podocytes (18 cells), were inadequately represented for meaningful analysis. 

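Cells of the podocyte-like cluster numbered 0 among the 12458 pre-VSG cells and 12 among the 10548 post-VSG cells. The pre-VSG count of 0 allows a share of up to 0.0241%, for counting error and this naming by cluster only. Naming each cell from its own marker scores gave 67 podocyte-like cells pre-VSG and 70 post-VSG. Among 10576 HC cells there were 69. With 0 and 12 cells pre- and post-VSG, no podocyte sum was tested.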

The absolute number (Figure 3D) and percentage (Figure 3E) of the different tubular epithelial cells, and EC that serve as nontubular internal controls, were similar pre- and post-VSG. 

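TAL cells made up 20.8% ± 20.4 pre-VSG and 29.1% ± 14.7 post-VSG of all cells kept (SD, n = 5 participants) and were the larger share post-VSG in 4 of 5 participants. PT cells made up 27.1% ± 13.2 pre-VSG and 22.9% ± 10.3 post-VSG (SD, n = 5) and were the smaller share post-VSG in 3 of 5. EC accounted for 10.6% ± 4.07 pre-VSG and 9.35% ± 3.45 post-VSG (SD, n = 5). Among the less frequent cells, macrophages took 1.47% ± 0.70 pre-VSG and 0.61% ± 0.33 post-VSG (SD, n = 5), with the lower share post-VSG in 5 of 5 participants. An exact sign-flip permutation test over the 5 pairs, two-sided, gave p = 0.3125 for TAL, 0.6875 for PT, 0.5 for EC and 0.063 for macrophages, which is the smallest p that 5 pairs allow. Adjusted over the 17 classes, none was below 0.6375. In the version 6 pairs the TAL share was 17.9 percentage points higher, with a rise in 3 of 3 participants, and the PT share moved by -15.9 points, with a fall in 3 of 3. In the version 7 pairs the mean TAL share moved by -6.16 points, higher in 1 of 2 participants and lower in the other, and the PT share by 13.3 points, higher in 2 of 2. Leaving out 1 participant gave a TAL change of 3.35 to 15.94 points and a PT change of -11.17 to 0.12. With a mitochondrial share under 25% the TAL share was 9.64% pre-VSG and 9.96% post-VSG, and the PT share 29.34% and 28.82%. Shares among dissociated cells also depend on how well each cell type survives dissociation.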

Supplemental Tables 2 and 3 list the differentially expressed genes (DEGs) in PT and TAL cells, respectively.

All comparative analyses were between post- and pre-VSG samples (*n* = 23,598 cells). 

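The 6 HC libraries held 63590 barcodes, of which 10576 cells (705 to 3184 per library) passed the same filter, at 11070819 to 22064665 UMIs per library (median 16007016.5). PT cells numbered 940 and TAL cells 3415. Uromodulin (UMOD, ENSG00000169344, chromosome 16 from 20333051 to 20356301), the most abundant urinary protein and a product of TAL cells, reached 17330 ± 1860 CPM (SD, n = 6) in HC TAL cells, beside 14270 ± 5570 CPM pre-VSG and 21830 ± 4550 CPM post-VSG (SD, n = 5). The HC matrices name version 7.0.0, unlike all pre-VSG matrices, and HC levels of genes with much intron lay apart. Genes with over 300000 bp of intron took 4.72% to 8.67% of the protein-coding counts in HC TAL cells and 1.31% to 1.55% in pre-VSG TAL cells. Post-VSG, the share was 1.3% to 1.32% in the version 6 pairs and 4.75% to 5.57% in the version 7 pairs. In PT cells it was 1.49% to 5.52% in HC, 0.71% to 1.17% pre-VSG, 0.64% to 0.96% in the version 6 pairs and 1.3% to 2.74% in the version 7 pairs. HC levels are given as levels only and were not tested against the other groups.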

Healthy controls (HC; *n* = 19,735 cells, Supplemental Figure 1) were used as a reference to assess the direction of change of post-VSG samples.

### Transcriptional changes associated with VSG in PT and TAL.

PT and TAL had the highest DEGs between pre- and post-VSG (Figure 4A). PT exhibited 2,582 DEGs comprising 2,205 enhanced and 377 suppressed genes post-VSG, while TAL had 2,416 DEGs, with 983 enhanced and 1,433 suppressed (Figure 4A), providing a strong rationale for further exploration of these 2 tubular cell types. 

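In PT cells the 5 genes with the smallest p were all higher post-VSG in 5 of 5 participants. They were ERBB4, KAZN, AFP, TTC36 and GGACT. AFP (ENSG00000081051, chromosome 4 from 73431138 to 73456174), which encodes alpha-fetoprotein, had 123 ± 43.7 CPM pre-VSG and 267 ± 86.7 CPM post-VSG (SD, n = 5) (log2 fold change 1.14, standard error 0.22, adjusted p = 0.411 from edgeR), and its log2 fold change was 1.29 in the version 6 pairs and 0.85 in the version 7 pairs. ERBB4, a receptor tyrosine kinase that TAL cells express strongly, had 2.83 ± 2.69 CPM pre-VSG and 16.6 ± 13.3 CPM post-VSG (SD, n = 5) in PT (log2 fold change 2.45, standard error 0.40, adjusted p = 0.297). In TAL cells PTGDS, RGS6, C10orf67, UNC13C and AC092944.1 had the smallest p, again each higher in 5 of 5 participants. PTGDS (ENSG00000107317, chromosome 9 from 136975092 to 136981742), which encodes prostaglandin D2 synthase, had 41.3 ± 59.3 CPM pre-VSG and 114 ± 139 CPM post-VSG (SD, n = 5) (log2 fold change 1.80, standard error 0.26, adjusted p = 0.188, with 1.95 and 1.29 in the version 6 and version 7 pairs), and RGS6, a regulator of G protein signaling, 1.12 ± 1.71 CPM pre-VSG and 23.7 ± 30.6 CPM post-VSG (SD, n = 5) (log2 fold change 2.94, standard error 0.43, adjusted p = 0.188, with 3.33 and 2.60 in these pairs).
No gene passed an adjusted p of 0.05 from edgeR in either class. In PT, 521 of 8460 genes tested had an unadjusted p under 0.05 (285 higher and 236 lower post-VSG, where chance gives 423), and in TAL 727 of 11398 (529 higher and 198 lower, where chance gives 570). DESeq2 called 2 genes in PT and 2 in TAL, all higher. Without the filter on low counts, edgeR called 106 higher and 46 lower in PT and 513 higher and 47 lower in TAL. Within the version 6 pairs the calls were 26 higher and 19 lower in PT and 0 in TAL, and within the version 7 pairs 42 higher and 2 lower in PT and 1401 higher and 75 lower in TAL. Cells were also taken as replicates in a limma model of log2 CPM per cell with the participant as block. It called 463 genes higher and 701 lower in PT, and 2102 higher and 1874 lower in TAL. Cells of 1 biopsy are not independent. P-values with cells as replicates, here and below, therefore do not measure the spread between participants. On data simulated from these libraries, the paired test called 58.2% of PT genes and 23.9% of TAL genes given a 2-fold change, and 93.9% and 90.9% of those given a 4-fold change. From its numbers of DEGs, the paper reasons that PT and TAL are the tubular cell types to explore further.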

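In PC the smallest p belonged to LINC00882, TASP1, TIMP3, ZFP36L2 and AC019080.1. TIMP3, an inhibitor of matrix metalloproteinases, had 131 ± 61 CPM pre-VSG and 65.7 ± 30.2 CPM post-VSG (SD, n = 5) and was lower in 5 of 5 participants (log2 fold change -0.94, standard error 0.20, adjusted p = 0.504 from edgeR). In IC, APOC1, an apolipoprotein, had 225 ± 90.0 CPM pre-VSG and 422 ± 191 CPM post-VSG (SD, n = 5) and was higher in 5 of 5 (log2 fold change 0.86, standard error 0.17, adjusted p = 0.234). In EC, DUSP1, an immediate early phosphatase that dissociation also induces, had 124 ± 55.3 CPM pre-VSG and 47.6 ± 11.1 CPM post-VSG (SD, n = 5) and was lower in 5 of 5 (log2 fold change -1.42, standard error 0.22, adjusted p = 0.523). In DCT the metallothioneins MT1X and MT1H, which share much of their sequence and may share reads, had log2 fold changes of -1.22 and -1.71 (both adjusted p = 0.439). In vascular smooth muscle cells, mesangial cells and fibroblasts (VSMC/MC/FIB), THY1 had a log2 fold change of -1.20 (adjusted p = 0.334). In the version 6 and version 7 pairs the log2 fold change was -1.03 and -0.81 for TIMP3, 0.87 and 0.78 for APOC1, -1.46 and -1.40 for DUSP1, -0.90 and -1.99 for MT1X and -0.82 and -3.69 for MT1H.
No gene passed an adjusted p of 0.05 from edgeR in any of these classes. At an unadjusted p under 0.05 there were 738 of 8424 genes in PC, 471 of 7128 in IC, 329 of 7645 in EC, 299 of 5038 in DCT and 217 of 3202 in VSMC/MC/FIB, where chance gives 421, 356, 382, 252 and 160. DESeq2 called 1 gene in IC (higher) and 3 in EC (2 higher and 1 lower). Within the version 7 pairs 1081 genes were higher and 231 lower in PC, 385 and 52 in IC, 722 and 62 in EC, 552 and 54 in DCT and 195 and 12 in VSMC/MC/FIB. Within the version 6 pairs the numbers were 2 higher and 8 lower in PC, 0 and 5 in IC, 3 and 2 in EC, 1 and 0 in DCT and 2 and 1 in VSMC/MC/FIB. Taking cells as replicates gave 575 higher and 880 lower in PC, 202 and 766 in IC, 532 and 691 in EC, 226 and 176 in DCT and 95 and 115 in VSMC/MC/FIB.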

Distal nephron segments, including PC, IC, and EC, also exhibited expression differences.

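None of 4 lists of metabolic genes was called in PT cells over the 5 pairs. Of 24 TCA cycle genes, 13 had a positive and 11 a negative log2 fold change post-VSG (median 0.02). Nuclear-encoded genes of oxidative phosphorylation were 53 positive and 26 negative of 79 (median 0.05). Of 14 glycolysis genes, 8 were negative (median -0.09), and of 7 gluconeogenesis genes, 4 (median -0.10). PGAM1, a phosphoglycerate mutase of glycolysis, was lower in 5 of 5 participants (log2 fold change -0.33, standard error 0.15, adjusted p = 0.8 from edgeR). SDHD, a subunit of succinate dehydrogenase, was also lower in 5 of 5 (log2 fold change -0.21, standard error 0.14, adjusted p = 0.873), whereas NDUFA10, a subunit of respiratory complex I, was higher in 5 of 5 (log2 fold change 0.31, standard error 0.15, adjusted p = 0.8).
The lists were tested with limma's camera, which compares a list with the other genes at a preset correlation of 0.01 between genes. Its adjusted p was 0.978 for the TCA cycle (where the test pointed down and the median up), 0.332 for oxidative phosphorylation, 0.23 for glycolysis and 0.728 for gluconeogenesis. No member passed an adjusted p of 0.05, adjusted over all genes or adjusted over the list alone. Some members, among them LDHA, PKM, PCK1, FBP1, IDH2 and SDHA, are genes that the paper named from these samples. Cells taken as replicates gave a median of -0.01 for oxidative phosphorylation and -0.01 for glycolysis (camera adjusted p = 0.293 and 0.0905). Among genes with under 10000 bp of intron only, a choice made after seeing the data, oxidative phosphorylation had 34 of 43 positive (median 0.08, camera adjusted p = 0.0101 at the preset correlation).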

Pathway enrichment analysis of downregulated genes in PT using Reactome (Supplemental Figure 2A) identified reduction in several metabolism-related pathways, including TCA cycle, oxidative phosphorylation, glycolysis, and gluconeogenesis. 

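Cytosolic ribosomal protein genes leaned higher post-VSG in PT cells, 67 of 79 with a positive log2 fold change (median 0.11). Camera gave an adjusted p of 0.00451 for this list with the preset correlation and an adjusted p = 0.909 with an estimated correlation. Ribosomal protein genes have many processed pseudogenes, so that their counts are uncertain. Translation initiation and elongation factors had 20 of 35 positive (median 0.04, camera adjusted p = 0.895), and mitochondrial ribosomal proteins 46 of 76 (median 0.04, camera adjusted p = 0.645).
Among stress lists, the unfolded protein response had 13 of 18 members negative (median -0.16, camera adjusted p = 0.0603). PDIA6, a protein disulfide isomerase of the endoplasmic reticulum, was lower in 5 of 5 participants (log2 fold change -0.64, standard error 0.17, adjusted p = 0.676 from edgeR) and was the 1 member called when adjusted over the list alone. For the hypoxia response 10 of 16 members were negative (median -0.05, camera adjusted p = 0.129), and for genes induced by dissociation and immediate stress 13 of 20 were positive (median 0.11, camera adjusted p = 0.532). Within the version 6 pairs the ribosomal median was 0.03 and within the version 7 pairs 0.18.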

There was also reduction in pathways related to protein translation and cellular responses to stress. To demonstrate this at the gene level, expression changes in representative genes for metabolism-related pathways were evaluated. 

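Of 8 metabolic enzymes measured in PT cells, LDHA, PCK1, IDH2 and ACADVL were lower post-VSG in 4 of 5 participants, and none passed an adjusted p of 0.05 from edgeR. PCK1 (ENSG00000124253, chromosome 20 from 57561080 to 57568121), the cytosolic enzyme that commits oxaloacetate to gluconeogenesis, had 879 ± 383 CPM pre-VSG and 519.7 ± 189 CPM post-VSG (SD, n = 5) (log2 fold change -0.71, standard error 0.26, adjusted p = 0.791). FBP1 (ENSG00000165140, chromosome 9 from 94603133 to 94640249), a later enzyme of the same pathway, had 882 ± 306 CPM pre-VSG and 1061 ± 528 CPM post-VSG (SD, n = 5) (log2 fold change 0.23, standard error 0.18, adjusted p = 0.884). LDHA (ENSG00000134333, chromosome 11 from 18394560 to 18408425), a subunit of lactate dehydrogenase, had 227 ± 56.7 CPM pre-VSG and 186 ± 53.3 CPM post-VSG (SD, n = 5) (log2 fold change -0.32, standard error 0.17, adjusted p = 0.819), and PKM (ENSG00000067225, chromosome 15 from 72199029 to 72231819), a pyruvate kinase, 110.5 ± 70.5 CPM pre-VSG and 83.4 ± 11.6 CPM post-VSG (SD, n = 5) (log2 fold change -0.24, standard error 0.24, adjusted p = 0.927).
Of the TCA cycle enzymes, mitochondrial isocitrate dehydrogenase IDH2 (ENSG00000182054, chromosome 15 from 90083045 to 90102477) had 140 ± 19.5 CPM pre-VSG and 124 ± 21.4 CPM post-VSG (SD, n = 5) (log2 fold change -0.18, standard error 0.16, adjusted p = 0.91) and SDHA (ENSG00000073578, chromosome 5 from 218303 to 257082), which has near-identical pseudogenes, 131 ± 24 CPM pre-VSG and 131 ± 17.5 CPM post-VSG (SD, n = 5) (log2 fold change 0.01, standard error 0.17, adjusted p = 1). Of the enzymes of fatty acid oxidation, ACAA2 (ENSG00000167315, chromosome 18 from 49782164 to 49813953) had 404 ± 51.7 CPM pre-VSG and 349 ± 130 CPM post-VSG (SD, n = 5) (log2 fold change -0.28, standard error 0.18, adjusted p = 0.873) and ACADVL (ENSG00000072778, chromosome 17 from 7217125 to 7225266) 236 ± 40.0 CPM pre-VSG and 219 ± 61.5 CPM post-VSG (SD, n = 5) (log2 fold change -0.14, standard error 0.19, adjusted p = 0.958). Over all 25 measured genes of fatty acid oxidation, 12 were negative (median 0.06, camera adjusted p = 0.921, where the test pointed down), with 18 of 25 positive in the version 6 pairs (median 0.08) and 19 of 25 negative in the version 7 pairs (median -0.32).
The log2 fold change of LDHA was -0.57 in the version 6 pairs and 0.05 in the version 7 pairs, that of PKM 0.22 and -0.95, that of ACAA2 -0.04 and -0.68 and that of PCK1 -0.61 and -0.90. With cells as replicates, the adjusted p was 8.41e-31 for PCK1, 2.37e-09 for LDHA, 4.22e-05 for ACAA2, 0.00116 for PKM and 0.0263 for IDH2, all lower in limma's model. HC levels were 686 ± 267 CPM for PCK1 and 81.8 ± 19.7 CPM for LDHA (SD, n = 6).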

There was reduced expression post-VSG of genes involved in glycolysis, such as lactate dehydrogenase isozyme A (*LDHA*, *P* < 0.0001) and pyruvate kinase (*PKM*, *P* < 0.0001) (Figure 4B); gluconeogenesis, such as phosphoenolpyruvate carboxykinase 1 (*PCK1*, *P* < 0.0001) and fructose-1,6-bisphosphatase 1 (*FBP1*, *P* = 0.01) (Figure 4C); TCA cycle, such as isocitrate dehydrogenase isozyme 2 (*IDH2*, *P* < 0.0001) and succinate dehydrogenase A (*SDHA*, *P* < 0.0001) (Figure 4D); and fatty acid oxidation, such as acetyl-CoA acyltransferase 2 (*ACAA2*, *P* < 0.0001) and very long-chain acyl-CoA dehydrogenase (*ACADVL*, *P* < 0.0001) (Figure 4E). 

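MCAT (ENSG00000100294, chromosome 22 from 43132209 to 43143398), which loads malonyl groups for mitochondrial fatty acid synthesis, had 54.4 ± 14.7 CPM pre-VSG and 57.8 ± 25.4 CPM post-VSG (SD, n = 5) in PT cells (log2 fold change 0.02, standard error 0.19, adjusted p = 1 from edgeR). SCD5 (ENSG00000145284, chromosome 4 from 82629539 to 82798796), a fatty acid desaturase, had 30.4 ± 21.1 CPM pre-VSG and 28.1 ± 12.9 CPM post-VSG (SD, n = 5) (log2 fold change 0.07, standard error 0.26, adjusted p = 0.992) and was lower post-VSG in 4 of 5 participants. 1 participant lay apart for SCD5, with a log2 change of 1.17 in CPM beside -0.42 to -0.1 in the others. Of 13 genes of fatty acid synthesis measured, 11 had a positive log2 fold change (median 0.08, camera adjusted p = 0.904). FASN, the fatty acid synthase, had a log2 fold change of -0.43 and ACLY, which supplies its acetyl-CoA, one of 0.20 (adjusted p = 0.878 and 0.897).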

There was decreased expression of mitochondrial malonyl-CoA–acyl carrier protein transacylase (*MCAT*, *P* = 0.008) and stearoyl-CoA desaturase 5 (*SCD5*, *P* < 0.0001), both involved in fatty acid synthesis (Figure 4F). 

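mTORC1 is a kinase complex that senses nutrients. Of 29 of its components and direct regulators measured in PT cells, 17 had a positive and 12 a negative log2 fold change post-VSG (median 0.02, camera adjusted p = 0.963, where the test pointed down). In the version 6 pairs 20 of 29 were negative (median -0.06) and in the version 7 pairs 23 of 31 positive (median 0.19). Of 21 genes that respond to mTORC1, 11 were positive and 10 negative (median 0.00, camera adjusted p = 0.963, where the test again pointed down). LAMTOR1, part of the complex that docks mTORC1 at the lysosome, had a log2 fold change of -0.41 (standard error 0.17, adjusted p = 0.8 from edgeR). DEPTOR, an inhibitor of mTORC1, had one of 0.43 (standard error 0.21, adjusted p = 0.811). BHLHE40, a transcription factor of the responsive list, was lower in 5 of 5 participants (log2 fold change -0.57, standard error 0.22, adjusted p = 0.8). RNA levels do not measure the kinase activity of mTORC1.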

Figure 4G schematically summarizes the observed transcriptional changes in PT, including the reduction in mechanistic target of rapamycin complex 1 (mTORC1) signaling after VSG (described later in detail). 

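Of 13 receptor tyrosine kinases and ligands measured in PT cells, 7 had a positive log2 fold change post-VSG (median 0.04, camera adjusted p = 0.0618). ERBB4 was the 1 member called when adjusted over the list alone and 0 members were called over all genes. Within the version 6 pairs the median was 0.18 with 2 members higher over all genes, and within the version 7 pairs it was -0.25 with 0. NRG1, a ligand of ERBB4, was higher in 5 of 5 participants (log2 fold change 0.93, standard error 0.31, adjusted p = 0.77 from edgeR). EGF, the epidermal growth factor that TAL and DCT cells make, had a log2 fold change of 1.74 in the version 6 pairs and -0.99 in the version 7 pairs of PT sums (log2 fold change 0.90, standard error 0.49, adjusted p = 0.819 over all 5 pairs). ERBB4 and EGF also stand on the list of TAL genes, which lay higher in PT cells post-VSG: 14 of 16 were positive (median 0.44), with a camera adjusted p of 0.00134 and an adjusted p = 0.626 with an estimated correlation, and 2 members were higher when adjusted over the list alone. Its median was 1.23 in the version 6 pairs and -0.60 in the version 7 pairs. UMOD, a TAL transcript, had an edgeR log2 fold change of 1.63 and -1.59 in PT cells of the same pairs, where the mean log2 change in CPM was 1.63 and -0.20.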

Increases in pathways related to developmental biology and signaling by receptor tyrosine kinases (RTKs) were identified among enhanced genes in PT (Supplemental Figure 2B).

Like PT, TAL cells showed downregulation of metabolism-associated transcripts after VSG. 

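Glycolysis genes lay lower post-VSG in TAL cells, 13 of 15 with a negative log2 fold change (median -0.11), with a camera adjusted p of 0.0455 and an adjusted p = 0.73 with an estimated correlation. For the TCA cycle 13 of 24 were negative (median -0.02, camera adjusted p = 0.344). IDH3A, a subunit of the NAD-dependent isocitrate dehydrogenase, was lower in 5 of 5 participants (log2 fold change -0.50, standard error 0.19, adjusted p = 0.772 from edgeR). The 13 mRNAs of the mitochondrial genome, all of them subunits of the respiratory chain or ATP synthase, were each positive (median 0.48, camera adjusted p = 9.72e-08, and adjusted p = 0.687 with an estimated correlation), and 5 of them were higher when adjusted over the list alone. Nuclear-encoded genes of oxidative phosphorylation were 44 positive and 35 negative (median 0.03, camera adjusted p = 0.59, where the test pointed down).
Cytosolic ribosomal protein genes were positive for 70 of 79 (median 0.13, camera adjusted p = 0.0109, and adjusted p = 0.752 with an estimated correlation), and RPS21 was higher in 5 of 5 participants (log2 fold change 0.40, standard error 0.12, adjusted p = 0.772). Translation factors had 19 of 36 positive (median 0.01, camera adjusted p = 0.496, where the test pointed down) and mitochondrial ribosomal proteins 37 of 76 (median -0.01, camera adjusted p = 0.285). No member of these lists passed an adjusted p of 0.05 over all genes.
The median of the oxidative phosphorylation list was 0.12 in the version 6 pairs and -0.13 in the version 7 pairs. For glycolysis the medians were -0.06 and -0.27 and for the TCA cycle 0.10 and -0.22. Mitochondrially encoded mRNAs had medians of 0.37 and 0.58. Over all cells the median mitochondrial share of a library was 24.04% ± 4.15 pre-VSG and 27.18% ± 5.64 post-VSG (SD, n = 5), higher in 3 of 3 version 6 pairs and lower in 2 of 2 version 7 pairs. In TAL cells it was 30.79% ± 5.76 and 34.91% ± 3.12 (SD, n = 5), higher in 2 of 3 and 1 of 2 of these pairs. TAL cells fell into several clusters, of which cluster 6 held 33.4% of them pre-VSG and 11.4% post-VSG, and 5.1% and 11.4% without the 1 library that gave 71% of its cells.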

Pathway enrichment analysis of the 983 suppressed genes in TAL (Figure 4A) identified TCA cycle, respiratory electron transport, ATP synthesis by chemiosmotic coupling, and heat production by uncoupling proteins as the most enriched pathways while pathways related to protein translation were also downregulated (Supplemental Figure 3A).

As in PT cells, representative genes of enriched metabolic pathways in TAL cells demonstrated reduced expression of genes associated with glycolysis (Figure 5A), including triosephosphate isomerase (*TPI1*, *P* ≤ 0.0001) and *PKM* (*P* < 0.0001). Additionally, genes associated with the TCA cycle, such as *IDH2*, *P* < 0.0001, and *SDHA*, *P* = 0.003 (Figure 5B); gluconeogenesis, such as *PCK1*, *P* = 0.002 (Figure 5C); and fatty acid oxidation, such as carnitine palmitoyltransferase 1 (*CPT1A*, *P* < 0.0001) and medium-chain acyl-CoA dehydrogenase (*ACADM*, *P* < 0.0001), were suppressed (Figure 5D). 

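TPI1 (ENSG00000111669, chromosome 12 from 6867119 to 6870948), the triosephosphate isomerase of glycolysis, had 384 ± 68.1 CPM pre-VSG and 370.2 ± 56.6 CPM post-VSG (SD, n = 5) in TAL cells (log2 fold change -0.06, standard error 0.15, adjusted p = 0.989 from edgeR). PKM had 467 ± 166 CPM pre-VSG and 435 ± 104 CPM post-VSG (SD, n = 5) (log2 fold change -0.08, standard error 0.19, adjusted p = 0.973). Both were lower in 3 of 5 participants, and neither difference was larger than the spread between participants. Within the version 6 pairs the log2 fold change was 0.05 for TPI1 and 0.07 for PKM, and in the version 7 pairs -0.22 and -0.32. PGAM1 and LDHA, also enzymes of the pathway, had log2 fold changes of -0.43 (standard error 0.17) and -0.52 (standard error 0.23) and were lower in 4 of 5 participants each, at an adjusted p = 0.772 for both. HC TAL cells had 213 ± 38.8 CPM of TPI1 and 312 ± 64.3 CPM of PKM (SD, n = 6). In limma's model with cells as replicates, TPI1 was lower at an adjusted p = 4.21e-09 and PKM at 1.07e-15.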

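None of these 5 genes passed an adjusted p of 0.05 from edgeR in TAL cells. IDH2 had 382 ± 106 CPM pre-VSG and 351 ± 49.9 CPM post-VSG (SD, n = 5) (log2 fold change -0.07, standard error 0.19, adjusted p = 0.988), and SDHA 136 ± 47.3 CPM pre-VSG and 139 ± 17 CPM post-VSG (SD, n = 5) (log2 fold change 0.07, standard error 0.18, adjusted p = 0.991). PCK1, whose main site in the kidney is the proximal tubule, had 162 ± 154 CPM pre-VSG and 185 ± 106 CPM post-VSG (SD, n = 5) (log2 fold change 0.57, standard error 0.69, adjusted p = 0.902). CPT1A (ENSG00000110090, chromosome 11 from 68754620 to 68844410), which carries long-chain fatty acids into mitochondria, had 60.3 ± 34 CPM pre-VSG and 50.9 ± 18.1 CPM post-VSG (SD, n = 5) (log2 fold change -0.37, standard error 0.27, adjusted p = 0.819), and ACADM (ENSG00000117054, chromosome 1 from 75724431 to 75787575), the medium-chain acyl-CoA dehydrogenase, 153 ± 54.7 CPM pre-VSG and 150.1 ± 23.2 CPM post-VSG (SD, n = 5) (log2 fold change -0.06, standard error 0.18, adjusted p = 1). Of 26 genes of fatty acid oxidation, 15 had a positive log2 fold change (median 0.09, camera adjusted p = 0.651, where the test pointed down). Gluconeogenesis genes had 4 of 6 negative (median -0.14, camera adjusted p = 0.642).
PCK1 moved apart between the pairs by version, with a log2 fold change of -0.64 in the version 6 pairs and 3.46 in the version 7 pairs (adjusted p = 7.79e-05 for the difference, edgeR). For IDH2 the values were 0.27 and -0.63 and for SDHA 0.20 and -0.17. The version 7 pairs include the pre-VSG sum of 14 TAL cells, which limits their values. The PT share of all cells moved by -15.9 points in the version 6 pairs and by 13.3 in the version 7 pairs. No correction for free RNA of PT cells was applied here, and its part in the PCK1 values was not tested. For CPT1A 1 participant lay apart, with a log2 change of 5.09 in CPM beside -0.95 to 0.13 in the others. With 1 CPM added before taking logs, a rise that large needs almost no CPT1A count pre-VSG. The smallest pre-VSG TAL sum held 58035 UMIs, where few counts decide such a value. With cells as replicates in limma's model, the log2 fold change of log2 CPM per cell was -0.05 for SDHA (adjusted p = 0.00219) and -0.05 for PCK1 (adjusted p = 0.000166).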

The schematic in Figure 5E summarizes the transcriptional changes in TAL post-VSG. Among the significantly upregulated genes in TAL cells were Erb-B2 receptor tyrosine kinase 4 (*ERBB4*; Figure 5F) and epidermal growth factor (*EGF*; Figure 5G), consistent with signaling that promotes tubular recovery. 

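EGF (ENSG00000138798, chromosome 4 from 109912883 to 110013766), the growth factor that the distal nephron releases into urine, was higher post-VSG in TAL cells of 4 of 5 participants, at 696 ± 300 CPM pre-VSG and 1424 ± 645 CPM post-VSG (SD, n = 5) (log2 fold change 0.94, standard error 0.35, adjusted p = 0.772 from edgeR). ERBB4 (ENSG00000178568, chromosome 2 from 211375717 to 212538841), a receptor for neuregulins and EGF-like ligands, was higher in 3 of 5, at 163 ± 72.6 CPM pre-VSG and 1164 ± 1370 CPM post-VSG (SD, n = 5) (log2 fold change 1.27, standard error 0.83, adjusted p = 0.791). Neither passed an adjusted p of 0.05. HC TAL cells had 1734 ± 672 CPM of EGF and 3055 ± 791 CPM of ERBB4 (SD, n = 6).
In the version 6 pairs the log2 fold change was -0.30 for ERBB4 and 0.43 for EGF. In the version 7 pairs it was 4.66 and 1.86. The difference between the groups of pairs had an adjusted p = 8.32e-08 for ERBB4 and 0.0966 for EGF (edgeR). By the annotation ERBB4 holds 1150114 bp of intron and EGF 93256 bp. With cells as replicates, limma's adjusted p was 1.33e-267 for ERBB4 and 7.49e-37 for EGF, both higher. In the version 6 pairs alone the same model had ERBB4 lower (log2 fold change -0.116, limma's adjusted p = 1.09e-09). These p-values treat cells of 1 biopsy as independent. From the rise of both genes the paper proposes signaling that promotes recovery of the tubule.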

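In TAL cells 14 of 21 receptor tyrosine kinases and ligands had a positive log2 fold change post-VSG (median 0.17), with a camera adjusted p of 0.109, and 0 members passed an adjusted p of 0.05 from edgeR over all genes or adjusted over the list alone. NRG1 had 12.2 ± 2.38 CPM pre-VSG and 32.8 ± 23 CPM post-VSG (SD, n = 5) (log2 fold change 1.04, standard error 0.40, adjusted p = 0.772) and FGFR2, a fibroblast growth factor receptor, 28.7 ± 12.9 CPM pre-VSG and 52 ± 18.8 CPM post-VSG (SD, n = 5) (log2 fold change 0.70, standard error 0.30, adjusted p = 0.772), each higher in 4 of 5 participants. The median of the list was 0.06 in the version 6 pairs, where 0 members were called over the list alone, and 0.45 in the version 7 pairs, where 8 were higher and 1 lower, and 7 were higher over all genes. Downstream of these receptors, early response genes of EGFR and MAPK signaling had 9 of 10 members negative (median -0.38, camera adjusted p = 0.00111, and adjusted p = 0.687 with an estimated correlation). DUSP6, a phosphatase that ERK signaling induces, was lower in 5 of 5 participants (log2 fold change -1.43, standard error 0.40, adjusted p = 0.772). Several early response genes are also induced by dissociation, whose list had 17 of 23 members negative in TAL cells (median -0.16, camera adjusted p = 0.000481, and adjusted p = 0.73 with an estimated correlation).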

Like PT cells, signaling by RTKs and signal transduction were among the most enriched upregulated pathways (Supplemental Figure 3B).

### Evaluation of mTORC1 activity using downstream protein phosphorylation readout.

Based on the transcriptomic changes and observed physiologic responses that strongly suggested reduction in mTORC1 signaling in PT and TAL post-VSG, we evaluated mTORC1 signaling activity in kidney tissue using immunofluorescence (IF) staining for a downstream substrate of the mTORC1-S6K1 pathway, ribosomal phosphorylated S6 (rpS6 S240/S244) (Figure 6, 2 representative patients). In the pre-VSG samples the average mean fluorescence intensity (MFI; arbitrary units) across a total of 14 sections in the 3 studied patients was 34.9. The immunofluorescent stains were predominantly localized to tubular epithelial cells and glomeruli, including podocytes, consistent with mTORC1 pathway activity. In contrast, 12 months post-VSG rpS6 IF intensity across 15 sections from the 3 patients was lower at 28.3 (*P* = 0.19) with reduced spatial distribution.

### Shared transcriptional response in PT and TAL after VSG.

Given the similarities in gene expression and pathway changes post-VSG in PT and TAL, particularly in metabolic and signaling pathways (Supplemental Figures 2 and 3), we examined the overlap of DEGs between these 2 cell types to identify shared response pathways, which may highlight core mechanisms of action across the nephron. A total of 863 genes were downregulated, and 222 genes were upregulated in both PT and TAL post-VSG (Figure 7, A and B). 

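Changes in PT and TAL cells ran partly together. Over the 7879 genes tested in both, the correlation of the log2 fold changes was 0.452 across genes, which are not independent replicates, with 0.219 in the version 6 pairs and 0.605 in the version 7 pairs. At an adjusted p under 0.05 from edgeR 0 genes were lower and 0 higher in both. At an unadjusted p under 0.05, 31 genes were lower in both (of 216 in PT and 149 in TAL, where independent lists share 4.1) and 46 higher in both (of 240 and 270, where independent lists share 8.2). PT and TAL sums come from the same libraries, so that any deviation of a library enters both lists and part of the excess may come from it. DESeq2 called 0 genes in both. Without the filter on low counts, 5 genes were lower and 53 higher in both. In the version 7 pairs 1 gene was lower and 23 were higher in both, and in the version 6 pairs 0 and 0. Cells as replicates gave 369 genes lower in both (132.6 by independence) and 160 higher (65.4).
Among members of the gene lists, LDHA, PGAM1, LAMTOR1, STAT3, HLA-E and HLA-B had a negative log2 fold change in both classes, and DAPK1, WDFY3, IGF1R, NRG1, HERC4 and MT-ND5 a positive one. STAT3, the transcription factor of the JAK/STAT pathway, was lower in 5 of 5 participants in both PT (log2 fold change -0.63, standard error 0.20, adjusted p = 0.77) and TAL (log2 fold change -0.33, standard error 0.16, adjusted p = 0.772). From the overlap of its DEGs, the paper looks for response pathways shared along the nephron.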

Pathway enrichment of these DEGs was performed using Kyoto Encyclopedia of Genes and Genomes (KEGG; version 2021) (17). Top downregulated pathways included oxidative phosphorylation (OR: 17.08, *P* ≤ 0.0001), the TCA cycle (OR: 10.72, *P* ≤ 0.0001), glycolysis/gluconeogenesis (OR: 5.81, *P* = 0.0001), and glutathione signaling pathway (OR: 4.12, *P* = 0.02) (Supplemental Table 4 and Figure 7C). 

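Glutathione metabolism had 14 of 24 members with a negative log2 fold change in PT (median -0.04, camera adjusted p = 0.895) and 12 of 24 in TAL (median -0.00, camera adjusted p = 0.946). GSR, the glutathione reductase, was lower in 5 of 5 participants in PT (log2 fold change -0.29, standard error 0.17, adjusted p = 0.837 from edgeR) and in 4 of 5 in TAL (log2 fold change -0.46, standard error 0.23, adjusted p = 0.772). In contrast GSTM2 and MGST2, a cytosolic and a membrane-bound glutathione transferase, were higher in TAL in 5 of 5 (log2 fold change 0.70 and 0.34, both adjusted p = 0.772). GSTM2 has close paralogs that may share its reads.
For oxidative phosphorylation, the TCA cycle and glycolysis the medians in the version 6 pairs of PT were 0.02, -0.01 and 0.01. In the version 7 pairs they were 0.04, -0.05 and -0.14. Differences between the groups of pairs were not tested for lists. UQCRQ, a subunit of respiratory complex III, was lower in TAL in 5 of 5 participants (log2 fold change -0.23, adjusted p = 0.772), and NDUFB8, of complex I, was higher in 4 of 5 (log2 fold change 0.30, adjusted p = 0.772). The paper's list of shared genes was in hand only in part and was not tested for overlap.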

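Genes of ubiquitin-mediated proteolysis lay higher post-VSG in both classes. In PT 40 of 58 had a positive log2 fold change (median 0.12, camera adjusted p = 0.039, and adjusted p = 0.626 with an estimated correlation), and in TAL 46 of 62 (median 0.21, camera adjusted p = 0.0455, and adjusted p = 0.752 with an estimated correlation). NEDD4L, a ubiquitin ligase that limits sodium channels, was higher in PT in 5 of 5 participants (log2 fold change 0.68, standard error 0.21, adjusted p = 0.755 from edgeR). HERC4, another ubiquitin ligase, was higher in PT in 5 of 5 (log2 fold change 0.44) and in TAL in 4 of 5 (log2 fold change 0.54).
AMPK pathway genes had 22 of 31 positive in PT (median 0.14, camera adjusted p = 0.0603) and 24 of 35 in TAL (median 0.17, camera adjusted p = 0.285). FOXO pathway genes had 30 of 43 positive in PT (median 0.11, camera adjusted p = 0.174) and 32 of 46 in TAL (median 0.22, camera adjusted p = 0.128). Within TAL cells of the version 6 pairs, 18 of 35 AMPK genes (median 0.03) and 22 of 46 FOXO genes (median -0.02) were positive, and the test pointed down for both; in the version 7 pairs the medians were 0.33 and 0.36. SIRT1, a deacetylase that acts on FOXO factors, was higher in PT in 5 of 5 (log2 fold change 0.68, standard error 0.27, adjusted p = 0.8). TXNIP, a FOXO target that responds to glucose, was lower in 4 of 5 (log2 fold change -1.62, standard error 0.41, adjusted p = 0.676). Over the 5 pairs no member of these lists passed an adjusted p of 0.05 over all genes or adjusted over the list alone.
Among the version 6 pairs the ubiquitin median was -0.00 in PT and -0.01 in TAL, and in the version 7 pairs 0.22 and 0.58. With genes under 10000 bp of intron only, chosen after seeing the data, the ubiquitin medians were -0.09 in PT and -0.16 in TAL, over the 4 and 5 members that are left.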

Top upregulated pathways included ubiquitin-mediated proteolysis (OR: 6.34, *P* = 0.004), neurotrophin signaling (OR: 6.62, *P* = 0.004), forkhead box O3 (FOXO3) mediated signaling (OR: 5.97, *P* = 0.004), and adenosine monophosphate protein kinase (AMPK) signaling (OR: 5.67, *P* = 0.007) (Supplemental Table 4 and Figure 7D).

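PRKAA2 (ENSG00000162409, chromosome 1 from 56645314 to 56715335), a catalytic subunit of AMPK, was higher post-VSG in 4 of 5 participants in PT cells, at 63.5 ± 18.9 CPM pre-VSG and 79.2 ± 7.68 CPM post-VSG (SD, n = 5) (log2 fold change 0.37, standard error 0.20, adjusted p = 0.819 from edgeR), and in 4 of 5 in TAL cells, at 113 ± 25.5 CPM pre-VSG and 144 ± 23.5 CPM post-VSG (SD, n = 5) (log2 fold change 0.29, standard error 0.18, adjusted p = 0.784). FOXO3 (ENSG00000118689, chromosome 6 from 108559835 to 108684774), a transcription factor that AMPK and insulin signaling control, had 30.1 ± 8.54 CPM pre-VSG and 35.1 ± 20.4 CPM post-VSG (SD, n = 5) in PT (log2 fold change 0.14, standard error 0.31, adjusted p = 0.984) and 47 ± 6.05 CPM pre-VSG and 63.4 ± 28.9 CPM post-VSG (SD, n = 5) in TAL (log2 fold change 0.25, standard error 0.22, adjusted p = 0.855), higher in 3 of 5 participants each. FOXO3 has a near-identical processed pseudogene that may share its reads. Neither gene passed an adjusted p of 0.05. PRKAA2 had a log2 fold change of 0.41 in PT and 0.13 in TAL in the version 6 pairs, and of 0.30 and 0.62 in the version 7 pairs. FOXO3 had -0.25 and -0.06 in the former and 0.74 and 0.85 in the latter. Taking cells as replicates in limma's model, PRKAA2 was higher in PT (adjusted p = 0.00994) and TAL (0.000175) and FOXO3 in TAL (3.89e-05) but not in PT (0.83).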

In the overlap analysis, both AMP-activated catalytic subunit α2 (*PRKAA2*) and *FOXO3* were upregulated in the PT and TAL (Figure 7, E and F, and Supplemental Table 5). We then further evaluated the expression of processes known to be regulated by AMPK/FOXO3 (18). In addition to the genes related to metabolic adaptation discussed earlier, there was upregulation of genes related to apoptosis like BCL2 apoptosis regulator (*BCL2*, *P* < 0.05); death associated protein kinase 1 (*DAPK1*, *P* < 0.05); autophagy including WD repeat and FYVE domain containing 3 (*WDFY3*, *P* < 0.05) and WD repeat domain 72 (*WDR72*, *P* < 0.05); insulin receptor signaling (*INSR*, *P* < 0.05); insulin-like growth factor 1 receptor (*IGF-1R*, *P* < 0.05); and resistance to oxidative stress, including oxidation resistance 1 (*OXR1*, *P* < 0.05), after VSG. 

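All 7 genes had a positive log2 fold change post-VSG in both PT and TAL cells, and none passed an adjusted p of 0.05 from edgeR. DAPK1 (ENSG00000196730, chromosome 9 from 87497228 to 87708634), a kinase of cell death and autophagy, was higher in PT in 5 of 5 participants, at 11.6 ± 6.24 CPM pre-VSG and 24.3 ± 15.4 CPM post-VSG (SD, n = 5) (log2 fold change 1.03, standard error 0.22, adjusted p = 0.48). It was higher in TAL in 4 of 5, at 37.9 ± 6.41 CPM pre-VSG and 65.7 ± 25.5 CPM post-VSG (SD, n = 5) (log2 fold change 0.64, standard error 0.26, adjusted p = 0.772). OXR1 (ENSG00000164830, chromosome 8 from 106270144 to 106752694), which protects against oxidative damage, had 15.6 ± 10.2 CPM pre-VSG and 43.8 ± 58 CPM post-VSG (SD, n = 5) in PT (log2 fold change 1.00, standard error 0.37, adjusted p = 0.8) and 59.5 ± 25.6 CPM pre-VSG and 291 ± 282 CPM post-VSG (SD, n = 5) in TAL (log2 fold change 1.46, standard error 0.48, adjusted p = 0.772). WDFY3 (ENSG00000163625, chromosome 4 from 84668765 to 84966690), a scaffold of selective autophagy, had 36.7 ± 15.1 CPM pre-VSG and 67.4 ± 53.6 CPM post-VSG (SD, n = 5) in PT and 28.1 ± 2.55 CPM pre-VSG and 53.9 ± 33.5 CPM post-VSG (SD, n = 5) in TAL.
In PT the log2 fold change was 0.42 for BCL2 (ENSG00000171791, chromosome 18 from 63123346 to 63320128), 0.41 for WDR72 (ENSG00000166415, chromosome 15 from 53513741 to 53762878), 0.31 for INSR (ENSG00000171105, chromosome 19 from 7112255 to 7294414) and 0.42 for IGF1R (ENSG00000140443, chromosome 15 from 98648539 to 98964530), at adjusted p of 0.791 to 0.878 with WDFY3 included. In TAL it was 0.59 for BCL2, 0.56 for WDR72, 0.17 for INSR, 0.58 for IGF1R and 0.63 for WDFY3.
By edgeR's interaction test the change differed between the version 6 and version 7 pairs for 5 of 7 genes in TAL (all but INSR and IGF1R) and 0 of 7 in PT. OXR1 in TAL had a log2 fold change of 0.50 in the version 6 pairs and 3.35 in the version 7 pairs, BCL2 0.03 and 1.79, and WDR72 -0.13 and 2.10, whereas DAPK1 in PT had 0.92 and 1.15. For IGF1R in TAL 1 participant lay apart, with a log2 change of 2.97 in CPM beside -0.01 to 0.68 in the others. HC levels in TAL were 456 ± 152 CPM for OXR1 and 134 ± 26.2 CPM for BCL2 (SD, n = 6).

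**Figure D1:**
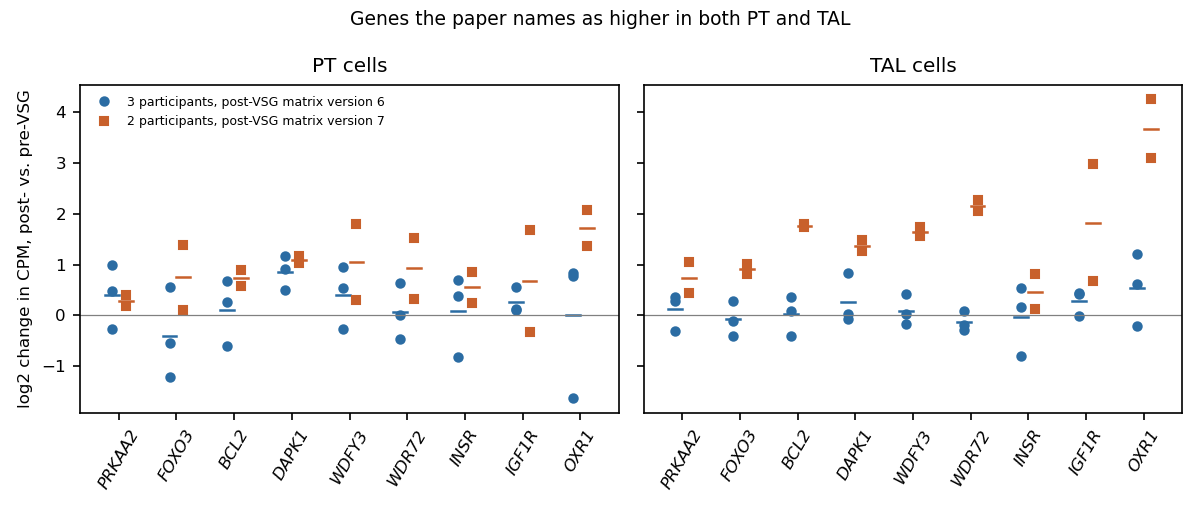
Log2 change in CPM, post-VSG against pre-VSG, of PRKAA2, FOXO3, BCL2, DAPK1, WDFY3, WDR72, INSR, IGF1R and OXR1 in PT cells (1 panel) and TAL cells (the other), with 1 point per participant, coloured by the version that the post-VSG matrix names (3 participants for version 6, 2 for version 7). In TAL both version 7 points of OXR1 lie above the version 6 points.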

Consistent with these data key cellular processes, such as autophagy (OR: 4.17, *P* = 0.02), apoptosis (OR: 4.01, *P* = 0.03), insulin-signaling pathway (OR: 4.91, *P* = 0.01), and longevity regulating pathways, which is closely related to signaling through IGF-1R (OR: 5.7, *P* = 0.01), were upregulated (Supplemental Table 6). 

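Autophagy genes had 29 of 43 with a positive log2 fold change in PT (median 0.08, camera adjusted p = 0.102) and 27 of 46 in TAL (median 0.10, camera adjusted p = 0.679). DAPK1 in PT was the 1 member called when adjusted over the list alone, and the paper had named it from these samples. UVRAG, which promotes autophagosome maturation, was higher in PT in 4 of 5 participants (log2 fold change 0.80, standard error 0.37, adjusted p = 0.8 from edgeR), and ATG7, which drives the conjugation steps of autophagy, in TAL in 5 of 5 (log2 fold change 1.03, standard error 0.43, adjusted p = 0.772), with 0.25 in the version 6 pairs and 2.32 in the version 7 pairs. LAMP1, a lysosomal membrane protein, was lower in TAL in 5 of 5 (log2 fold change -0.39, standard error 0.14, adjusted p = 0.772). Insulin and IGF-1 receptor signaling had 25 of 36 members positive in PT (median 0.13, camera adjusted p = 0.129) and 25 of 41 in TAL (median 0.17, camera adjusted p = 0.279). PIK3CB, a catalytic subunit of phosphoinositide 3-kinase, was higher in PT in 5 of 5 (log2 fold change 0.67, standard error 0.19, adjusted p = 0.722). In TAL the median of the insulin list was -0.06 in the version 6 pairs, with 0 members called when adjusted over the list alone, and 0.54 in the version 7 pairs, with 12 higher over the list alone and over all genes.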

There was also a trend toward increased mitophagy (OR: 4.25, *P* = 0.10).

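Mitophagy genes had 12 of 19 positive in PT (median 0.03, camera adjusted p = 0.917, where the test pointed down) and 9 of 20 in TAL (median -0.02, camera adjusted p = 0.702). The members went both ways. PINK1, a kinase that marks damaged mitochondria, had a log2 fold change of -0.27 in PT (standard error 0.18, adjusted p = 0.873 from edgeR). MFN2 and VDAC1, proteins of the outer mitochondrial membrane, were lower in TAL in 5 of 5 participants (log2 fold change -0.47 and -0.31, both adjusted p = 0.772).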

### In vitro evaluation of nutritional deprivation on renal tubular cells.

To support the hypothesis that the metabolic reprogramming observed in tubular cells in kidneys reflected reduced serum glucose, amino acids, and growth factors post-VSG (19–24), we performed in vitro experiments examining the effects of serial dilutions of epithelial basal media on HK-2 human kidney epithelial cells. Progressive nutrient withdrawal induced a stepwise reduction in pS6K1/S6K1 and corresponding increase in pAMPK/AMPK ratio (Supplemental Figure 4). At 2.5% medium, mTORC1 activity was nearly abolished, comparable to 50 ng/mL rapamycin. Importantly, pAkt/Akt ratio remained unchanged (~0.83–0.98), indicating that reduced mTORC1 activity reflects direct nutrient sensing rather than Akt/PI3K-mediated effects. Severe nutrient deprivation also induced robust AMPK activation (10- to 12-fold vs. 4-fold with rapamycin). These in vitro findings recapitulate our in vivo observations and provide mechanistic support that decreased caloric intake post-VSG directly modulates mTORC1 and AMPK signaling in tubular epithelium.

### Pathway activities associated with VSG across PT.

To evaluate additional pathways affected post-VSG, with a focus on therapeutically relevant signaling, we utilized the Pathway Responsive GENes (PROGENy) tool. 

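In PT cells, genes of MHC class I and antigen processing, which interferon induces, lay lower post-VSG: 9 of 13 had a negative log2 fold change (median -0.48), with a camera adjusted p of 0.000232 and an adjusted p = 0.626 with an estimated correlation. HLA-E was lower in 5 of 5 participants (log2 fold change -0.89, standard error 0.22, adjusted p = 0.676 from edgeR), and HLA-B in 4 of 5 (log2 fold change -1.07). HLA class I genes resemble each other and vary between people, so that their reads are counted with uncertainty. Type I interferon response genes had 11 of 15 negative (median -0.09, camera adjusted p = 0.0356, and adjusted p = 0.626 with an estimated correlation). OAS1 and IRF9, an interferon-induced enzyme and a subunit of the interferon transcription factor, were each lower in 5 of 5 (log2 fold change -0.95 and -0.66, both adjusted p = 0.77). 3 members of each list were lower when adjusted over the list alone. In the same PT sums 10 EC marker genes had 306 UMIs pre-VSG and 50 post-VSG. Their mean level was 16.4 and 6.1 CPM (lower in 4 of 5 participants, exact sign-flip p = 0.25). For 35 leukocyte markers it was 41.9 and 48.7 CPM (higher in 3 of 5, exact sign-flip p = 0.5625). PSMB9, of the same pathway, had a UMI in 1.28% of PT cells and 47.3% of EC. Among leukocytes it had one in 52.2% of T cells, 75.2% of NKT/NKC cells and 81.8% of monocytes. Genes of JAK/STAT receptors and kinases had 12 of 20 positive (median 0.18, camera adjusted p = 0.4).
Targets of p53 had 9 of 13 negative (median -0.27, camera adjusted p = 0.0236, and adjusted p = 0.626 with an estimated correlation). TP53I3 and TP53INP1, both induced by p53, were lower in 5 of 5 participants (log2 fold change -0.46 and -0.53, both adjusted p = 0.8). Early response genes of EGFR and MAPK signaling had 4 of 7 negative (median -0.04, camera adjusted p = 0.671). Medians in the version 6 pairs were -0.09 for MHC class I, -0.02 for interferon and -0.20 for p53, and in the version 7 pairs -0.70, -0.61 and -0.22. These are lists of genes. The PROGENy model was not run here.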

PROGENy analysis of the pseudobulk PT profiles revealed that the major signaling pathways dysregulated post-VSG were Janus kinase/signal transducer and activator of transcription (JAK/STAT) pathway, epidermal growth factor (EGFR), and p53 signaling pathways (Figure 8A). 

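The score of the 17-gene JAK/STAT signature, an ssGSEA rank score of the signature among 21689 genes in each PT sum, was lower post-VSG in 5 of 5 participants. Its mean was -0.17 ± 0.18 pre-VSG and -0.62 ± 0.25 post-VSG (SD, n = 5), a mean change of -0.44 (SD 0.28). An exact sign-flip permutation test over the 5 pairs, two-sided, gave p = 0.063, the smallest p that 5 pairs allow. The change was -0.36 in the version 6 pairs and -0.57 in the version 7 pairs. Of the 17 genes, 14 were detected in PT cells and 12 had a lower mean CPM post-VSG. Their UMIs summed to 625 pre-VSG and 305 post-VSG, or 53.4 and 43.6 CPM of all PT cells summed, and 14 of the 17 had under 100 UMIs over all libraries, 3 of them none. Ranking only genes past the filter on low counts left 3 of the 17 genes. The change was then -0.13, lower in 3 of 5 (p = 0.5 by the exact test). Ranking only genes with under 10000 bp of intron, chosen after seeing the data, left 5 detected genes of the 17. The change was -0.12, again lower in 3 of 5 (exact p = 0.6875).
PT cells also carry UMIs of other cells. The summed UMIs of 10 EC marker genes in PT cells were 306 pre-VSG and 50 post-VSG, a mean log2 change of -1.08 (SD 1.71, n = 5) in CPM, lower in 4 of 5 participants (exact sign-flip p = 0.25). Those of 35 leukocyte markers were 618 and 361, a mean log2 change of 0.19 (SD 0.61, n = 5), lower in 2 of 5 (exact p = 0.5625). From the lower score in each participant, the paper concludes that JAK/STAT activity decreased after VSG.

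**Figure D2:**
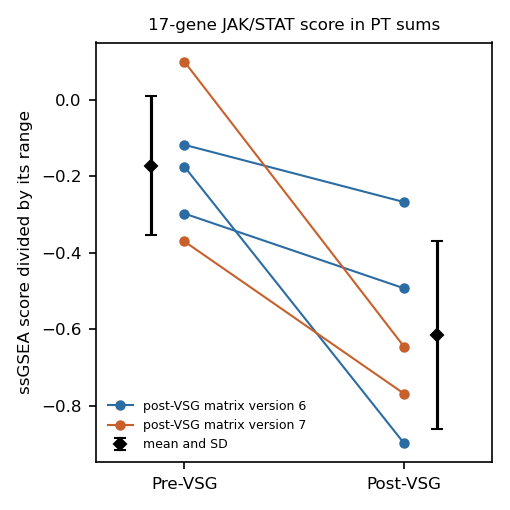
Score of the 17-gene JAK/STAT signature in PT cells (no unit), pre-VSG and post-VSG, with 1 line per participant, coloured by the version that the post-VSG matrix names, and the mean and SD of each group beside the lines. Each of the 5 lines falls from pre-VSG to post-VSG.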

The previously published 17-gene JAK/STAT intrarenal signature quantifying downstream JAK/STAT pathway activity (25, 26) was used to show a decrease in JAK/STAT activity score from pre- to post-VSG in each participant (Figure 8B and Supplemental Table 7).

To evaluate whether the observed reduction in intrarenal JAK/STAT signaling correlated with systemic reductions in circulating JAK/STAT ligands post-VSG, we analyzed data from a larger cohort (Teen-LABS; *n* = 64), where plasma SomaScan proteomic data collected within 2 weeks before and 1 year after MBS were available (13). Supplemental Table 8 summarizes demographic and clinical information for this Teen-LABS cohort.

In Table 2 summarizes changes after VSG in levels of circulating ligands that signal via JAK/STAT that met an FDR threshold of less than 0.05 in the Teen-LABS cohort. Ligands with significantly reduced circulating levels included cytokines such as IL2, IL6, IL23, and IFNA7 (27–30). Additionally, we observed reductions in levels of circulating growth hormone receptor (GHR), a marker of growth hormone bioactivity on the SomaScan platform (31), and of prolactin (PRL), both of which bind receptors that signal via JAK/STAT (32–34).

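IFNAR1 (ENSG00000142166, chromosome 21 from 33324387 to 33359864), a subunit of the type I interferon receptor, had 29.9 ± 4.37 CPM pre-VSG and 25.6 ± 9.66 CPM post-VSG (SD, n = 5) in PT cells (log2 fold change -0.22, standard error 0.22, adjusted p = 0.926 from edgeR) and was lower in 3 of 5 participants. IFNGR2 (ENSG00000159128, chromosome 21 from 33403413 to 33479348), a subunit of the type II receptor, had 21.9 ± 5.83 CPM pre-VSG and 24.2 ± 8.08 CPM post-VSG (SD, n = 5) (log2 fold change 0.12, standard error 0.20, adjusted p = 0.971) and was higher in 4 of 5. Its partner IFNGR1 was lower in 4 of 5 (log2 fold change -0.79, standard error 0.30, adjusted p = 0.8). None passed an adjusted p of 0.05. In the version 6 and version 7 pairs the log2 fold change was -0.31 and -0.06 for IFNAR1, 0.08 and 0.15 for IFNGR2 and -1.18 and -0.33 for IFNGR1. Over pre- and post-VSG libraries, 9.59% of 4910 PT cells had an IFNAR1 UMI and 8.15% an IFNGR2 UMI. HC PT cells had 29.2 ± 6.57 CPM of IFNAR1 and 18.6 ± 6.56 CPM of IFNGR2 (SD, n = 6). When cells were replicates in limma's model, the adjusted p was 0.943 for IFNAR1 and 0.904 for IFNGR2.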

In evaluating the corresponding receptors for these circulating ligands in the PT, we observed reduced expression of the type 1 interferon receptor (*IFNAR1*, *P* < 0.0001) and a type 2 interferon receptor (*IFNGR2*, *P* < 0.0001) (Figure 8C), consistent with reduced active signaling from ligands not produced in the PT and likely to be of systemic origin. Known transcripts for JAK/STAT signaling receptors for other circulating ligands, including IL2, IL6, IL12, IL23, and leptin, were not expressed in the PT. 

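Of the IL2, IL12 and IL23 receptors, almost no UMI was found in 4910 PT cells of the pre- and post-VSG libraries. IL2RA, IL2RG, IL12RB1 and IL12RB2 each had a UMI in 1 cell, IL23R in 2 and IL2RB in 0, which allows a share of up to 0.061% of cells with a UMI (3 counts of the total). By comparison, 43.9% of NKT/NKC cells had an IL2RB UMI and 48.6% of T cells an IL2RG UMI. The leptin receptor LEPR had a UMI in 1.24% of cells (95% exact interval 0.952% to 1.59%) in PT, 4.21% in TAL and 14.9% in EC, and in 2 of 389 T cells.
The exact intervals, for LEPR and below, and the limit for IL2RB treat pooled cells as independent. They leave out the spread between participants. The IL6 receptor was seen more often. IL6R had a UMI in 8.37% of cells (95% exact interval 7.61% to 9.18%) in PT, against 0.706% in TAL and 1.2% in EC, and 21.8% in monocytes. Its partner IL6ST, the shared signal transducer gp130, had a UMI in 18.2% of cells (95% exact interval 17.2% to 19.3%) in PT, 31.8% in TAL and 79.1% in EC. The median depth was 2841 UMIs per PT cell, 5052 per TAL cell and 2436 per EC. In PT sums the log2 fold change post-VSG was 0.51 for IL6R (standard error 0.39, adjusted p = 0.886 from edgeR) and -0.03 for IL6ST (standard error 0.20, adjusted p = 1).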

GHR protein is expressed in the PT (The Human Protein Atlas), but *GHR* mRNA was not differentially expressed in PT. However, there was significantly increased expression of the prolactin receptor (*PRLR*) in PT after VSG (Figure 8C). 

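GHR (ENSG00000112964, chromosome 5 from 42423439 to 42721878), the growth hormone receptor, had 14.4 ± 4.53 CPM pre-VSG and 21 ± 15.5 CPM post-VSG (SD, n = 5) in PT cells (log2 fold change 0.27, standard error 0.38, adjusted p = 0.959 from edgeR) and was higher in 2 of 5 participants. 1 participant lay apart, with a log2 change of 2.57 in CPM beside -0.65 to 0.07 in the others. Its log2 fold change in the version 6 pairs was -0.39 and in the version 7 pairs 1.22. A GHR UMI was found in 5.32% of PT cells, 11.4% of TAL cells and 3.53% of EC. HC PT cells had 63.3 ± 17.9 CPM (SD, n = 6).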

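PRLR (ENSG00000113494, chromosome 5 from 35048756 to 35230487), which signals through JAK2 and STAT5, was higher post-VSG in 4 of 5 participants in PT cells, at 85.6 ± 46.7 CPM pre-VSG and 118 ± 41.5 CPM post-VSG (SD, n = 5), and did not pass an adjusted p of 0.05 (log2 fold change 0.54, standard error 0.24, adjusted p = 0.8 from edgeR). The log2 fold change was 0.35 in the version 6 pairs and 0.84 in the version 7 pairs. A PRLR UMI was found in 27.2% of PT cells, 5.81% of TAL cells and 0.841% of EC. HC PT cells had 162 ± 40.4 CPM (SD, n = 6). Over cells as replicates, limma's adjusted p was 3.53e-08. The paper states a significant increase of PRLR after VSG.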

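APOL6, PSMB9 and TMEM140 are members of the 17-gene signature. PSMB9 (ENSG00000240065, chromosome 6 from 32844136 to 32859851), an interferon-induced subunit of the immunoproteasome, was lower post-VSG in PT cells in 5 of 5 participants, with 58 UMIs pre-VSG and 10 post-VSG in all. It stayed below the filter on low counts. Without that filter its log2 fold change was -2.09 (standard error 0.57, adjusted p = 0.0384 from edgeR). A PSMB9 UMI was found in 1.28% of PT cells and in 47.3% of EC, whose marker genes were lower in PT cells post-VSG in 4 of 5 participants. It was also found in 52.2% of T cells, 75.2% of NKT/NKC cells and 81.8% of monocytes. Leukocyte markers in PT cells were higher post-VSG in 3 of 5 participants. APOL6 (ENSG00000221963, chromosome 22 from 35648446 to 35668404), an apolipoprotein L, had 14.6 ± 3.98 CPM pre-VSG and 13.4 ± 4.84 CPM post-VSG (SD, n = 5) (log2 fold change -0.12, standard error 0.24, adjusted p = 0.992), lower in 3 of 5. TMEM140 (ENSG00000146859, chromosome 7 from 135148072 to 135166215), a membrane protein, had 12.7 ± 3.2 CPM pre-VSG and 11.6 ± 4.04 CPM post-VSG (SD, n = 5) (log2 fold change -0.10, standard error 0.27, adjusted p = 0.992), lower in 2 of 5. IRF1, a transcription factor of the signature, had 41 UMIs pre-VSG and 7 post-VSG and was lower in 5 of 5. GBP1, a guanylate-binding protein, had a log2 fold change of 0.01 (standard error 0.29, adjusted p = 1).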

Finally, in Figure 8D, expression changes in 3 representative genes from the 17-gene JAK/STAT intrarenal signature are shown as a visual for underlying changes encapsulated in the score presented in Figure 8B.

## Discussion

The paired evaluation of kidney biopsies pre- and post-VSG provided an opportunity to identify molecular mechanisms underlying kidney recovery in youth with T2D and/or severe obesity following rapid weight loss. Improvements in clinical and metabolic parameters were accompanied by regression of early kidney disease markers, including kidney hypertrophy, glomerular hyperfiltration, mesangial matrix expansion, and albuminuria, underscoring the efficacy of VSG in alleviating early kidney injury. Integrated transcriptomic and proteomic analyses of kidney tissue highlighted attenuation of mTORC1 activity and transcriptional evidence, which suggested increased AMPK- and FOXO3-mediated signaling post-VSG. Further, suppression of intrarenal JAK/STAT signaling emerged as another key pathway linked with kidney recovery, suggesting potential targets for therapeutic intervention in these youth at high risk for kidney disease.

Given the observed regression in kidney hypertrophy, improved kidney and metabolic function parameters, and reduced expression of metabolism-related transcripts post-VSG, we focused on the mTORC1 signaling pathway. mTORC1 is a master regulator of cell growth and metabolism, and its hyperactivation is observed in DKD (35–40). Increased intrarenal mTORC1-mediated signaling activation is linked to podocyte damage, proteinuria, tubular cell injury, and increased kidney fibrosis critical to the progression of DKD (35–38). Further, reducing intrarenal mTORC1-mediated activity was associated with attenuation of kidney disease by reducing rates of oxidative phosphorylation, anaerobic glycolysis, and changes in ROS-related processes (41), consistent with the transcriptional changes in this study. Sodium-glucose cotransporter 2 inhibitors (SGLT2i), which reduce the entry of tubular glucose into PT cells, have been shown to suppress glycolysis, gluconeogenesis, TCA cycle, and fatty acid oxidation transcripts in PT, which are associated with decreased mTORC1 activity (16). The nutrient deprivation in vitro model in this study indicates that the reduced activation of the mTORC1 pathway post-VSG might, in part, lead to similar molecular phenotypes resulting from VSG and SGLT2i treatments (Supplemental Figure 5).

Despite similarities in transcriptomic responses in PT and TAL with VSG and SGLT2i treatments (16), there were some key differences. Transcripts associated with glycolysis, gluconeogenesis, and TCA cycle were downregulated in PT post-VSG but were upregulated in TAL with SGLT2i treatment (16). A possible explanation for this difference could be that the increase in sodium and glucose delivery to TAL is much higher with SGLT2i treatment while likely reduced or unchanged post-VSG. Despite these differences, *EGF* expression in TAL increased with both treatments. Increased urinary EGF is a prognostic biomarker for better kidney outcomes (42, 43); however, beneficial effects of increased EGF expression in the nephron have not yet been confirmed. Long-term follow-up studies involving MBS and SGLT2i treatment may shed light on increased EGF expression in kidneys and long-term kidney function.

To delineate core mechanisms of kidney recovery, we evaluated shared transcriptional changes in PT and TAL post-VSG and identified enhanced AMPK/FOXO3 signaling in both cell types. The relationship between AMPK/FOXO3 and mTORC1 involves complex interactions that regulate cellular energy balance, growth, and survival (44–46). Activation of mTORC1 can directly inhibit AMPK while activation of AMPK, which acts as an energy and glucose metabolite sensing protein, can inhibit mTORC1 activity promoting cell survival under nutritional stress conditions (44–46). Thus, there exists a negative feedback loop between mTORC1 and AMPK (44). Upon activation, AMPK/FOXO3 signaling triggers a comprehensive metabolic reprogramming of cells that reduces cellular energy demands, increases energy production, and optimizes nutrient utilization by enhancing cellular nutrient turnover by autophagy and mitophagy (47, 48). In addition, the shared transcriptomic data were consistent with a reduction in cellular energy demands post-VSG, with suppression in genes and pathways associated with oxidative phosphorylation, glycolysis, and TCA cycle. There was also suppression of energy-intensive biosynthetic processes, including gluconeogenesis and lipid, cholesterol, protein, and DNA synthesis. Consistent with increased nutrient turnover in the context of decreased mTORC1 activity, there was a significant increase in autophagy pathways and a trend toward increased mitophagy. Reduced mTORC1 pathway activity with increase in autophagy and mitophagy pathways have been shown to be associated with improved kidney function in animal and SGLT2i treatment studies (49, 50).

However, changes in ROS-related processes such as glutathione metabolism were in the opposite direction to that predicted with enhanced AMPK/FOXO3 (48). One possible explanation is that, by 1 year post-VSG, reduced metabolic activity had led to decreased ROS generation, thereby reducing the need for transcripts that buffer against oxidative stress. Notably, while majority of ROS-related genes were downregulated, OXR1 expression increased, highlighting the complexity of ROS buffering regulation. An important caveat is that several of these metabolic changes have also been ascribed to reduced mTORC1 signaling; thus, the underlying mechanism driving the observed ROS changes cannot be definitively established by this study.

PROGENy pathway activity mapping identified changes in JAK/STAT transcriptional activation. This decrease was confirmed in the paired kidney biopsies using a kidney-focused 17-gene signature specific to the canonical JAK/STAT pathway (25, 26). Increased JAK/STAT signaling has been implicated in the pathogenesis of DKD, and targeting this pathway has been shown in diabetic mice to have therapeutic benefits in ameliorating kidney disease (51–54). In humans, a phase II randomized, double-blind, dose-response study utilizing baricitinib (a JAK1 and JAK2 inhibitor) demonstrated significant reductions in proteinuria and inflammatory cytokines in both urine and blood (55). However, awaiting phase III studies, JAK/STAT inhibitors are yet to be used clinically to treat DKD.

Other known drivers of kidney hypertrophy and JAK/STAT-mediated signaling pathways could also have contributed to the observed improvements in kidney-related clinical assessments post-VSG (31). For example, by 12 months post-VSG, GH bioactivity, measured by the significant reduction in circulating GHR on the SomaScan platform, was reduced in the Teen-LABS cohort (Table 2). In addition to its known role in driving kidney hypertrophy through GHR-mediated IGF-1 signaling (56), GH also signals through the JAK/STAT signaling pathway (57). Thus, a reduction in its bioactivity could contribute to the regression in kidney hypertrophy and concomitant reduction in JAK/STAT signaling, suggesting GHR-mediated signaling in kidneys as another potential therapeutic target. The apparent discrepancy between reduced circulating GH bioactivity with no change in *GHR* mRNA expression in the PT could be the result of unchanged promoter activity, transcription factor binding, or epigenetic modifications at the *GHR* locus, consistent with prior studies assessing kidney GHR expression in the setting of reduced circulating GH (58). A limitation of this study is the absence of protein expression data in kidneys.

Circulating prolactin, a GH paralog that also signals through the JAK/STAT pathway, was also reduced in the Teen-LABS cohort (Table 2). Prolactin is localized along with its receptor in the PT and is thought to play a role in driving hypertrophy in some organs, though its role in kidney hypertrophy is yet to be established (32–34, 59–61). Plasma leptin, another activator of the JAK/STAT pathway, was also significantly reduced (62). In addition, there was a decrease in several interleukins and the type 1 interferon IFNA7 (Table 2) (27–30). Reductions in one or several of these ligands might contribute to the observed reduction in JAK/STAT signaling in kidneys post-VSG. Figure 9 schematically summarizes potential molecular mechanisms underlying PT recovery post-VSG. This study focused on PT and TAL since these had the highest DEGs. However, gene expression changes occurred post-VSG in several other cell types, including DCT, PC, IC, and EC. These and other glomerular cell types are yet to be evaluated and are planned for future studies.

Our findings raise the possibility that MBS including VSG, potentially through caloric restriction, directly and/or indirectly, elicits broader cellular reprogramming effects consistent with known protective paradigms in kidney biology. In fact, these data mirror core mechanisms seen in preclinical models of caloric restriction, where suppression of mTORC1, activation of AMPK/FOXO3, and enhanced autophagy have been shown to protect against diabetic nephropathy and renal aging (46, 63–67). In preclinical studies, caloric restriction has consistently attenuated glomerulosclerosis, reduced renal fibrosis, and improved mitochondrial homeostasis through nutrient-sensing and stress-response pathways that closely parallel those observed here post-VSG. A similar molecular phenotype has also been observed with the use of glucagon-like peptide 1 receptor agonists (GLP-1RAs) (68–70) which also cause caloric restriction due to reduced appetite, delayed gastric emptying, or early satiety (71). Thus, the effects of MBS intersect with those of GLP1-RA or caloric restriction and modulate the same signaling nodes, including mTORC1, JAK/STAT, and FOXO3/AMPK. The presence of a shared molecular phenotype, accompanied by preservation of kidney function, suggests that targeting the above signaling pathways could preserve kidney function in youth and adults.

This paired biopsy study revealed mechanistic insights with therapeutic implications. The molecular findings were complemented by tissue morphology analysis, kidney size assessment, kidney function evaluation, and metabolic profiling, providing multiple data streams in an integrated systems biology approach. Although only 5 of the 15 patients in the IMPROVE-T2D cohort underwent sequential kidney biopsies, these paired biopsies minimized variability by allowing direct pre- and post-VSG comparisons within the same participant. This paired approach is particularly relevant given the scarcity of tissue-level data in young persons with T2D and obesity. While the expression of several metabolism-related genes was downregulated, metabolite data are lacking to validate our findings. However, previous studies have demonstrated that even small transcriptional changes corresponded with metabolic flux studies in DKD and that transcriptional changes correlate with protein and metabolite levels (72, 73). Furthermore, the reduction of downstream rpS6K staining indicative of reduced mTORC1 activity also aligns with the observed transcriptomic data. To explore the molecular basis of our tissue-based observations, specifically effects of the circulating proteome on kidney transcriptomics, we leveraged the Teen-LABS cohort. A limitation of the Teen-LABS study was that many participants did not have diabetes. Furthermore, some participants underwent MBS in the form of RYGB instead of VSG. Nonetheless, the plasma proteomic analysis from the Teen-LABS study enhanced and generalized the transcriptional findings in the IMPROVE-T2D study.

Epigenetic alterations, such as DNA methylation, can affect genes related to inflammation and fibrosis. Genes such as hypermethylation of Ras protein activator like 1 (*RASAL1*) and hypomethylation of myo-inositol oxygenase (*MIOX*) have been shown to contribute to fibrosis and oxidative stress. Additionally, histone modifications in the form of acetylation and methylation are also linked to both pro-fibrotic and inflammation-related genes (74–77). Notably, DNA methylation, for example, via increased DNA methyltransferases (DNMT1) leads to hypermethylation of negative regulators of mTOR, resulting in mTORC1 pathway activation, leading to increased inflammation in DKD. Targeting DNMT1 or reversing the methylation was shown to reduce immune cell–driven inflammation and showed improved outcomes in experimental models (78). However, we did not assess these patients to test for epigenetic modifications. Similarly, another limitation is that no metabolomic profiling was done in this study. However, based on the observed pathway changes (reduced mTORC1, enhanced AMPK/FOXO3), we predict that there would be decreased branched-chain amino acids (which activate mTORC1), reduced TCA cycle intermediates reflecting normalized energy metabolism, and lower lipotoxic species (di-/triglycerides). These predictions align with emerging data from bariatric cohorts (79).

In summary, our study reveals fundamental molecular mechanisms contributing to kidney recovery following VSG in youths with T2D and severe obesity. We identified key regulatory networks, particularly the mTORC1-, AMPK/FOXO3-, and JAK/STAT-mediated signaling pathways in PT and TAL, that appear to orchestrate metabolic reprogramming and facilitate recovery from early kidney injury. These findings advance our understanding of how VSG drives the beneficial kidney effects in youth-onset T2D and offer promising therapeutic targets for treating diabetes and obesity-related kidney disease in these high-risk youth.

## Methods

### Sex as a biological variable.

Both male and female participants were enrolled and included in the analysis. The sample size, *n* = 5, was too small to make any meaningful comparisons.

### IMPROVE-T2D.

Adolescents 12–21 years with confirmed antibody-negative, youth-onset T2D (negative for insulin, glutamic acid dehydrogenase, islet cell, and zinc transporter antibodies) and obesity, scheduled for VSG, were recruited from the pediatric MBS clinic at Children’s Hospital Colorado. Participants could opt in for an optional research biopsy before and 12 months after VSG (9). HC transcriptomic data were derived from kidney biopsy tissue from 6 healthy adult volunteers from a separate study and used as reference for baseline expression levels (16). No statistical comparisons were made between VSG and HC. No new nephroprotective drugs, such as renin-angiotensin system blockers and SGLT2i, were prescribed during the study period post-VSG. Participants maintained medications, including angiotensin converting enzyme inhibitors or angiotensin receptor blockers, prescribed prior to study enrollment, per standard of care.

### GFR and renal plasma flow by iohexol and p-aminohippurate clearances and UACR.

Iohexol was administered by bolus IV injection (5 mL of 300 mg/mL [Omnipaque 300, GE Healthcare, now Cytiva]). Blood collections for iohexol plasma disappearance were drawn at +120, +150, +180, +210, and +240 minutes (80) and detailed in Supplemental Methods. UACR was calculated as (urine albumin [mg]/urine creatinine [g]) measured fasting from spot urine samples before and after renal clearance assessment and averaged. Participants with average UACR ≥ 30 mg/g were considered to have elevated albuminuria.

### Insulin secretion and insulin sensitivity by modified hyperglycemic clamp.

A hyperglycemic clamp was performed on participants resting in bed to determine insulin secretion and insulin sensitivity (9, 81) as detailed in Supplemental Methods.

### Multiparametric and functional kidney MRI.

Participants underwent a multiparametric kidney MRI scan on a Skyra Siemens Magnetom 3 T scanner. The conventional exam included T1 and T2 weighted axial and coronal images. TKV of each kidney was computed using Analyze software (Analyze 14.0, Mayo).

### Ultrasound-guided kidney biopsies and tissue processing.

Ultrasound-guided percutaneous kidney biopsies were performed by one of two highly experienced interventional radiologists. Per local protocol, up to 4 passages were allowed to obtain 3 biopsy cores. Each core was immediately assessed for the presence of cortex by gross examination and digital imaging. Kidney tissue was placed in specific fixatives and shipped to the University of Michigan, according to a modified version of the Kidney Precision Medicine Project (KPMP) Pathology (Protocol https://drive.google.com/file/d/1wX1sy5GCzLJzA7jSwEyySb5m5gV4N9T5/view).

### Quantitative morphometrics.

Light microscopy sections were scanned at ×40 using the Aperio GT450 DX Scanner from Leica Biosystems for pathological diagnosis. For quantitative assessment of glomerular and mesangial volume and mesangial nuclear count, all glomeruli present in a 3 μm formalin-fixed, paraffin-embedded section of each specimen were stained with periodic acid–Schiff and assessed using quantitative morphometrics as previously described (82, 83). Mesangial index was expressed as percentage mesangial matrix area per glomerular volume.

### IF staining.

The paraffin-embedded sections were deparaffinized and subjected to heat-induced antigen retrieval with a sodium citrate buffer (pH 6.0), then incubated in blocking buffer containing 2% BSA and 50% CAS-Block reagent (008120, Thermo Fisher Scientific) for 1 hour at room temperature followed by rabbit monoclonal phospho-S6 antibody (S240/S244, 5364, Cell Signaling Technology) at 1:500 dilution in the blocking buffer overnight at 4°C. The phospho-S6 signal was visualized using anti-rabbit Alexa Fluor 594 secondary antibody (catalog A-11012; Lot 3112802, Invitrogen).

### Single-cell RNA sequencing of kidney tissue.

scRNA-seq profiles were obtained using KPMP protocols (14) and detailed in Supplemental Methods. Clusters were annotated based on previously established kidney cell markers (14–16).

### Differential expression analysis at the single-cell level.

To identify transcripts associated with VSG surgery, we performed differential gene expression analysis using the limma (v3.48.3) and edgeR (v3.34.0) R packages. Raw count matrices were converted to log_2_ counts per million (logCPM) using the cpm function in edgeR with a prior count of 3 to stabilize variance and reduce the impact of zero inflation. A paired linear model was fitted using lmFit function in limma, with surgery condition (before vs. after) as the main variable and patient ID as a blocking factor to account for repeated measures. Empirical Bayes moderation was applied using eBayes function from limma to improve variance estimation. Statistical significance was assessed using the Benjamini-Hochberg procedure, and transcripts with FDR-adjusted *P* < 0.05 were considered differentially expressed. Genes with log_2_FC < 0 were defined as “suppressed” with VSG and those with log_2_FC > 0 as “enhanced.” The analysis was performed separately for each cell type to identify cell type–specific changes.

### Pathway enrichment analysis.

All significantly suppressed and enhanced transcripts were subjected to enrichment analysis using the enrichR package (version 3.0) and the Reactome_2022 gene set database. Pathways were considered significant if they had a *P* value below 0.05 and included at least 5 differentially expressed transcripts. Enriched pathways were visualized and categorized to highlight biological processes relevant to VSG-induced transcriptional changes. For the shared transcriptomic analysis between PT and TAL cells, we used the KEGG 2021 (17).

### Pseudobulk mRNA expression profiles.

To minimize the risk of false discovery in single-cell data after the aforementioned processing steps, the resulting count matrix was reduced to its equivalent pseudobulk representation by aggregating counts for each cell into its corresponding sample × cell type bin over 10 samples and 33 cell types (clusters) (84). Thus, the original matrix of 29,772 cells and 23,598 features (genes) was reduced to a matrix of the same number of genes and 309 sample/cell type bins (of a possible 330, with 21 unpopulated). The source and derived pseudobulk matrices were confirmed to have identical counts (122,844,981 total). From this, cell type–specific expression matrices were extracted; 5 PT subtypes were combined into a single PT expression matrix, and similarly a composite TAL matrix was generated from the 3 TAL subtypes. The resulting PT matrix comprised 28,063,977 total counts over 6,652 cells, and the TAL matrix 28,796,492 counts from 5,903 cells. With certain caveats when sparse data from less abundant cell types were considered, these cell type–specific counts matrices were treated similar to bulk RNA-seq data and analyzed using standard bulk RNA-seq differential expression tools (DESeq2), with the individual as the statistical unit.

### JAK/STAT pathway activity.

JAK/STAT pathway activity was inferred using PROGENy v1.11.3 (85) and the mlm (multivariate linear model) method in the decoupleR_2.9.7 package for R (86). PROGENy leverages a comprehensive compendium of publicly available datasets from various signaling perturbation experiments. Unlike traditional gene set enrichment analyses that focus on the expression levels of genes downstream of canonical signaling pathways, PROGENy reflects pathway activation states (85). Differential expression analysis was first performed with limma (v3.48.3) on the cell type–specific expression matrices, contrasting pre- and post-VSG gene expression, and *t* statistics therefrom were then regressed by the run_mlm function in decoupleR across PROGENy’s 14 canonical expression perturbation profiles. The obtained coefficients were interpreted as activation scores for each of the pathways. Their *P* values describe the goodness of fit between the differential expression profile under test and those of the pathways in the PROGENy database (experimentally derived) and not influenced by the number of cases in the groups under comparison.

JAK/STAT activation was also assessed using the single-sample gene set enrichment analysis (ssGSEA) method in the GSVA R package, version 1.40.1 (87). ssGSEA is a nonparametric method that uses rank-order statistics of a gene set within the larger population of measured genes to assign a score to each case individually. Here, a previously published (25, 26) set of 17 JAK/STAT target genes (*APOL1*, *APOL6*, *CCDC68*, *CCL2*, *CTSS*, *CXCL9*, *CXCL10*, *GBP1*, *GBP2*, *ICAM1*, *IDO1*, *IRF1*, *ITK*, *PDCD1LG2*, *PSMB9*, *TMEM140*, *TRIM21*) was evaluated for each of 5 patients in the post- versus pre-VSG conditions. These scores were then compared between the 2 groups using a Welch 2-sample paired *t* test.

### Teen-LABS.

The Teen-LABS study was a prospective, longitudinal, multicenter observational study enrolling adolescents undergoing MBS between March 2007 and February 2012 with overall methods and baseline characteristics of the cohort previously reported (10). In 2021, longitudinal multiprotein signatures were measured in stored plasma specimens from 64 of the original 242 participants with plasma samples available at baseline and at least 1 follow-up time point. In this cohort 73% had undergone RYGB, 22% VSG, and 4.7% laparoscopic adjustable band. Of these patients, 37% had diabetes. The plasma proteomics was performed using the SomaScan 7K platform (SomaLogic) at Washington University, St. Louis, Missouri, USA. Internal controls were run with each sample and were normalized for intraplate and interplate variation (88). The SomaScan 7K platform comprises 7,604 aptamers corresponding to 6,596 human proteins.

### Statistics.

Clinical characteristics were summarized with mean and standard deviation for normally distributed continuous variables, median and interquartile ranges for non-normally distributed continuous variables, and count and percentage for categorical variables. Changes in circulating proteins between baseline and 1 year after MBS were estimated using linear mixed effects models with a contrast applied to the estimated marginal means. Estimated marginal means are expressed as percentage change from baseline. A *P* value of less than 0.05 was statistically significant.

### Study approval.

Informed consent was obtained by qualified research personnel. The IMPROVE-T2D study was approved by the Colorado Multiple Institutional Review Board (ClinicalTrials.gov ID NCT03620773). Participants ages 18 years or older signed the consent form, and participants below 18 years signed the assent form in addition to the parent(s) or legal guardian signing the consent form. The Teen-LABS study was approved by the institutional review board at Ann and Robert H. Lurie Children’s Hospital of Chicago. Written informed consents were collected prior to participation.

### Data availability.

Gene expression data can be accessed from National Center for Biotechnology Information Gene Expression Omnibus GSE315877. A cellxgene instance has been created and is available at https://cellxgene.miktmc.org/pre_post_vsg

## Author contributions

FMA and ASN contributed equally to the development of this manuscript. The order is based on the lead taken by ASN in writing and coordinating the manuscript. MK and PB were instrumental in designing and envisaging the substudy and acquiring the funding to carry out the substudy that generated these data and therefore are the shared senior authors on this manuscript. PB, MK, ASN, VN, FMA, SE, KJN, THI, and MGC designed the primary IMPROVE-T2D and Teen-LABS research studies. PB, MK, JH, YJC, LP, PL, JAB, JFS, SY, KAF, THI, KJN, TJD, THI, JBH, KI, EAO, RM, YO, MGC, HEH, JJR, TJD, and SPS acquired or generated the data. ASN, FMA, PJM, JAS, JH, RM, YJC, LP, FA, JBH, KI, CS, MMK, LY, PP, and SPS analyzed the data. ASN, VN, SE, JAS, FA, KLT, KI, JAG, RGN, FCB, KJN, MK, PB, SP, DHVR, VGP, and YO played a significant role in interpreting the findings. ASN, MK, PB, KJN, FCB, RGN, and PN wrote the initial draft. All authors have reviewed and approved the final draft of the manuscript.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- University of Washington with the American Diabetes Association.
- University of Michigan with Chan Zuckerberg Initiative.
- Breakthrough T1D.

## Supplementary Material

Supplemental data

ICMJE disclosure forms

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
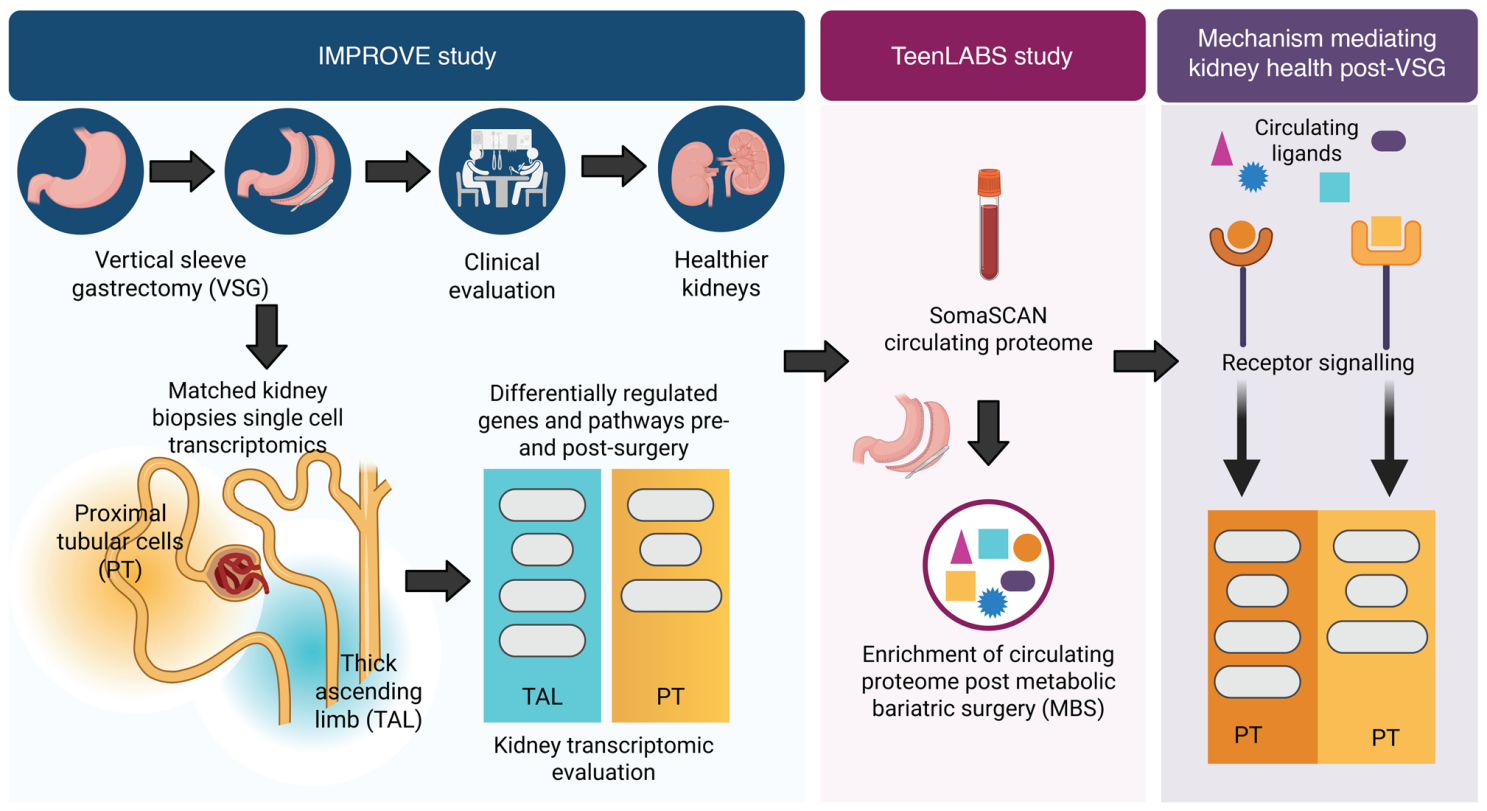
Overall study approach. A subset of participants in the IMPROVE-T2D cohort (*n* = 5) underwent research kidney biopsies before and 1 year after VSG. Transcriptomic data from these biopsies were used to identify molecular pathways associated with weight loss and improved metabolic and kidney function parameters post-VSG. The Teen-Longitudinal Assessment of Bariatric Surgery (Teen-LABS) cohort (*n* = 64) with data available on changes in serum proteins associated with MBS allowed the linkage of intrarenal molecular pathways to the circulating proteome. Created in BioRender. Subramanian, L. (2025) https://BioRender.com/s2l15o2

**Figure 2:**
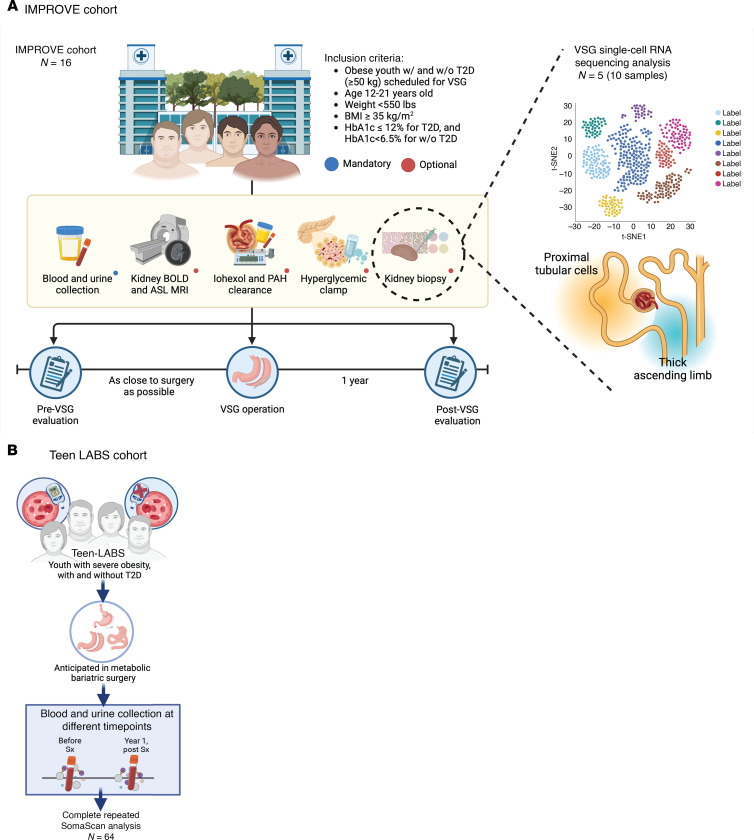
Cohort characteristics. (**A**) The IMPROVE-T2D and (**B**) Teen-LABS cohorts both included youth with T2D and obesity. Participants in the IMPROVE-T2D cohort underwent VSG, while in the Teen-LABS cohort participants underwent MBS, either VSG or RYGB. Five participants from IMPROVE-T2D contributed kidney biopsies, while Teen-LABS cohort participants were not biopsied. Created in BioRender. Narongkiatikhun, P. (2025) https:// BioRender.com/klppq6d (**A**) and https:// BioRender.com/097bo5r (**B**).

**Figure 3:**
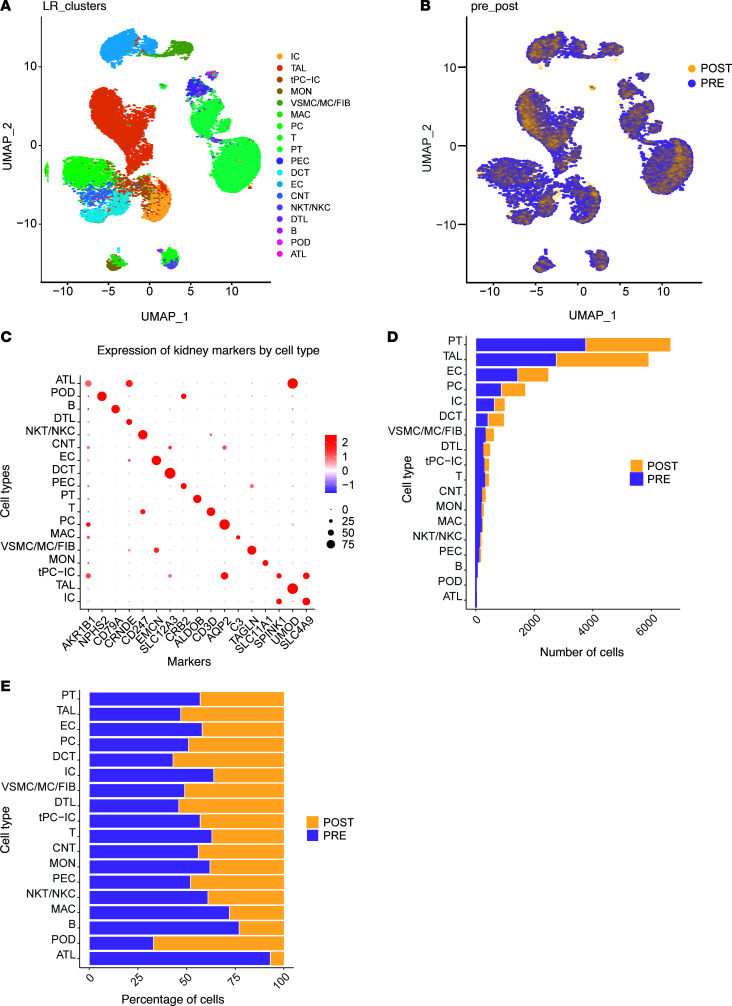
Single-cell data analysis. (**A**) Uniform manifold approximation and projection (UMAP) visualization of 23,598 cells pooled from the 5 pairs of participants in the IMPROVE-T2D cohort, organized into 18 distinct clusters. (**B**) The same UMAP, with color-coded cells based on whether they originated from participants before (purple) or after VSG (yellow). (**C**) Key cell type markers used for cell annotation. (**D**) The number and (**E**) percentage of each cell type before and after VSG. Cell type abbreviations: POD, podocyte; PEC, parietal epithelial cell; PT, proximal tubule; DTL, descending thin loop of Henle; ATL, ascending thin loop of Henle; TAL, thick ascending loop of Henle; DCT, distal convoluted tubule; CNT, connecting tubule; PC, principal cell; IC, intercalated cell; EC, endothelial cell; FIB, fibroblast; VSMC, vascular smooth muscle cell; MC, mesangial cell; B, B cell; T, T cell; NK T/C, natural killer T cell; tPC-IC, transient between PC and IC.

**Figure 4:**
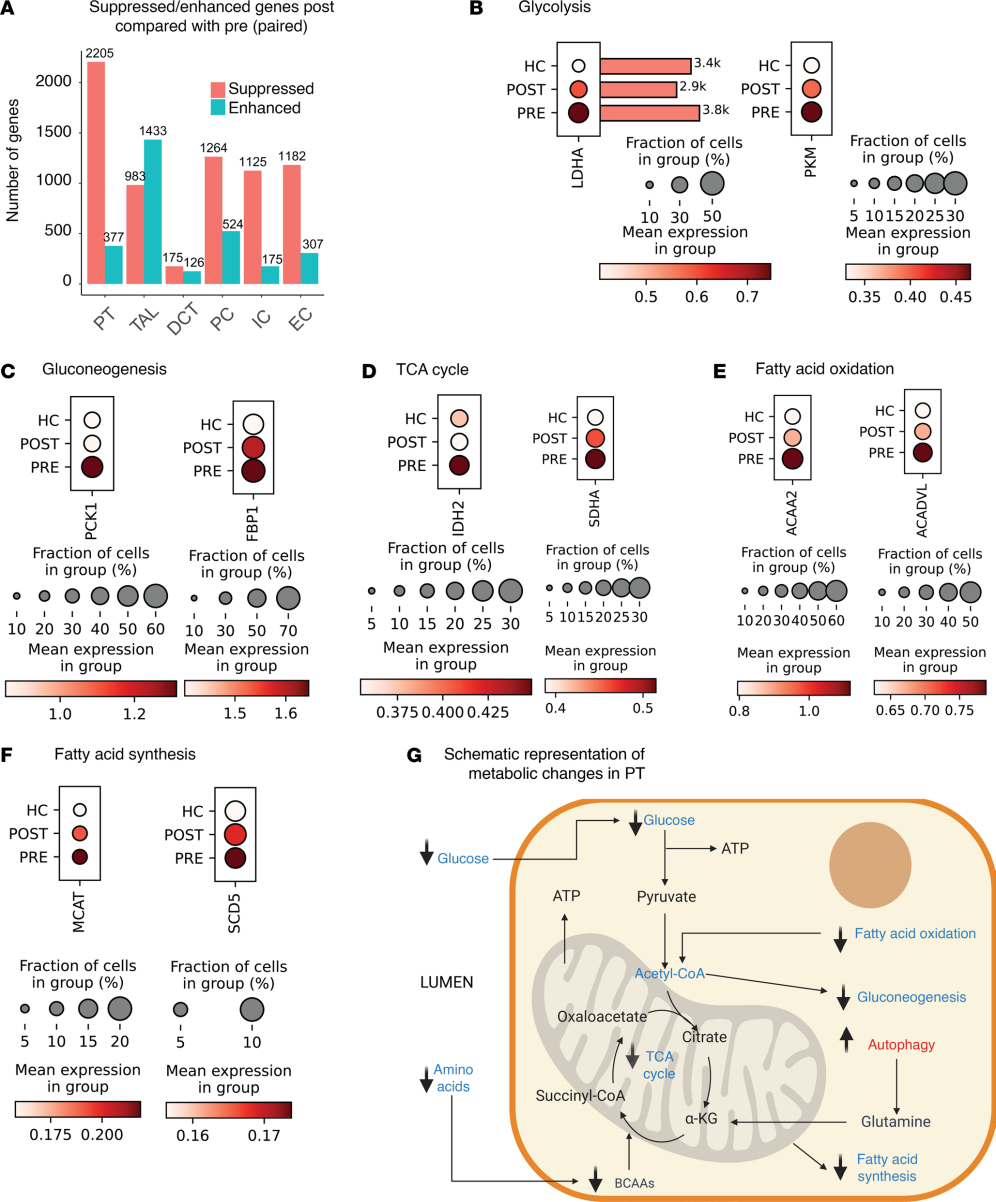
Transcriptomic changes in kidney tubular cells after VSG highlight metabolic reprogramming. (**A**) Bar plot of paired analysis comparing suppressed (pink) and enhanced (blue) genes post-VSG relative to pre-VSG by cell type. Dot plot comparison of expression levels between HC, pre-VSG, and post-VSG in PT cells of representative downregulated genes in metabolic pathways (**B**) glycolysis, (**C**) gluconeogenesis, (**D**) TCA cycle, (**E**) fatty acid oxidation, and (**F**) fatty acid synthesis. (**G**) A schematic summary of the adaptive transcriptional changes in PT cells post-VSG. BioRender. Subramanian, L. (2025) https://BioRender.com/rwlnvr4 *LDHA,* lactate dehydrogenase isozyme A; *PKM,* pyruvate kinase; *PCK1,* phosphoenolpyruvate carboxykinase 1; *FBP1,* fructose-1,6-bisphosphatase 1; *IDH2,* isocitrate dehydrogenase isozyme 22; *SDHA,* succinate dehydrogenase A; *ACAA2,* acetyl-CoA acyltransferase 2; *ACADVL,* very long-chain acyl-CoA dehydrogenase; *MCAT,* malonyl-CoA-acyl carrier protein transacylase; *SCD5,* stearoyl-CoA desaturase 5.

**Figure 5:**
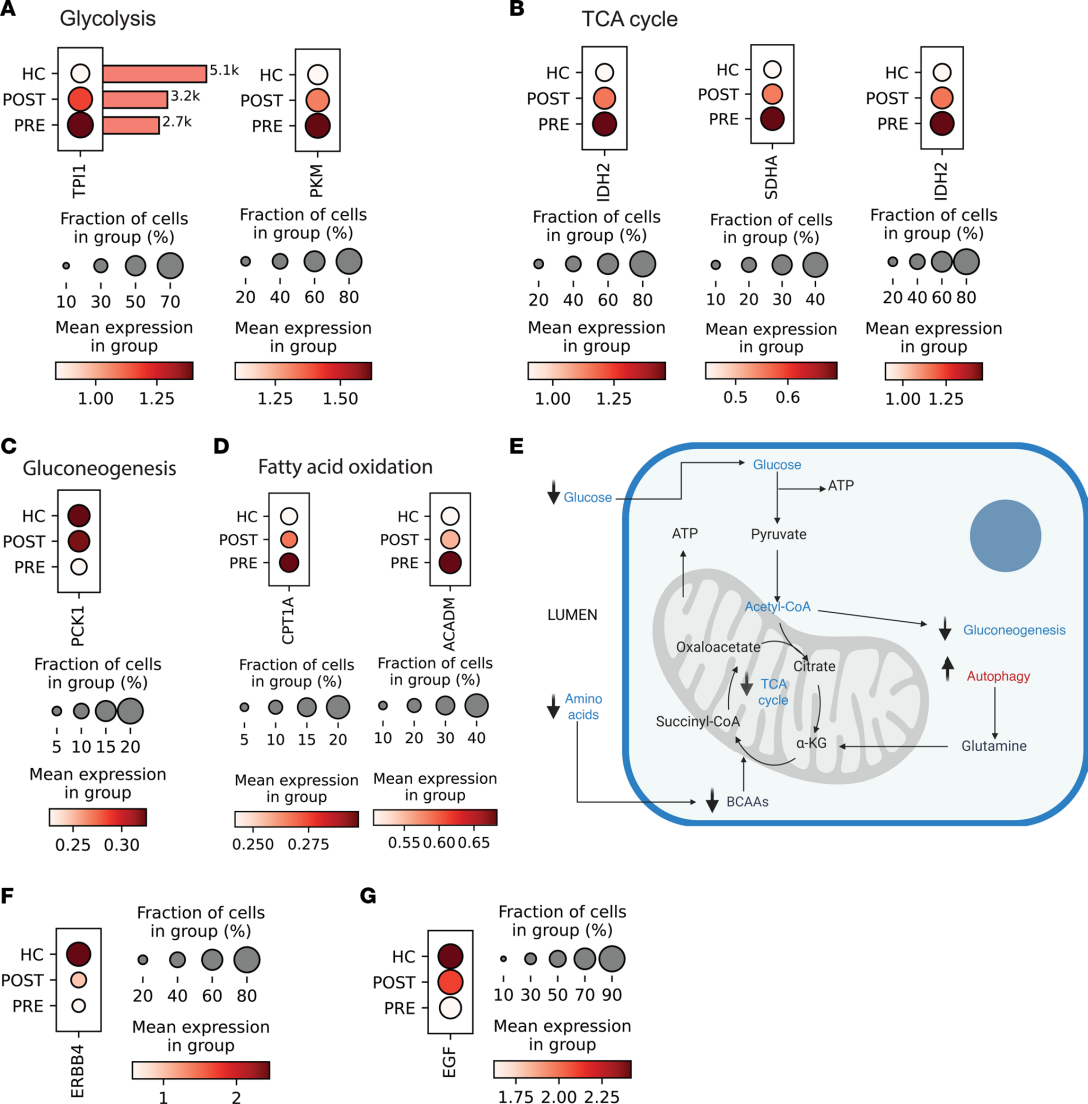
Transcriptional changes in TAL cells after VSG highlight metabolic suppression and signaling activation. Dot plot comparison of expression levels between HC, pre-VSG, and post-VSG in TAL cells of downregulated representative genes in metabolic pathways (**A**) glycolysis, (**B**) TCA cycle, (**C**) gluconeogenesis, and (**D**) fatty acid oxidation. (**E**) Schematic summarizing major downregulated metabolic pathways. BioRender. Naik, A. (2026) https://BioRender.com/nudhhxr Upregulated genes included (**F**) Erb-B2 receptor tyrosine kinase 4 (*ERBB4*) and (**G**) epidermal growth factor (*EGF*). *TPI1*, triosephosphate isomerase; *PKM,* pyruvate kinase; *PCK1,* phosphoenolpyruvate carboxykinase 1; *IDH2,* isocitrate dehydrogenase isozyme 22; *SDHA,* succinate dehydrogenase A; *CPT1A,* carnitine palmitoyltransferase 1; *ACADM,* medium-chain acyl-CoA dehydrogenase.

**Figure 6:**
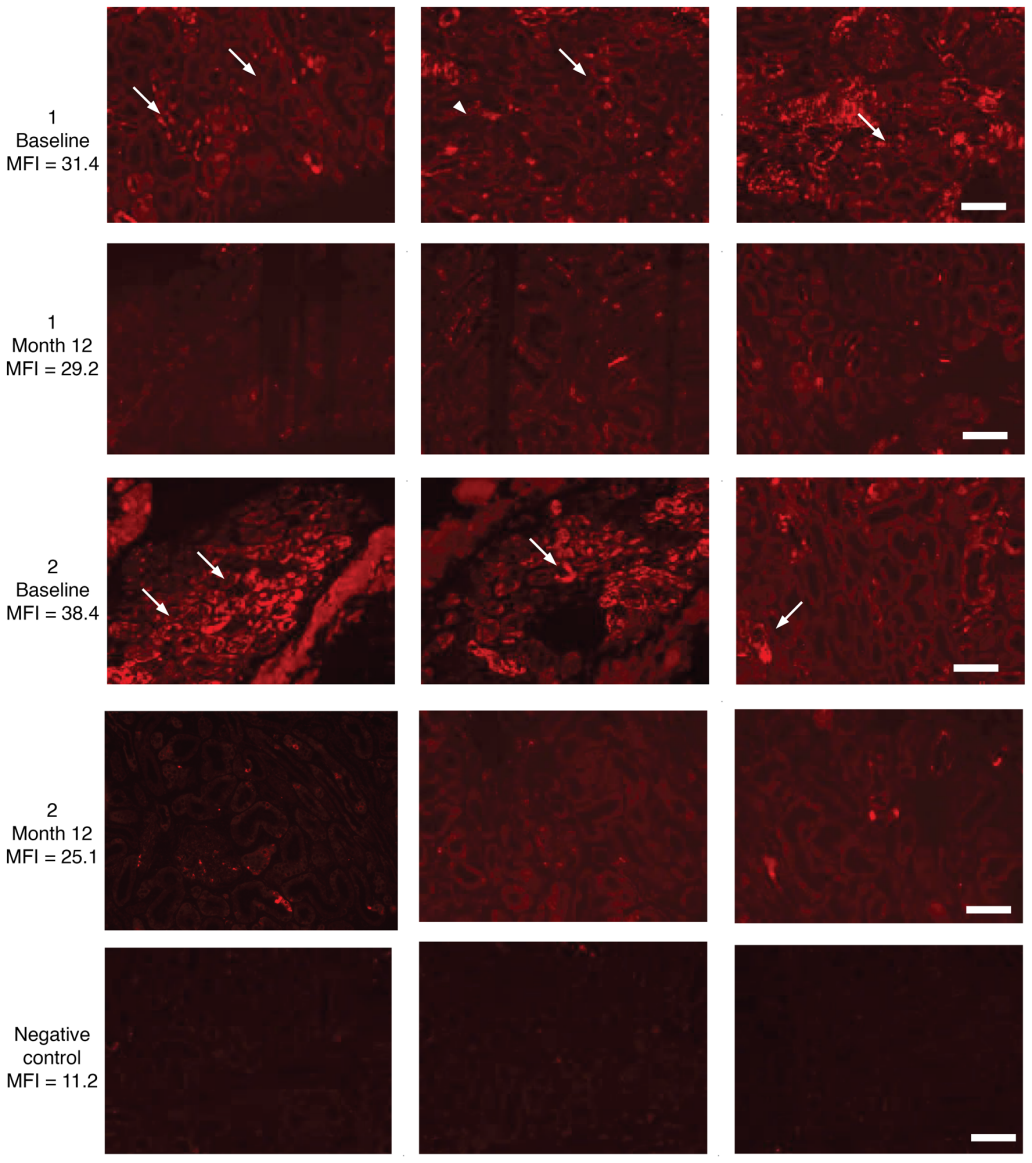
Reduction in rpS6 staining in baseline and 12-month kidney biopsies from youth with T2D. Immunofluorescence composite images depict rpS6 staining in baseline and 12-month kidney biopsies from youth with T2D enrolled in the IMPROVE-T2D study (*n* = 2 of 3 representative patients). Compared with baseline (arrows), immunofluorescence staining for rpS6 is substantially reduced post-VSG in kidney tubules. The kidney biopsy from participant 2 was not processed for RNA-Seq analysis, unlike participants 1 and 3, due to insufficient tissue availability; however, participant 2 had adequate paired tissue samples available for immunofluorescence studies. Scale bar = 100 μm. The mean fluorescence intensity (MFI) is the average fluorescence intensity across multiple stained sections for each sample.

**Figure 7:**
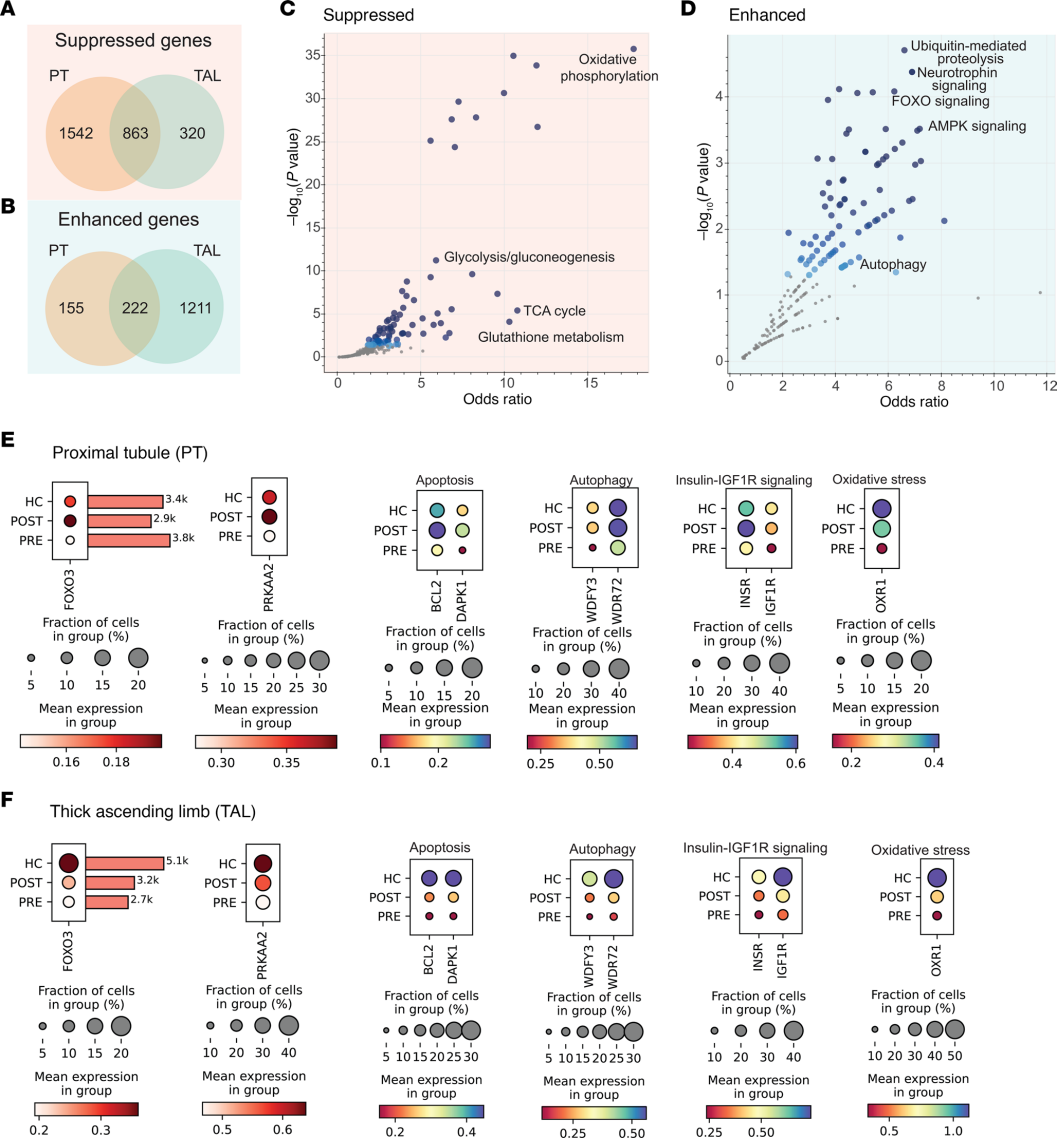
Venn diagrams and Kyoto Encyclopedia of Genes and Genomes pathway enrichment analyses of suppressed and enhanced genes in PT and TAL. (**A**) Venn diagram illustrating the overlap of genes suppressed in the PT and TAL. The intersection contains 863 suppressed genes, where 1,542 genes are uniquely suppressed in PT and 320 are uniquely suppressed in TAL. (**B**) Venn diagram showing the overlap of genes enhanced in PT and TAL. The intersection includes 222 enhanced genes, with 155 genes uniquely enhanced in PT and 1,211 uniquely enhanced in TAL. (**C**) Kyoto Encyclopedia of Genes and Genomes (KEGG) 2011 pathway enrichment analysis of the suppressed gene intersection. The top pathways related to metabolism include oxidative phosphorylation, glycolysis, the TCA cycle, and glutathione metabolism. (**D**) KEGG 2011 pathway enrichment analysis of the shared enhanced genes. The top pathways include ubiquitin-mediated proteolysis, neurotrophin signaling, FOXO signaling, and AMPK signaling. (**E**) Expression levels of protein kinase AMP-activated catalytic subunit α2 (*PRKAA2*) and forkhead box O3 (FOXO3) in the PT along with representative genes related to apoptosis like BCL2 (*BCL2*, *P* < 0.05); death associated protein kinase 1 (*DAPK1*, *P* < 0.05); autophagy, including WD repeat and FYVE domain containing 3 (*WDFY3*, *P* < 0.05) and WD repeat domain 72 (*WDR72*, *P* < 0.05); insulin receptor signaling (*INSR*, *P* < 0.05); insulin-like growth factor 1 receptor (*IGF-1R*, *P* < 0.05); and resistance to oxidative stress, including oxidation resistance 1 (*OXR1*, *P* < 0.05). (**F**) Same set of genes in the TAL.

**Figure 8:**
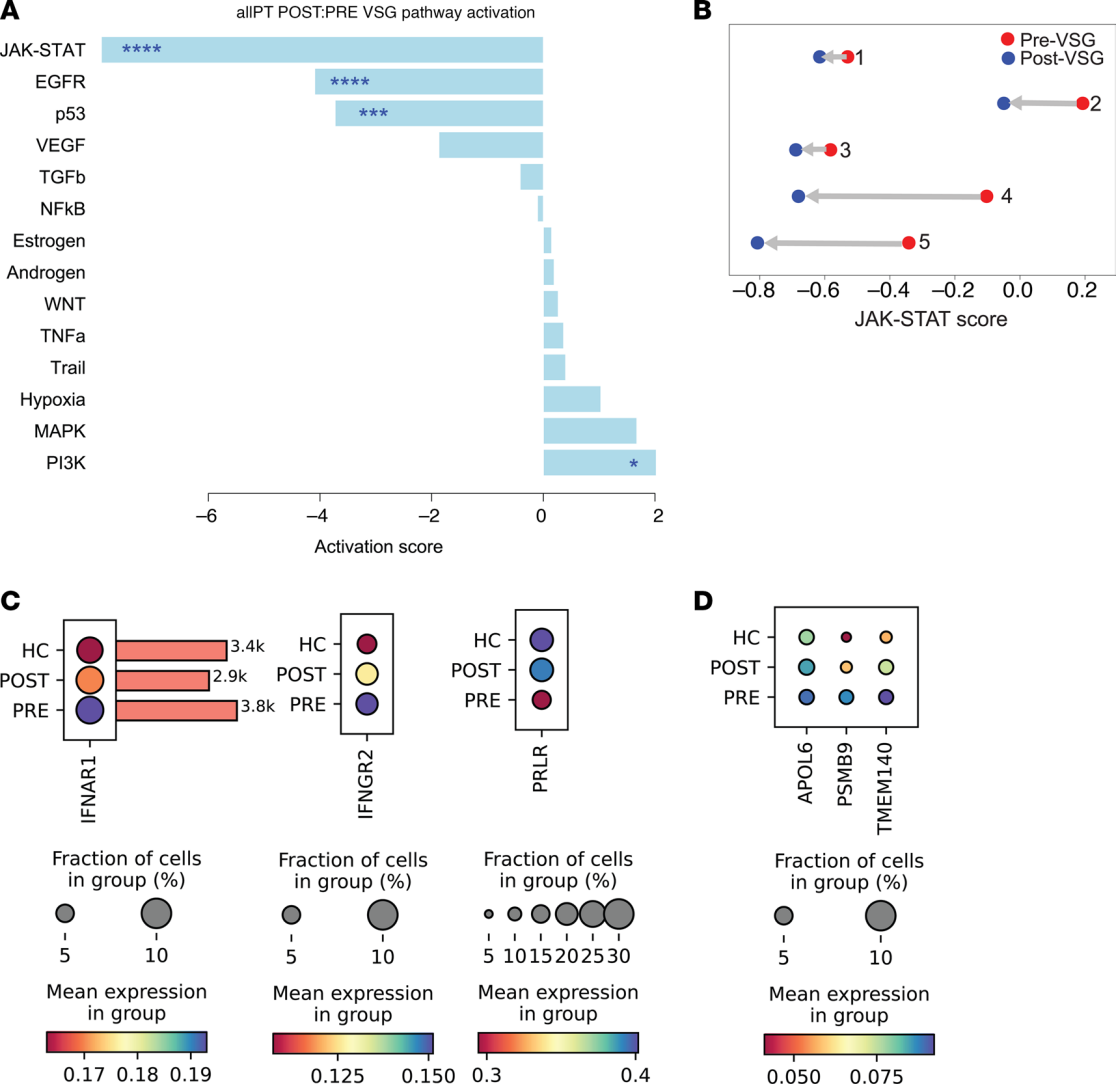
Pathway enrichment analysis of pseudobulk differential gene expression in proximal tubular epithelial cells. (**A**) The data reveal significant enrichment of the JAK/STAT signaling pathway, EGFR-mediated signaling, and p53 signaling, all of which were markedly reduced following VSG. *P <.05, **P <.01, ***P <.001, ****P <.0001. Wald’s test was used to determine *P* values. (**B**) JAK/STAT activation was assessed at the individual patient level using the single-sample gene set enrichment analysis (ssGSEA) method. A consistent reduction in JAK/STAT activation was observed across all patients post-VSG. (**C**) Expression levels of *IFNAR1* and *IFNGR2* (type 1 and type 2 interferon receptors, respectively), which signal through the JAK/STAT pathway, were significantly reduced post-VSG. This reduction was accompanied by decreased circulating levels of a type 1 interferon (IFNA7) but not type 2 interferons. Additionally, an increased expression of prolactin receptor (*PRLR*), a paralog of *GH1*, was noted. This upregulation is hypothesized to result from reduced circulating prolactin (PRL), triggering a compensatory negative feedback loop. (**D**) Average change in expression of 3 genes, apolipoprotein L6 (*APOL6*), proteasome 20S subunit β9 (*PSMB9*), and transmembrane protein 140 (*TMEM140*), which are among the genes used to calculate JAK/STAT activation score.

**Figure 9:**
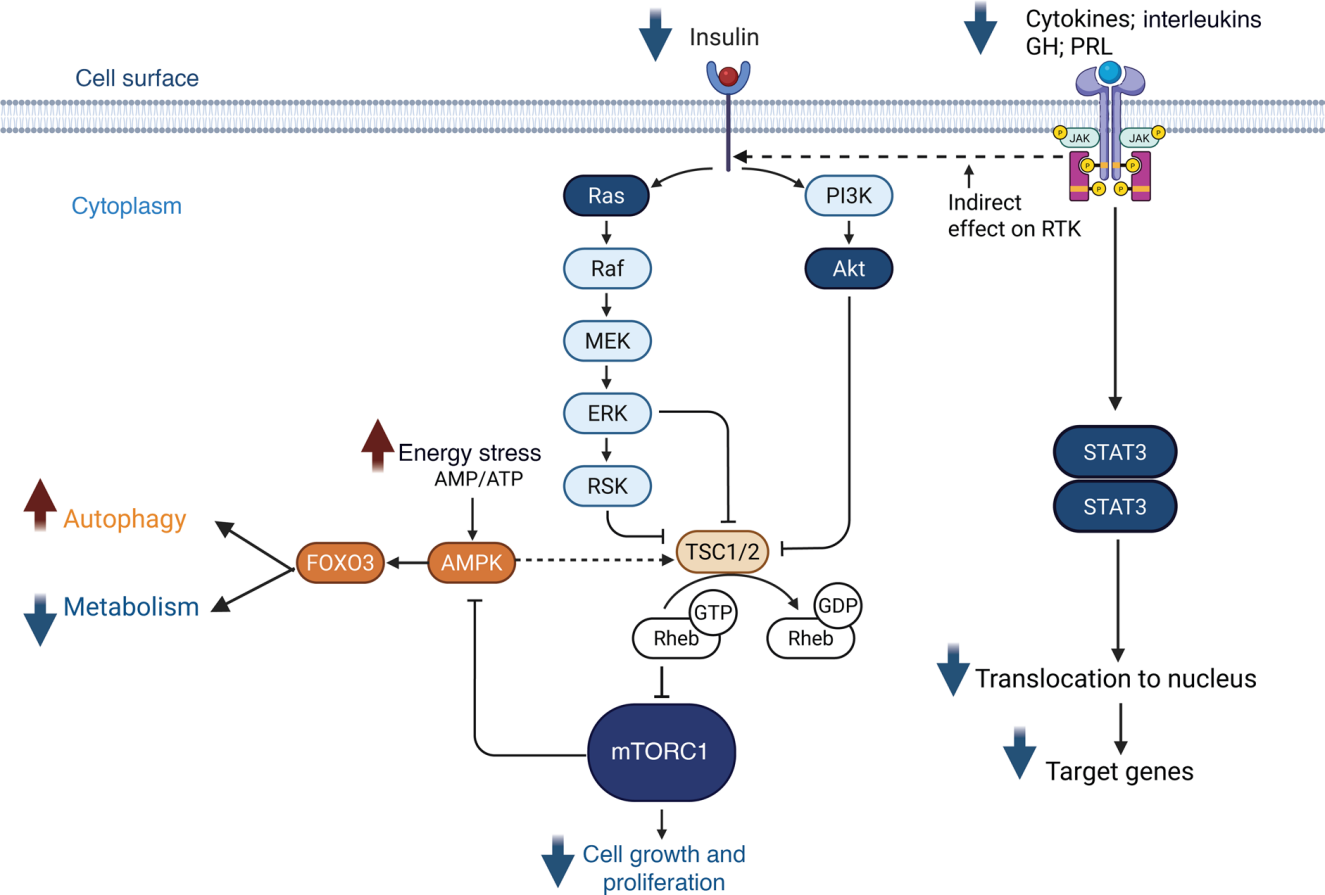
Integrated signaling pathways regulating intrarenal mTORC1 and JAK/STAT signaling in response to reduced insulin, relative energy stress, and reduced circulating ligands that activate the JAK/STAT pathway. Reduced insulin availability leads to diminished activation of Ras and PI3K, subsequently decreasing signaling through the Raf/MEK/ERK/RSK and Akt branches. Both ERK/RSK and Akt negatively regulate the TSC1/2 complex. Reduced ERK/RSK and Akt signaling enhances TSC1/2 activity, which attenuates activation of Rheb-GTP and consequently inhibits mTORC1, thereby suppressing cell growth and proliferation. Under conditions of lowered blood glucose and relative energy stress (elevated AMP/ATP ratio) post-VSG, AMPK can be activated and inhibits mTORC1 directly, as well as indirectly via activation of TSC1/2. mTORC1 can inhibit AMPK in a reciprocal feedback loop. AMPK activation further promotes FOXO3, which drives transcriptional programs that enhance autophagy, mitophagy, apoptosis, and ROS defense while suppressing metabolic activity. Thus, mTORC1 and AMPK/FOXO3 pathways exhibit opposing responses to energy and growth factor signals, coordinating anabolic and stress-adaptive cellular programs. Additionally, reduced levels of circulating cytokines, interleukins, prolactin (PRL), and growth hormone (GH) result in decreased activation of their respective receptors and the downstream intrarenal JAK/STAT signaling cascade. The JAK/STAT pathway can also interface with the Ras/MAPK and PI3K/Akt pathways (dashed horizontal line), further modulating the integrated cellular response. BioRender. Naik, A. (2025) https://BioRender.com/6fif35r PI3K, phosphatidylinositol-3-kinase; Akt, v-akt murine thymoma viral oncogene homolog 1; Ras, rat sarcoma virus oncogene homolog; Raf, rapidly accelerated fibrosarcoma; MEK, mitogen-activated protein kinase; ERK, extracellular signal–regulated kinase; RSK, ribosomal S6 kinase; mTORC1, mechanistic target of rapamycin complex 1; TSC1/2, tuberous sclerosis complex 1 and 2; Rheb, ras homolog enriched in brain; AMPK, AMP-activated protein kinase; FOXO3, forkhead box O3; AMP/ATP, adenosine monophosphate/adenosine triphosphate.

**Table 1:**
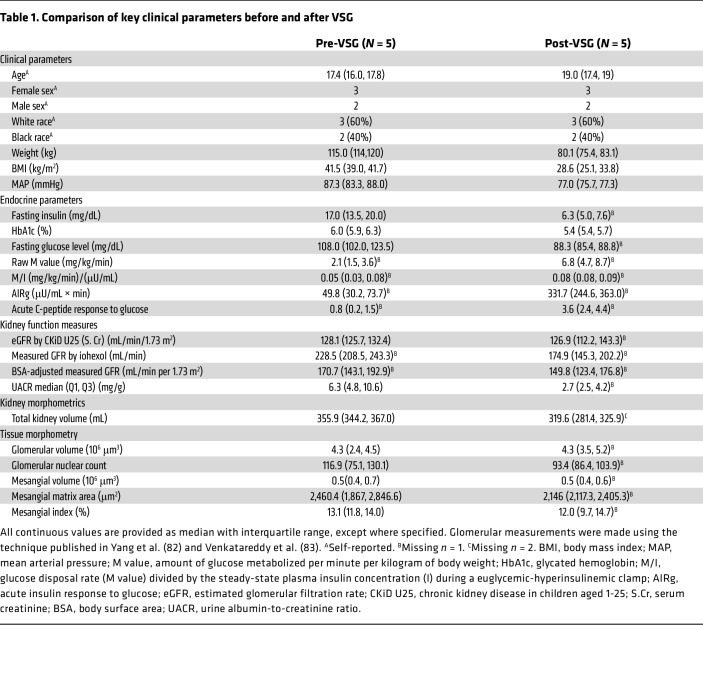
Comparison of key clinical parameters before and after VSG

**Table 2:**
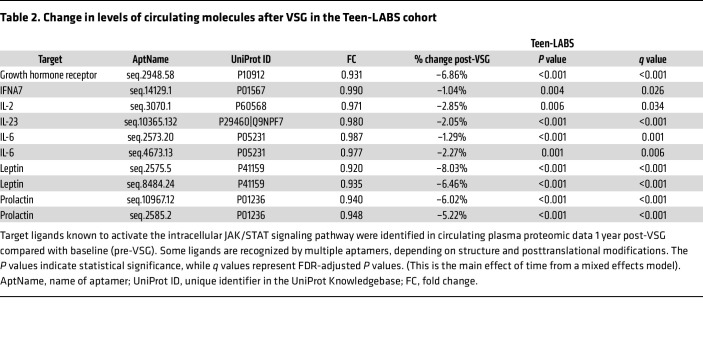
Change in levels of circulating molecules after VSG in the Teen-LABS cohort

# Supplementary material for: Metabolic surgery mitigates early kidney injury in obese youth with diabetes by suppressing mTORC1/JAK/STAT signaling
**Source:** J Clin Invest. 2026 Feb 3;136(7):e198545. doi: 10.1172/JCI198545
**Supplement:** Supplemental data

## **List of supplementary materials**

### **Supplementary Figures:**

**Supplementary Figure S1.** Single cell RNAsequencing cell type clusters by kidney biopsy group

**Supplementary Figure S2.** Reactome pathway analysis of proximal tubule (PT) Cells.

**Supplementary Figure S3.** Reactome pathway analysis of thick ascending limb (TAL) cells.

**Supplementary Figure S4:** Nutrient deprivation model in HK-2 cells

**Supplementary Figure S5:** Integrated signaling pathways comparing regulation of intrarenal mTORC1 and JAK-STAT signaling in response to reduced insulin, relative energy stress, reduction in circulating ligands versus those with SGLT2i.

### **Supplementary Methods**

### **Supplementary References**

### **Conflict of Interest**

### **Supplementary Tables:**

**Supplementary Table S1.** Clinical and demographic characteristics of participants without biopsies in the IMPROVE cohort

**Supplemental Table S2.** Differentially expressed genes Post vs. Pre in the PT

**Supplementary Table S3.** Differentially expressed genes Post vs. Pre in the TAL

**Supplementary Table S4.** Shared enhanced and suppressed pathways in PT and TAL.

KEGG 2021 enrichment analysis of 863 suppressed and 222 enhanced genes in both PT and TAL.

**Supplementary Table S5.** All suppressed and enhanced genes in the PT only, TAL only, common to identify overlapping genes

**Supplementary Table S6.** Enhanced and suppressed pathways using KEGG 2021

**Supplementary Table S7.** JAK/STAT signature genes

**Supplementary Table S8.** TEEN-Lab's demographics and clinical characteristics

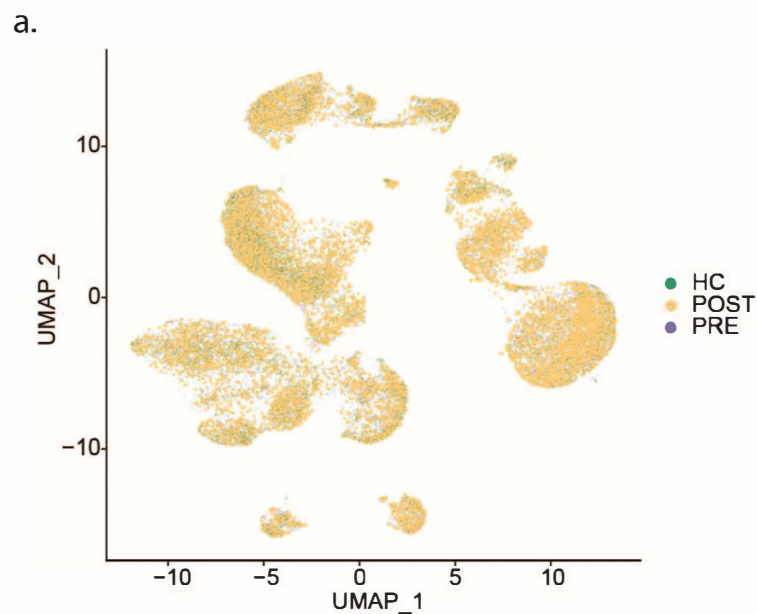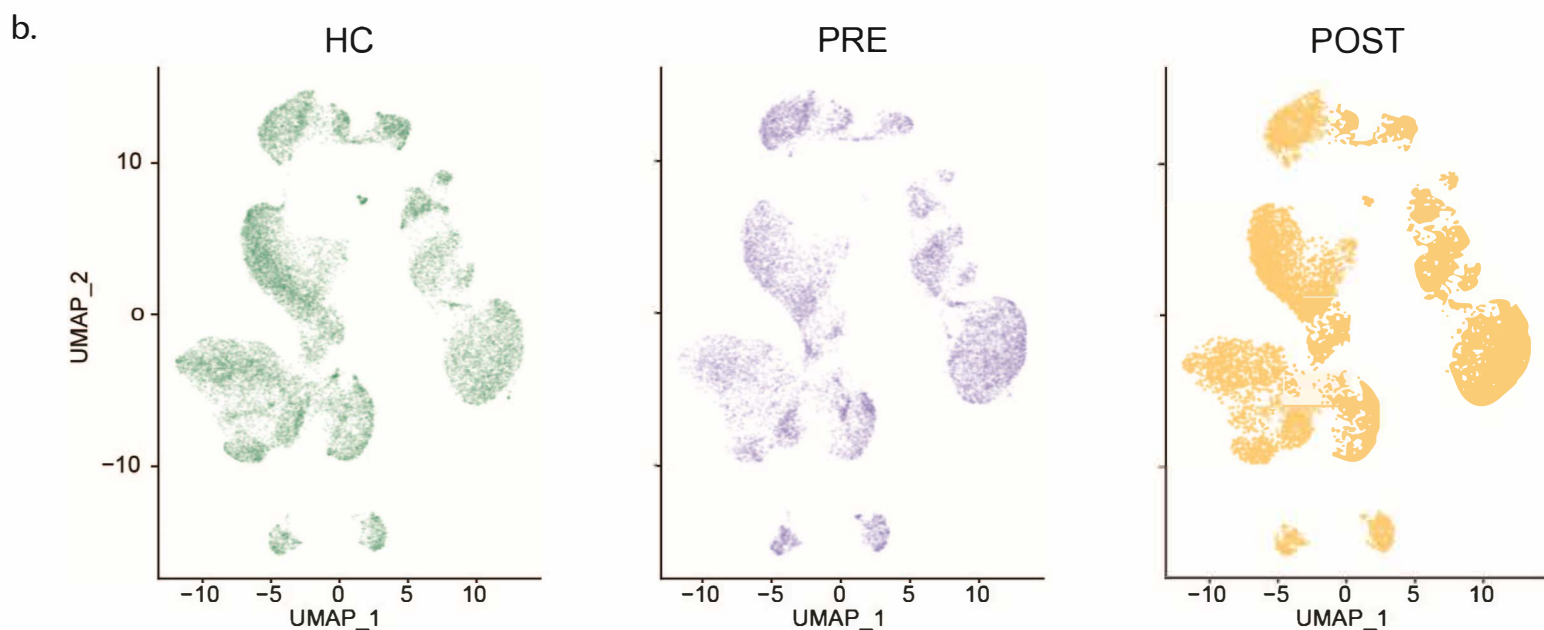

**Supplementary Figure S1. Single cell RNAsequencing cell type clusters by kidney biopsy group - healthy controls, biopsies pre and post VSG of IMPROVE participants**

A) A UMAP plot showing the different kidney cell types identified in the biopsies with representation from all through groups.

B) A UMAP plot displaying the distribution of kidney cells based on group classification: healthy controls (HC), pre-VSG, and post-VSG. Cells are colored according to their group.

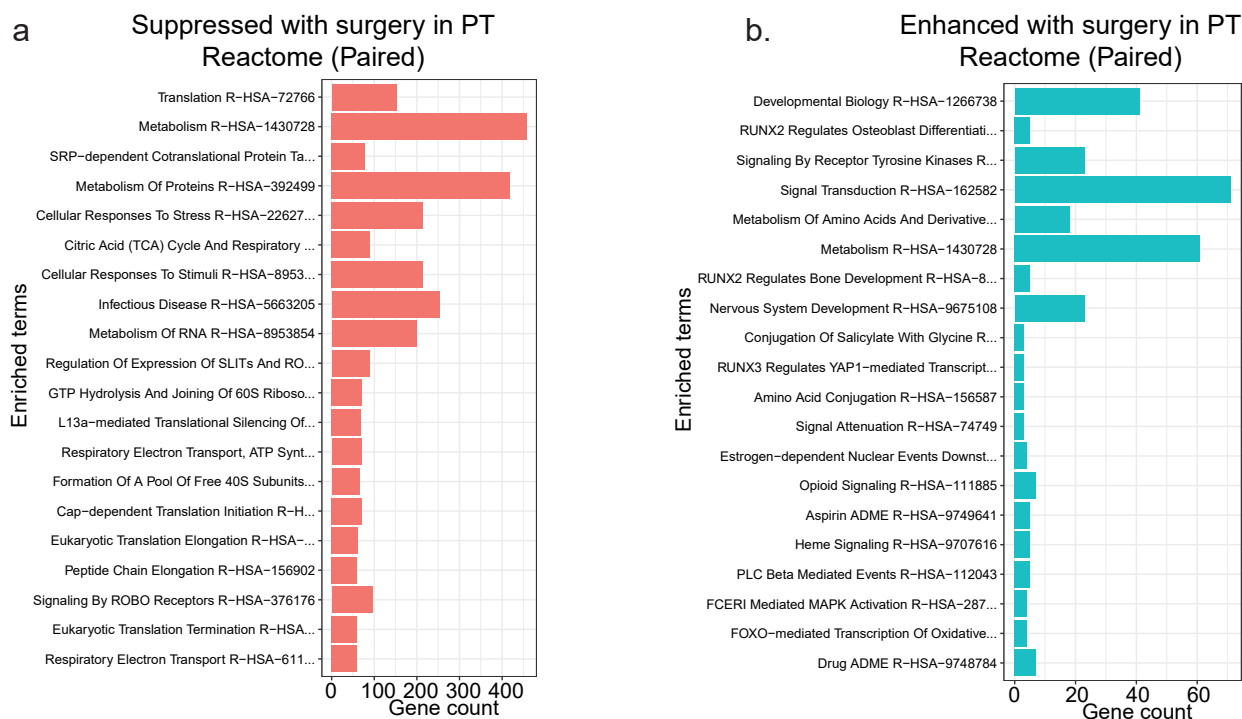

**Supplementary Figure S2: Reactome pathway analysis of proximal tubule (PT) Cells.** Reactome analysis of enriched pathways in the PT based on differentially expressed genes (FDR p-value < 0.05). **A.** Bar plot of the top 20 enriched pathways associated with suppressed genes in PT cells post-VSG surgery. **B.** Bar plot of the top 20 enriched pathways associated with enhanced genes in PT cells post-VSG surgery.

logFC

**A. Suppressed with surgery in TAL Reactome (Paired)**

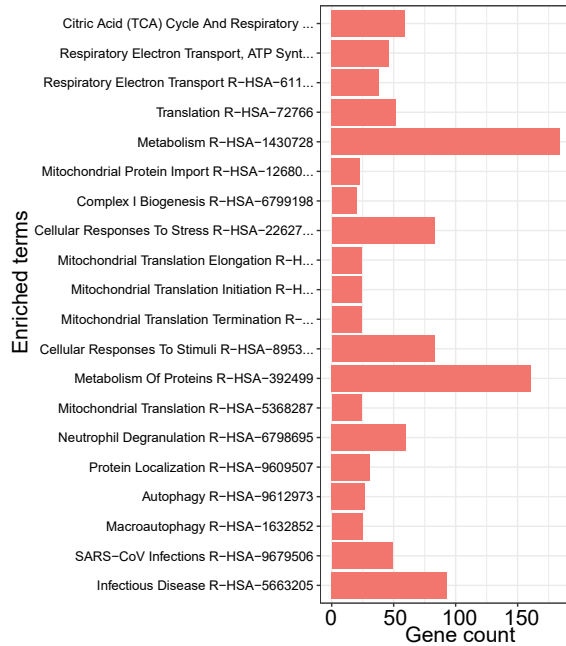

**B. Enhanced with surgery in TAL Reactome (Paired)**

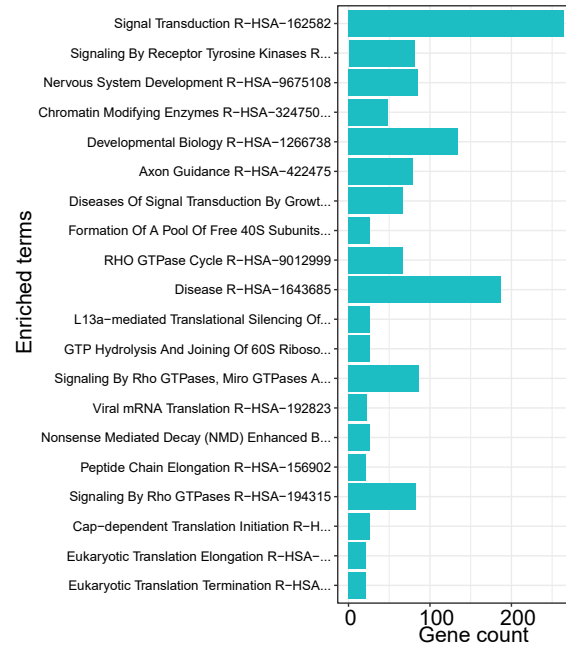

**Supplementary Figure S3: Reactome pathway analysis of thick ascending limb (TAL) cells.** Reactome analysis of enriched pathways in the TAL based on differentially expressed genes (FDR p-value < 0.05). **A.** Bar plot of the top 20 enriched pathways associated with suppressed genes in PT cells post-VSG surgery. **B.** Bar plot of the top 20 enriched pathways associated with enhanced genes in PT cells post-VSG surgery.

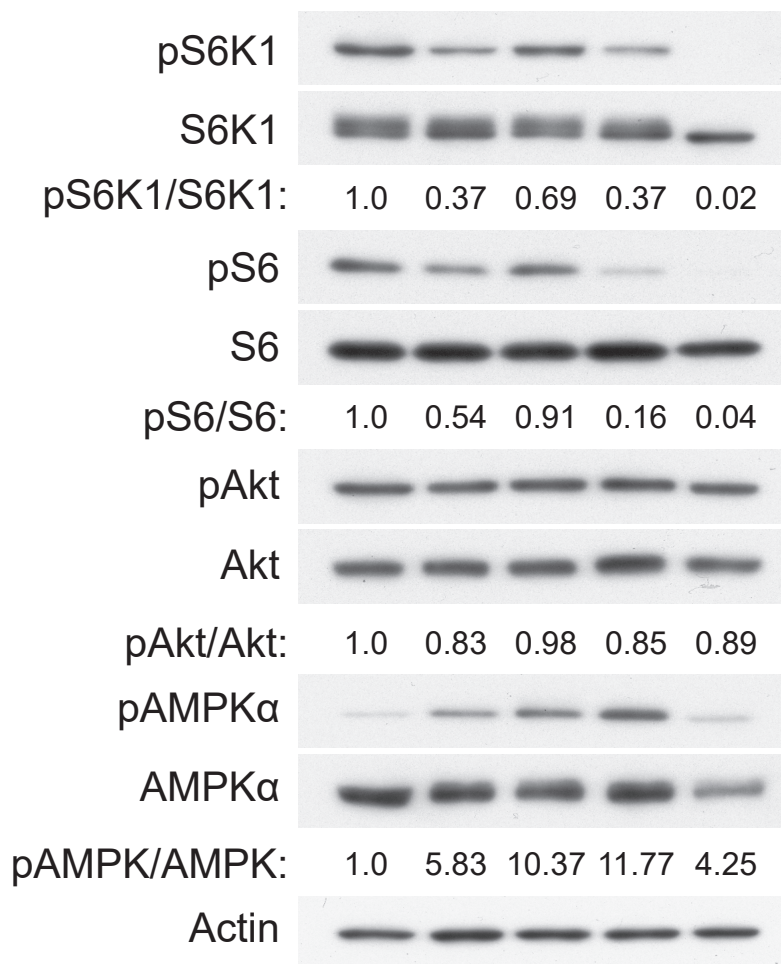

**Supplementary Figure S4: Nutrient deprivation model in HK2 cells.** Effects of nutrient deprivation and rapamycin on mTORC1, Akt, and AMPK signaling pathways. HK-2 cells were cultured for 48 hours under the following conditions (from left to right): Group 1 normal culture growth media (GM)-100%; Group 2 culture media diluted with RPMI1640 (1:1)-50%; Group 3 culture media diluted with RPMI1640 (1:3)-25%; Group 4 culture media diluted with RPMI1640 (1:40)-2.5%; Group 5 culture media plus rapamycin (50 ng/ml).

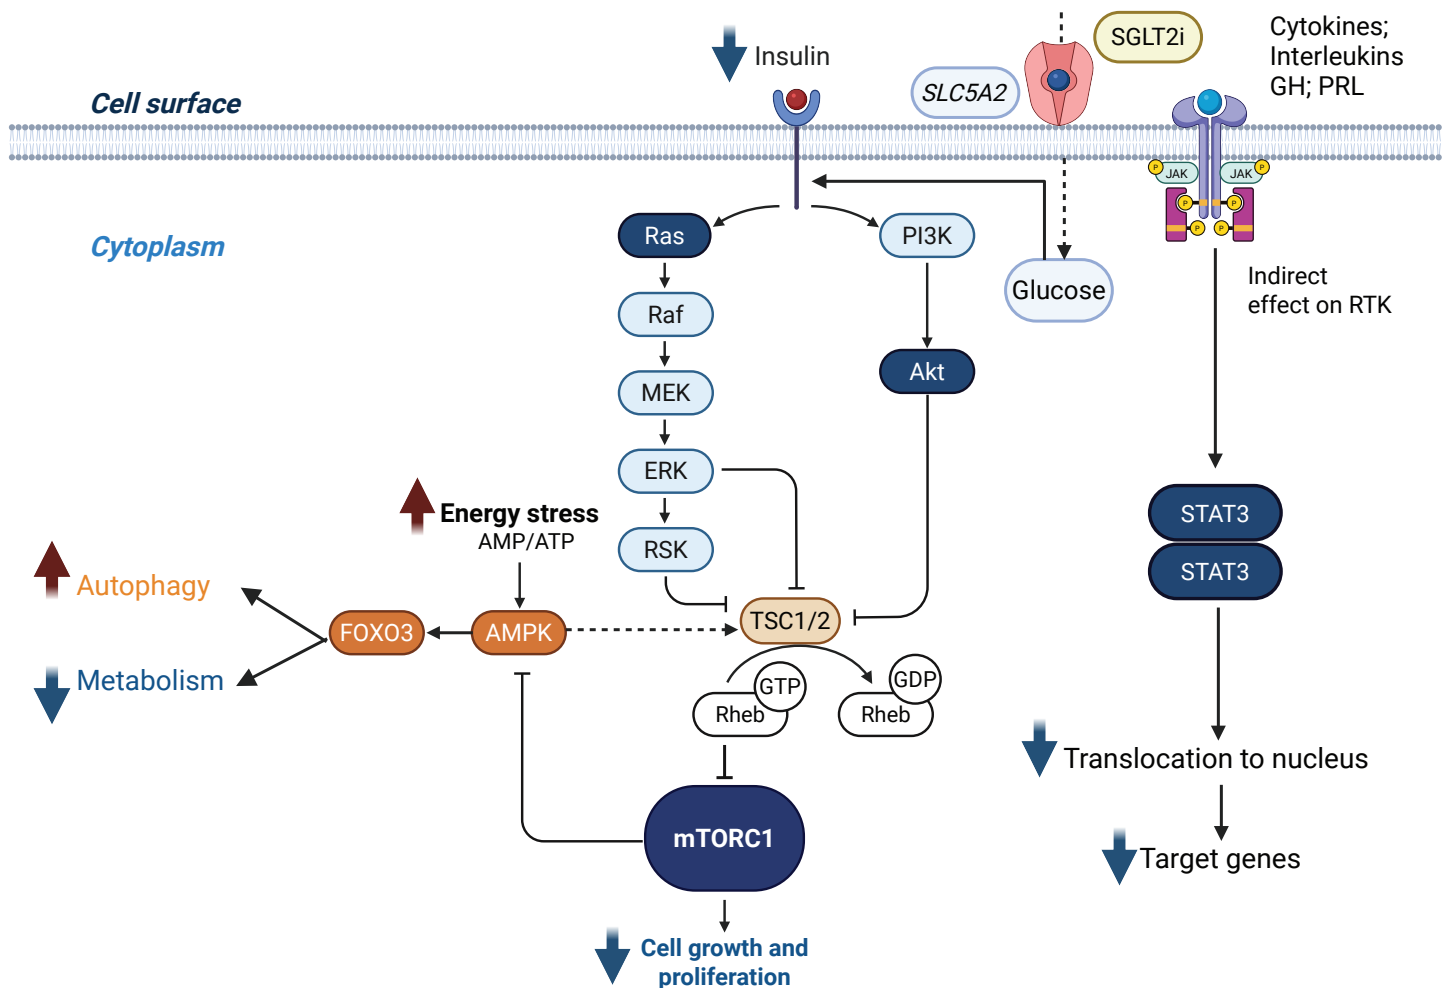

**Supplementary Figure S5: Integrated signaling pathways comparing regulation of intrarenal mTORC1 and JAK-STAT signaling in response to reduced insulin, relative energy stress, reduction in circulating ligands versus those with SGLT2i.** SGLT2i treatment reduces glucose entry into the PT leading to decreased activation of PI3K-Akt and the Ras-Raf-MEK-ERK signaling leading to reduced mTORC1 signaling. Created in BioRender. Naik, A. (2026) <https://BioRender.com/ess1ha2>

## **Supplementary Methods**

### ***Glomerular filtration rate (GFR) and renal plasma flow (RPF) by iohexol***

The Jødal-Brøchner-Mortensen (JBM) equation was used to calculate the GFR. GFR was measured during mild hyperglycemia (goal blood glucose 190 mg/dL [10.6 mmol/l]), achieved by a modified hyperglycemic clamp with paired 20% dextrose, chosen to maintain steady-state glycemic concentrations during kidney measures. Iohexol measurements were performed by high-performance liquid chromatography (HPLC, Waters, Milford, MA) at the National Institute of Diabetes and Digestive and Kidney Diseases (NIDDK) laboratory in Phoenix, Arizona, as described previously(1).

### ***Insulin secretion and insulin sensitivity by modified hyperglycemic clamp***

A 20% dextrose infusion was titrated to maintain hyperglycemia ( $\approx$ 190-200 mg/dL) for 240 min. Plasma glucose concentrations were measured at the bedside every 10 minutes by a glucose oxidase technique using a Stat Strip glucometer (Nova Biomedical). Samples were collected from a heated, arterialized hand vein. Insulin, free fatty acids (FFA), and C-peptide were collected at baseline (-10, -5 min), during the 10 min following an IV bolus of 20% dextrose with a target to achieve 190-200 mg/dL, as well as every 5-10 minutes during the steady-state from 190-240 min. To assess first-phase insulin secretion in response to acute hyperglycemia, the acute insulin response to glucose (AIRg) was calculated as the incremental area under the curve (AUC) for insulin levels during the first 10 minutes following glucose infusion, using the trapezoidal rule. Similarly, the acute C-peptide response to glucose (ACPRg) was estimated by computing the incremental AUC for C-peptide levels during the same initial 10-minute period. Both calculations subtracted the basal (pre-infusion) insulin and C-peptide levels respectively. The M-value, an index of glucose disposal rate used to assess insulin sensitivity, was calculated from the mean glucose infusion rate during the steady-state of the hyperglycemic clamp,

adjusted for body weight (mg/kg/min). The body composition by DXA (mg/lean kg/min) was measured using standard methods on a Hologic device (Waltham, MA) to determine lean and fat mass. A measure of insulin sensitivity, normalized by steady state insulin, was then calculated by dividing the M-value by the mean plasma insulin concentration during the steady state period of the clamp (M/I).

### ***Sample processing and single-cell RNA sequencing of kidney tissue***

Single cells were isolated from frozen tissues using Liberase TL at 37°C for 12 minutes. The single-cell suspension was immediately transferred to the University of Michigan Advanced Genomics Core facility for further processing. Sample demultiplexing, barcode processing, and gene expression quantifications were performed with the 10X Cell Ranger v6 pipeline using the hg38 GRCh38-2020-A reference genome. To remove ambient mRNA from the data, the Cell Ranger count matrices were processed using SoupX\_1.5 with default parameters(2). The resulting matrices were processed as previously described whereby cells were included only if gene counts were between 500 and 5000, with fewer than 50% mitochondrial genes. Individual matrices were then integrated using RunHarmony embedded in Seurat, version 4.0.0(3-7).

### ***HK-2 cell culture and treatments***

Human proximal tubule epithelial cells (HK-2 cells) were used at passage 5 and cultured in epithelial basal media (REBM Basal Medium (Cat# CC-3191, Lonza Biosciences) with REGM SingleQuots supplements (Cat# CC-4127, Lonza Biosciences) and with 10% fetal bovine serum. HK-2 cells were seeded at a density of 60,000 cells per well in six-well plates. At the start of the experiment, HK-2 cells were divided into 5 groups: Group 1 HK-2 cells cultured with normal culture growth media (GM)-100%; Group 2 HK-2 cells cultured with culture media diluted with RPMI1640 (1:1)-50%; Group 3 HK-2 cells cultured with culture media diluted with RPMI1640 (1:3)-25%; Group 4 HK-2 cells cultured with culture media diluted with RPMI1640

(1:40)-2.5%; Group 5 HK-2 cells cultured with culture media plus rapamycin (50 ng/ml). All Groups were treated for 48h. After 48h, mRNA and protein were isolated with TRIzol (Cat# 15596026, ThermoFisher Scientific) and NP40 lysis buffer (10 mM Tris-HCl [pH 7.5], 2 mM EDTA, 100 mM NaCl, 1% NP-40, 60 mM NaF, 10 mM pyrophosphate, 10 mM glycerophosphate, and a mixture of protease inhibitors (Roche), respectively.

### ***Immunoblotting***

Cells were harvested with NP40 lysis buffer (10 mM Tris-HCl [pH 7.5], 2 mM EDTA, 100 mM NaCl, 1% NP-40, 60 mM NaF, 10 mM pyrophosphate, 10 mM glycerophosphate, and a mixture of protease inhibitors (Roche). Lysates were then boiled in SDS sample buffer (20 mM Tris, pH 6.8, 2% SDS, 0.01% bromophenol blue, 10% glycerol, 5% 2-mercaptoethanol) and subjected to SDS-PAGE and immunoblotting. The SDS-PAGE gel was run in Tris-Glycine running buffer (25 mM Tris, 192 mM glycine, 0.1% SDS) at a voltage of 100V, and then the proteins were transferred to PVDF membrane in the transfer buffer (25 mM Tris, 192 mM glycine, 20% methanol) at a constant 350 mA for 3 hours at 4 °C. The membranes were incubated with the primary antibodies, Anti-pS6K1 (T389) (CST, Cat#9205), Anti-S6K1 (CST, Cat#2708), Anti-pS6 (S240/244) (CST, Cat#2215), Anti-S6 (CST, Cat#2217), Anti-pAkt (T389) (CST, Cat#9205), Anti-Akt (CST, Cat#9272), anti-pAMPK (T172) (CST, Cat#2535), anti-AMPK (CST, Cat#2532), or Ant-beta-actin (CST, Cat#3700). After incubation with the primary antibodies overnight at 4 °C and the secondary antibody for 2 hours at room temperature, the membrane was washed four times with 1 × TTBS buffer (20 mM Tris HCl pH 7.4, 150 mM NaCl, 0.1% Tween-20 (w/v)) before applying to enhanced chemiluminescence (Cat#RPN2232, GE).

## Supplementary References

1. Nelson RG, Bennett PH, Beck GJ, Tan M, Knowler WC, Mitch WE, et al. Development and progression of renal disease in Pima Indians with non-insulin-dependent diabetes mellitus. Diabetic Renal Disease Study Group. *N Engl J Med*. 1996;335(22):1636-42.
2. Young MD, and Behjati S. SoupX removes ambient RNA contamination from droplet-based single-cell RNA sequencing data. *GigaScience*. 2020;9(12):giaa151.
3. Hao Y, Hao S, Andersen-Nissen E, Mauck WM, Zheng S, Butler A, et al. Integrated analysis of multimodal single-cell data. *Cell*. 2021;184(13):3573-87.
4. Butler A, Hoffman P, Smibert P, Papalexi E, and Satija R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat Biotechnol*. 2018;36(5):411-20.
5. Satija R, Farrell JA, Gennert D, Schier AF, and Regev A. Spatial reconstruction of single-cell gene expression data. *Nature Biotechnology*. 2015;33(5):495-502.
6. Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, III, et al. Comprehensive Integration of Single-Cell Data. *Cell*. 2019;177(7):1888-902.e21.
7. Hao Y, Stuart T, Kowalski MH, Choudhary S, Hoffman P, Hartman A, et al. Dictionary learning for integrative, multimodal and scalable single-cell analysis. *Nature Biotechnology*. 2024;42(2):293-304.

## Conflict of Interest

ASN has a patent pending (PCT/US 24/25164) for the use of GHR and IGF-1R inhibitors for mitigating risk of kidney allograft and kidney failure filed through the University of Michigan. ASN also reports consulting agreements with Vera therapeutics. SE reports grants and contracts through the University of Michigan with AstraZeneca, NovoNordisk, Eli Lilly, Boehringer Ingelheim, Moderna, Cert, Chinook, Angion, Travere, Regeneron, IONIS, Maze, Sanofi, Dimerix, Roche-Genentech and Vera Therapeutics, and royalties from Astra Zeneca administered through the University of Michigan. SE has a patent for gene fusion and gene variant identification in oncology assigned to Life Technologies Corporation (now ThermoFisher). MKR reports grants and contracts through the University of Michigan with Chan Zuckerberg Initiative, Breakthrough T1D, Alport Foundation, amfAR, AstraZeneca, NovoNordisk, Eli Lilly, Gilead, Janssen, Boehringer Ingelheim, Moderna, European Union Innovative Medicine Initiative, Cert, Chinook, Angion, RenalytixAI, Travere, Regeneron, IONIS, Maze, Sanofi, Dimerix, Roche-Genentech and Vera Therapeutics; consulting fees through the University of Michigan from Janssen, NovoNordisk, Otsuka, Alexion, Variant Bio and Novartis. MKR served on the NIH-NCATS council, is the committee chair for the American Society of Nephrology Program and is on the board of Nephcure Kidney International. In addition, MKR and VN have licensed patent PCT/EP2014/073413 "Biomarkers and methods for progression prediction for chronic kidney disease." JAS reports consulting fees from NovoNordisk, Klick media. FB reports research consulting fees from MAKScientific (Boston, Massachusetts, USA). PB reports grants and contracts through the University of Washington Breakthrough T1D, Novo Nordisk and American Diabetes Association. PB reports serving or having served as a consultant for AstraZeneca, Bayer, Bristol-Myers Squibb, Boehringer Ingelheim, Eli-Lilly, LG Chemistry, Sanofi, Novo Nordisk, and Horizon Pharma. PB also serves or has served on the advisory boards and/or steering committees of AstraZeneca, Bayer, Boehringer Ingelheim, Novo Nordisk, Eli-Lilly and XORTX. PB serves as DMC Chair for Bayer. PB reports trial funding from AstraZeneca, Novo Nordisk, Eli Lilly, Boehringer-Ingelheim, Merck, and Horizon Pharma/Amgen. PB serves as an associate editor of Journal of American Society of Nephrology, and board member of European Diabetic Nephropathy Study Group. DVR reports consultancy fees from: Astra Zeneca; Bayer; Boehringer Ingelheim, Eli Lilly; Merck, Novo Nordisk. DVR received research funding from Astra Zeneca; Boehringer Ingelheim, Eli Lilly; Merck, Novo Nordisk. DVR serves as deputy editor of Journal of European Journal of Endocrinology. MGC has received consulting fees from NovoNordisk. LP serves as statistical editor for the American Society of Nephrology journals, Diabetes Care, and the Journal of Clinical Endocrinology and Metabolism. THI declares the following consulting relationships: Wolters Kluwer, Teleflex, Medtronic, Eli Lilly, Hologic. KLT reports grants and contracts through the University of Washington with the American Diabetes Association. JRR receives a donation of drug and placebo for a clinical trial from Boehringer Ingelheim, receives research funding from Eli Lilly and Recordati, and serves on the advisory board for Calorify.

**Supplementary Table S1. Comparisons of clinical characteristics before and after surgery of IMPROVE participants without biopsy or with only one biopsy**

<sup>a</sup>Self-reported. 1. McNemar's Chi-squared test; 2. Paired t-test; 3. Wilcoxon signed rank exact test;  
4. Wilcoxon signed rank test with continuity correction

**Supplementary Table S2. Differentially expressed genes Post vs. Pre in the PT**

**Supplementary Table S3.** Differentially expressed genes Post vs. Pre in the TAL

**Supplementary Table S4. Shared enhanced and suppressed pathways in PT and TAL. KEGG 2021 enrichment analysis of 863 suppressed and 222 enhanced genes in both PT and TAL.**

ABL1 - ABL Proto-Oncogene 1, Non-Receptor Tyrosine Kinase; BCL2 - B-Cell CLL/Lymphoma 2; BIRC6 - Baculoviral IAP Repeat Containing 6; FOXO3 - Forkhead Box O3; HERC1 - HECT And RLD Domain Containing E3 Ubiquitin Protein Ligase Family Member 1; HERC4 - HECT And RLD Domain Containing E3 Ubiquitin Protein Ligase Family Member 4; IGF1R - Insulin-Like Growth Factor 1 Receptor; INSR - Insulin Receptor; MAP3K1 - Mitogen-Activated Protein Kinase Kinase 1; MAPK10 - Mitogen-Activated Protein Kinase 10; NEDD4L - Neural Precursor Cell Expressed, Developmentally Down-Regulated 4-Like; PIAS - Protein Inhibitor of Activated STAT; PIK3CB - Phosphatidylinositol-4,5-Bisphosphate 3-Kinase Catalytic Subunit Beta; PPARGC1A - Peroxisome Proliferator-Activated Receptor Gamma Coactivator 1 Alpha; PRKAA2 - Protein Kinase AMP-Activated Catalytic Subunit Alpha 2; PPP2R3A - Protein Phosphatase 2 Regulatory Subunit B" Alpha; SOS1 - Son of Sevenless Homolog 1; SOS2 - Son of Sevenless Homolog 2; UBE2E2 - Ubiquitin Conjugating Enzyme E2 E2; UBE2W - Ubiquitin Conjugating Enzyme E2 W; WWP1 - WW Domain Containing E3 Ubiquitin Protein Ligase 1 ALDH2 - Aldehyde Dehydrogenase 2; ALDH9A1 - Aldehyde Dehydrogenase 9 Family Member A1; ATP5F1A - ATP Synthase F1 Subunit Alpha; ATP5F1B - ATP Synthase F1 Subunit Beta; ATP5MC1 - ATP Synthase Membrane Subunit C1; ATP5MC3 - ATP Synthase Membrane Subunit C3; ATP5MG - ATP Synthase Membrane Subunit G; ATP5PF - ATP Synthase Peripheral Stalk Subunit F6; ATP5PO - ATP Synthase Peripheral Stalk Subunit OSCP; ATP6V0C - ATPase H+ Transporting V0 Subunit C; ATP6V0D1 - ATPase H+ Transporting V0 Subunit D1; ATP6V0E2 - ATPase H+ Transporting V0 Subunit E2; ATP6V1F - ATPase H+ Transporting V1 Subunit F; ATP6V1G1 - ATPase H+ Transporting V1 Subunit G1; COX5A - Cytochrome C Oxidase Subunit 5A; COX5B - Cytochrome C Oxidase Subunit 5B; COX6B1 - Cytochrome C Oxidase Subunit 6B1; COX6C - Cytochrome C Oxidase Subunit 6C; COX7A2 - Cytochrome C Oxidase Subunit 7A2; COX7A2L - Cytochrome C Oxidase Subunit 7A2 Like; COX7B - Cytochrome C Oxidase Subunit 7B; COX7C - Cytochrome C Oxidase Subunit 7C; CYC1 - Cytochrome C1; ENO1 - Enolase 1; GAPDH - Glyceraldehyde-3-Phosphate Dehydrogenase; GGT6 - Gamma-Glutamyltransferase 6; GPX4 - Glutathione Peroxidase 4; IDH2 - Isocitrate Dehydrogenase 2; LAP3 - Leucine Aminopeptidase 3; LDHA - Lactate Dehydrogenase A; MDH2 - Malate Dehydrogenase 2; NDUFA12 - NADH:Ubiquinone Oxidoreductase Subunit A12; NDUFA5 - NADH:Ubiquinone Oxidoreductase Subunit A5; NDUFA6 - NADH:Ubiquinone Oxidoreductase Subunit A6; NDUFA8 - NADH:Ubiquinone Oxidoreductase Subunit A8; NDUFAB1 - NADH:Ubiquinone Oxidoreductase Complex Assembly Factor 1; NDUFB10 - NADH:Ubiquinone Oxidoreductase Subunit B10; NDUFB2 - NADH:Ubiquinone Oxidoreductase Subunit B2; NDUFB3 - NADH:Ubiquinone Oxidoreductase Subunit B3; NDUFB4 - NADH:Ubiquinone Oxidoreductase Subunit B4; NDUFB5 - NADH:Ubiquinone Oxidoreductase Subunit B5; NDUFB6 - NADH:Ubiquinone Oxidoreductase Subunit B6; NDUFB7 - NADH:Ubiquinone Oxidoreductase Subunit B7; NDUFB9 - NADH:Ubiquinone Oxidoreductase Subunit B9; NDUFC1 - NADH:Ubiquinone Oxidoreductase Subunit C1; NDUFS1 - NADH:Ubiquinone Oxidoreductase Core Subunit S1; NDUFS5 - NADH:Ubiquinone Oxidoreductase Subunit S5; NDUFS6 - NADH:Ubiquinone Oxidoreductase Subunit S6; ODC1 - Ornithine Decarboxylase 1; OGDHL - Oxoglutarate Dehydrogenase Like; PCK1 - Phosphoenolpyruvate Carboxykinase 1; PDHB - Pyruvate Dehydrogenase E1 Beta Subunit; PFKL - Phosphofructokinase, Liver Type; PGAM1 - Phosphoglycerate Mutase 1; PGD - Phosphogluconate Dehydrogenase; PIAS - Protein Inhibitor of Activated STAT; PKM - Pyruvate Kinase, Muscle; PRDX6 - Peroxiredoxin 6; PPP2R3A - Protein Phosphatase 2 Regulatory Subunit B" Alpha; SDHA - Succinate Dehydrogenase Complex Flavoprotein Subunit A; SDHC - Succinate Dehydrogenase Complex Subunit C; SDHD - Succinate Dehydrogenase Complex Subunit D; SOS1 - Son of Sevenless Homolog 1; SOS2 - Son of Sevenless Homolog 2; TPI1 - Triosephosphate Isomerase 1; UBE2E2 - Ubiquitin Conjugating Enzyme E2 E2; UBE2W - Ubiquitin Conjugating Enzyme E2 W; UQCR11 - Ubiquinol-Cytochrome C Reductase Complex Assembly Factor 11; UQCRB - Ubiquinol-Cytochrome C Reductase Binding Protein; UQCRC1 - Ubiquinol-Cytochrome C Reductase Core Protein 1; UQCRFS1 - Ubiquinol-Cytochrome C Reductase Rieske Iron-Sulfur Polypeptide 1; UQCRH - Ubiquinol-Cytochrome C Reductase Complex Assembly Factor H; UQCRQ - Ubiquinol-Cytochrome C Reductase Complex Assembly Factor Q; WWP1 - WW Domain Containing E3 Ubiquitin Protein Ligase

**Supplementary Table S5a. All suppressed genes in the PT only, TAL only, and shared to identify overlap**

LZIC  
MACC1  
MAEA  
MAGED2  
MAGI2-AS3  
MAGOH  
MAGT1  
MAL  
MALAT1  
MALSU1  
MANBAL  
MAOA  
MAP1LC3A  
MAP2K2  
MAP2K3  
MAP3K11  
MAPK1IP1L  
MAPK6  
MARC2  
MARCH5  
MARCH7  
MARCKS  
MBD2  
MBTPS1  
MCAT  
MCEE  
MCFD2  
MCL1  
MCRIP1  
MCTS1  
MDH1  
MDK  
MDM2  
MDM4  
MEA1  
MEAF6  
MED10  
MED4  
MED8  
MESD  
MET  
METRN  
MFF  
MFSD10  
MGST1  
MGST3  
MIA3  
MICOS13  
MIGA1  
MIR4458HG

MKRN1  
MMAB  
MMUT  
MORF4L2  
MPG  
MPV17  
MRPL11  
MRPL13  
MRPL14  
MRPL16  
MRPL17  
MRPL19  
MRPL22  
MRPL28  
MRPL3  
MRPL32  
MRPL36  
MRPL4  
MRPL40  
MRPL42  
MRPL43  
MRPL44  
MRPL47  
MRPL52  
MRPL9  
MRPS10  
MRPS11  
MRPS15  
MRPS17  
MRPS18C  
MRPS21  
MRPS22  
MRPS24  
MRPS25  
MRPS28  
MRPS6  
MSMO1  
MSRA  
MSRB1  
MSRB2  
MST1  
MVB12A  
MYDGF  
MYL12B  
MYL6  
MYL6B  
MYOM3  
MZT2B  
N4BP2L2  
NAA20

NAA38  
NAPA  
NASP  
NAT8  
NBN  
NCBP2AS2  
NCOR1  
NCSTN  
NDFIP1  
NDUFA1  
NDUFA13  
NDUFA2  
NDUFA4  
NDUFA7  
NDUFA9  
NDUFB8  
NDUFC2  
NDUFS2  
NDUFS4  
NDUFS7  
NDUFS8  
NDUFV2  
NEDD8  
NENF  
NEO1  
NEU1  
NFS1  
NFYB  
NHP2  
NIFK  
NINJ1  
NIPSNAP1  
NIPSNAP2  
NIT1  
NKAIN4  
NME2  
NME3  
NMRK1  
NNT  
NOL7  
NPC2  
NPL  
NPM1  
NPR3  
NQO2  
NR1H4  
NR2F2  
NRBP1  
NREP  
NSD1

NSL1  
NSMCE1  
NT5C  
NT5C3B  
NUB1  
NUBP2  
NUDC  
NUDT16  
NUDT16L1  
NUDT22  
NUDT5  
NUDT9  
NUTF2  
OAF  
OARD1  
OCIAD1  
OGA  
OLA1  
ORMDL1  
OSBP  
OSER1  
OSTC  
P4HA2  
PAFAH1B1  
PAIP1  
PAPLN  
PARL  
PARP4  
PAX2  
PAXX  
PBDC1  
PCBD1  
PCMT1  
PCMTD2  
PCNA  
PCSK1N  
PDAP1  
PDCD2  
PDCD4  
PDCD6  
PDHA1  
PDIA3  
PDK2  
PDZD11  
PDZK1  
PDZK1IP1  
PECR  
PEF1  
PERP  
PEX2

PFDN1  
PFDN5  
PGLS  
PHAX  
PHB  
PHB2  
PHPT1  
PHYHD1  
PIGP  
PIN1  
PITHD1  
PKIG  
PKLR  
PKN2  
PLA2G12A  
PLAAT3  
PLAAT4  
PLCXD2  
PLD3  
PLEKHF2  
PLG  
PLGRKT  
PLLP  
PLPBP  
PLPP3  
PLS1  
PLXNB1  
PLXNB2  
PMPCB  
PNISR  
PNKD  
PNPLA4  
PNRC2  
POLD2  
POLR1D  
POLR2H  
POLR2J  
POLR2K  
POLR2L  
PON2  
POP4  
POP7  
POR  
PPA1  
PPDPF  
PPFIBP1  
PPIA  
PPIB  
PPID  
PPIG

PPIL4  
PPP1CB  
PPP1R11  
PPP1R2  
PPP1R35  
PPP2CA  
PPP2R5C  
PPP4C  
PRAP1  
PRCP  
PRDX2  
PRDX4  
PRKAG1  
PRKCSH  
PRKDC  
PRKRA  
PRMT1  
PROC  
PROM1  
PROS1  
PRPF40A  
PRPF6  
PRRC2C  
PRXL2A  
PSAP  
PSAT1  
PSENEN  
PSIP1  
PSMA1  
PSMA2  
PSMA3-AS1  
PSMA5  
PSMA6  
PSMA7  
PSMB1  
PSMB5  
PSMC1  
PSMC2  
PSMD1  
PSMD11  
PSMD13  
PSMD14  
PSMD2  
PSMD6  
PSMD7  
PSMD8  
PSMD9  
PSME2  
PSMF1  
PSMG1

PSMG2  
PTCD3  
PTEN  
PTGES2  
PTGES3  
PTGR1  
PTOV1  
PTPMT1  
PTPRA  
PTRH1  
PTRHD1  
PTS  
QDPR  
QTRT1  
R3HCC1  
RAB10  
RAB11FIP5  
RAB14  
RAB2A  
RAB34  
RAB4A  
RAB8A  
RABAC1  
RACK1  
RAD50  
RALBP1  
RAN  
RANBP1  
RAP1B  
RARRES2  
RASSF4  
RASSF7  
RBBP7  
RBCK1  
RBM25  
RBM39  
RBM4  
RBMX  
RBP4  
RBP5  
RCC1L  
RCN2  
RDH10  
RDH14  
RDH5  
REEP5  
REEP6  
RER1  
RETREG1  
REXO2

RFC1  
RFK  
RFXANK  
RGN  
RHEB  
RHOA  
RILPL2  
RIOK3  
RMDN1  
RNASE4  
RNASEK  
RNF10  
RNF114  
RNF13  
RNF130  
RNF14  
RNF146  
RNF167  
RNF181  
RNF213  
RO60  
ROMO1  
RPAIN  
RPL10  
RPL10A  
RPL11  
RPL15  
RPL17  
RPL18  
RPL19  
RPL22  
RPL23  
RPL23A  
RPL24  
RPL26  
RPL26L1  
RPL27  
RPL27A  
RPL28  
RPL29  
RPL3  
RPL30  
RPL31  
RPL34  
RPL35A  
RPL36A  
RPL37  
RPL37A  
RPL41  
RPL5

RPL6  
RPL7A  
RPL8  
RPL9  
RPN2  
RPP21  
RPP25L  
RPS12  
RPS14  
RPS15A  
RPS18  
RPS19  
RPS2  
RPS21  
RPS23  
RPS25  
RPS27A  
RPS29  
RPS3  
RPS3A  
RPS4X  
RPS4Y1  
RPS5  
RPS6  
RPS7  
RPS8  
RPS9  
RPSA  
RRAGA  
RREB1  
RSRC2  
RTCA  
RTCB  
RTF2  
RTL8A  
RTN4  
RTRAF  
RUFY1  
RUVBL1  
RWDD4  
RXRA  
S100A1  
S100A10  
S100A13  
S100A16  
SAR1A  
SARNP  
SARS  
SCAF11  
SCAMP2

SCCPDH  
SCD5  
SCO1  
SCOC  
SDC2  
SDC4  
SDCBP  
SDF2  
SDHAF1  
SDHAF3  
SDR39U1  
SDSL  
SEC11A  
SEC11C  
SEC13  
SEC22B  
SEC23B  
SEC31A  
SEC61G  
SEC63  
SELENOK  
SELENOM  
SELENOS  
SEM1  
SEPHS1  
SEPTIN11  
SERINC1  
SERPINB1  
SERPINE2  
SERPINF2  
SESN2  
SESN3  
SF1  
SF3B2  
SF3B4  
SF3B6  
SFT2D1  
SFT2D2  
SFXN1  
SFXN4  
SGK1  
SH3BGRL  
SH3BP2  
SH3YL1  
SHISA5  
SIKE1  
SIL1  
SIVA1  
SKIL  
SKP1

SLBP  
SLC13A2  
SLC16A9  
SLC22A12  
SLC22A18AS  
SLC22A2  
SLC22A5  
SLC25A10  
SLC25A23  
SLC25A3  
SLC25A42  
SLC27A2  
SLC30A9  
SLC35D2  
SLC35F5  
SLC35F6  
SLC37A4  
SLC39A1  
SLC39A4  
SLC3A1  
SLC3A2  
SLC40A1  
SLC43A2  
SLC44A1  
SLC44A4  
SLC47A2  
SLC51B  
SLC5A2  
SLC66A2  
SLC6A13  
SMARCA5  
SMARCB1  
SMARCE1  
SMC3  
SMIM10L1  
SMIM12  
SMIM19  
SMIM20  
SMIM24  
SMIM27  
SMIM30  
SMIM32  
SMS  
SNAPC5  
SNF8  
SNHG29  
SNHG32  
SNHG6  
SNHG8  
SNRNP200

SNRNP25  
SNRNP35  
SNRPA1  
SNRPD3  
SNU13  
SNX1  
SNX2  
SNX6  
SNX7  
SNX9  
SOD1  
SOD3  
SOX4  
SPAG16  
SPAG7  
SPART  
SPATA20  
SPATS2L  
SPCS2  
SPCS3  
SPRYD4  
SPRYD7  
SPX  
SREK1  
SREK1IP1  
SRI  
SRM  
SRP19  
SRP54  
SRP72  
SRSF10  
SRSF2  
SRSF5  
SRSF6  
SRSF7  
SS18L2  
SSB  
SSBP1  
SSNA1  
SSR1  
SSR2  
SSR4  
SSX2IP  
STAT1  
STK19  
STK25  
STMP1  
STOM  
STT3B  
STX16

STX8  
SUCLG1  
SUCLG2  
SUDS3  
SULT1C2  
SUMF2  
SUOX  
SUPT16H  
SUPT4H1  
SURF1  
SVBP  
SWI5  
SYNE2  
SYNRG  
SYPL1  
TACO1  
TACSTD2  
TAF1D  
TAF7  
TAF9  
TALDO1  
TATDN1  
TAX1BP3  
TBC1D1  
TBCA  
TBCB  
TBX2  
TCEA1  
TCEA2  
TCEAL8  
TCN2  
TCTA  
TCTN1  
TECR  
TERF2IP  
TEX264  
TFAM  
TFG  
TFPI  
TGIF1  
THAP5  
THNSL2  
THRAP3  
THUMPD1  
THUMPD3-AS1  
THYN1  
TIMM17B  
TIMM8B  
TIMMDC1  
TIMP1

TINAGL1  
TIPRL  
TK2  
TKT  
TLK1  
TLN1  
TM2D2  
TM7SF2  
TM7SF3  
TM9SF1  
TM9SF2  
TMBIM4  
TMC01  
TMED1  
TMED2  
TMED5  
TMED9  
TMEM106B  
TMEM106C  
TMEM123  
TMEM126A  
TMEM139  
TMEM141  
TMEM147  
TMEM14A  
TMEM14B  
TMEM14C  
TMEM150A  
TMEM165  
TMEM176A  
TMEM176B  
TMEM179B  
TMEM18  
TMEM183A  
TMEM192  
TMEM205  
TMEM208  
TMEM219  
TMEM243  
TMEM248  
TMEM258  
TMEM259  
TMEM263  
TMEM30A  
TMEM33  
TMEM35B  
TMEM38B  
TMEM50A  
TMEM50B  
TMEM59

TMEM70  
TMEM98  
TMPO  
TMSB10  
TMX4  
TNFRSF11B  
TNFRSF19  
TNFRSF1A  
TNFSF10  
TOB2  
TOMM20  
TOMM7  
TOP2B  
TOR1AIP2  
TOX4  
TP53I13  
TP53I3  
TP53TG1  
TPCN1  
TPD52L2  
TPM1  
TPMT  
TPR  
TPRG1L  
TRAPPC1  
TRAPPC3  
TRAPPC4  
TRAPPC5  
TRAPPC6A  
TRIOBP  
TRIP11  
TRIP6  
TRIR  
TRMT112  
TRPT1  
TSC22D1  
TSEN34  
TSFM  
TSNAX  
TSPAN1  
TSPAN4  
TSPO  
TSR3  
TSSC4  
TSTA3  
TSTD1  
TTC1  
TTC19  
TTC3  
TUBG1

TUFM  
TUG1  
TUSC3  
TWF1  
TXNDC5  
TXNDC9  
TXNIP  
TXNL1  
TYW3  
UBAC2  
UBB  
UBE2A  
UBE2B  
UBE2D2  
UBE2E3  
UBE2H  
UBE2R2  
UBE2Z  
UBL5  
UBXN1  
UBXN4  
UCHL3  
UFC1  
UFD1  
UFL1  
UFSP2  
UGT3A1  
UNC50  
UPB1  
UPF3A  
UPK3BL1  
UQCC3  
UQCR10  
UQCRC2  
URI1  
URM1  
USP14  
USP16  
VAMP3  
VAMP5  
VAPB  
VAT1  
VBP1  
VCAM1  
VDAC3  
VEGFA  
VKORC1  
VMP1  
VPS25  
VPS29

VPS36  
VPS4B  
WASHC3  
WASL  
WBP1  
WBP11  
WBP2  
WDR45  
WDR45B  
WDR83OS  
WFDC2  
WIP1  
WLS  
WTAP  
XIST  
XPC  
XPO1  
XRCC5  
XRN2  
YBX3  
YDJC  
YIF1A  
YIPF3  
YIPF4  
YWHAQ  
YY1  
ZBED5-AS1  
ZBTB16  
ZBTB8OS  
ZC3H15  
ZDHHC12  
ZDHHC2  
ZDHHC4  
ZFAS1  
ZFP36L1  
ZFP91  
ZFYVE21  
ZKSCAN1  
ZNF24  
ZNF330  
ZNF428  
ZNF91  
ZNRD1  
ZNRF2  
ZRANB2  
ZSWIM7

**Supplementary Table S5b. All enhanced genes in the PT only, TAL only, and shared to identify overlap**

COG6  
COL4A1  
COL4A2  
COL4A3  
COL4A4  
COL4A5  
COMMD1  
COMMD10  
COP1  
COPB1  
COPS2  
COPS4  
COPS6  
CPEB2  
CPEB3  
CPLANE1  
CPNE8  
CPQ  
CPSF6  
CPVL  
CRADD  
CREB1  
CREBBP  
CRIM1  
CRYBG3  
CSRNP3  
CSRP2  
CST3  
CSTF3  
CTDSPL2  
CTNND1  
CTSL  
CTSO  
CUL1  
CUL3  
CWC22  
CWC27  
CWF19L2  
CYBA  
CYP20A1  
CYP4V2  
CYP7B1  
DANT2  
DCAF10  
DCAF5  
DCAF6  
DCPS

DCUN1D4  
DDX52  
DEK  
DENND1B  
DENND2A  
DENND4A  
DENND4C  
DERA  
DHX15  
DICER1  
DMAC2L  
DMGDH  
DMTF1  
DMXL1  
DNAH14  
DNAJC1  
DNASE1  
DNM3  
DOCK1  
DOP1A  
DPH6  
DPP7  
DPY19L4  
DST  
DTWD1  
DYM  
DYNC1I2  
DYNC2H1  
DYNC2LI1  
DYRK1A  
DZIP1  
DZIP3  
ECHDC1  
EEA1  
EFNA5  
EFR3A  
EGF  
EIF3E  
EIF3G  
EIF3H  
EIF3M  
EIF4G3  
ELF2  
ELP2  
ELP4  
EMC2  
ENOX1

EP300  
EPB41L3  
EPB41L4A-AS1  
EPC1  
EPC2  
EPCAM  
EPHA4  
EPS15  
ERBB4  
ERC1  
ERCC6L2  
ERICH1  
ERMP1  
ESD  
ESRRB  
ETFDH  
EVI5  
EXOC1  
EXOC6B  
EXOSC8  
EXT1  
EZH1  
F11  
FABP3  
FAM120B  
FAM133B  
FAM135A  
FAM13B  
FAM160A1  
FAM171A1  
FAM184A  
FAM214A  
FAM49B  
FAR1  
FARP1  
FARS2  
FASTKD1  
FASTKD2  
FAXDC2  
FBXL17  
FBXL4  
FBXO34  
FBXW11  
FCHO2  
FDFT1  
FER  
FGF13

FGF9  
FGFR2  
FHOD3  
FIP1L1  
FMO4  
FNBP1L  
FNBP4  
FNDC3A  
FNIP1  
FNTA  
FOCAD  
FOXJ3  
FOXN3  
FOXO1  
FREM1  
FRK  
FRMD4A  
FRMD4B  
FRS2  
FRYL  
FUBP1  
FZD6  
GALK2  
GALNT10  
GALNT14  
GALNT18  
GARS-DT  
GAS5  
GAS6  
GATAD2B  
GBF1  
GCFC2  
GCNT2  
GHR  
GIGYF2  
GLCCI1  
GMDS  
GMDS-DT  
GNAI1  
GPAT3  
GPATCH2L  
GPATCH8  
GPBP1  
GPBP1L1  
GPC3  
GPC5  
GPCPD1

GPNMB  
GPRIN3  
GRAMD1C  
GRAMD2B  
GRB14  
GRB7  
GRHL2  
GSAP  
GSK3B  
GSTA4  
GSTO2  
GSTP1  
GUCY1A1  
GULP1  
HAT1  
HDAC8  
HEATR5A  
HEATR5B  
HECTD4  
HELZ  
HIBADH  
HIBCH  
HIP1  
HMGCR  
HNF1A-AS1  
HNF1B  
HNRNPC  
HOXA-AS2  
HOXA3  
HOXB3  
HOXD3  
HPN  
HS2ST1  
HS6ST2  
HSPA12A  
HTT  
ICE2  
ID1  
ID3  
ID4  
IFI30  
IFIT1  
IFT122  
IFT80  
IFT88  
IGBP1  
IGF2BP2

IL6ST  
IMMP1L  
ING4  
INPP4B  
INTS6  
INTU  
IP6K1  
IRS1  
ITCH  
ITFG1  
ITFG2  
ITGA2  
ITGB3BP  
ITGB8  
ITM2B  
ITPR1  
ITSN2  
JAK1  
JPX  
KAT2B  
KAT6A  
KAT6B  
KATNAL2  
KATNBL1  
KCNIP4  
KCNJ16  
KCNJ3  
KCNMB2  
KCTD1  
KCTD16  
KCTD3  
KDM2A  
KDM3B  
KDM4C  
KDM6A  
KIAA0319L  
KIAA0355  
KIAA0586  
KIAA1328  
KIAA2026  
KIDINS220  
KIF12  
KIF16B  
KIFAP3  
KITLG  
KLF12  
KLHDC10

KLHDC2  
KLHL13  
KLHL24  
KMT2E  
KMT5B  
KNG1  
KPNA4  
KRCC1  
KRIT1  
KRTCAP2  
LAMA1  
LAMB1  
LAPTM4A  
LARP4B  
LCORL  
LDHB  
LGR4  
LIFR  
LIMCH1  
LINC00379  
LINC00467  
LINC00476  
LINC00645  
LINC00671  
LINC01089  
LINC01184  
LINC01278  
LINC01320  
LINC01473  
LINC01606  
LINC01725  
LINC01762  
LINC02121  
LINC02343  
LINC02432  
LINC02532  
LIPH  
LMBR1  
LMBRD1  
LMO7  
LNX1  
LPL  
LRCH1  
LRP1B  
LRP6  
LRPPRC  
LRRFIP2

LSM14A  
LTN1  
LUC7L2  
LYST  
MACF1  
MACO1  
MACROD2  
MAGED1  
MAGI2  
MAGI3  
MALAT1  
MALRD1  
MAN1A2  
MAN2A1  
MAP2K4  
MAP3K2  
MAP3K4  
MAP3K7  
MAP4K3  
MAP4K3-DT  
MAP4K5  
MAP7  
MAPK8  
MAPK8IP3  
MARCH7  
MARK3  
MBD6  
MCCC1  
MCF2L  
MDN1  
ME3  
MECOM  
MED13  
MED21  
MED23  
MEF2A  
MEF2C  
METTL15  
MFF  
MFSD14A  
MFSD14C  
MGAT5  
MGME1  
MGMT  
MIA2  
MIB1  
MICU2

MICU3  
MIPER  
MIR3936HG  
MLLT3  
MNAT1  
MOB3B  
MOK  
MON2  
MPDZ  
MPP7  
MPPED2  
MROH7  
MRPS31  
MRRF  
MRTFB  
MSANTD2  
MSI2  
MST1  
MUC15  
MYCBP2  
MYEF2  
MYLK  
MYO10  
MYO3B  
MYSM1  
N4BP2L2  
NAA35  
NAAA  
NAALADL2  
NBAS  
NCKAP1  
NCOA1  
NCOA3  
NCOR1  
NDUFS4  
NEBL  
NEDD9  
NEK1  
NEK7  
NELL1  
NEMF  
NFYC  
NGLY1  
NHS  
NHSL1  
NINL  
NIPBL

NLK  
NMD3  
NME5  
NME7  
NOS1AP  
NOVA1  
NPHP3  
NPSR1-AS1  
NPY1R  
NR2F1-AS1  
NR2F2-AS1  
NR3C1  
NR3C2  
NRCAM  
NRDC  
NRG1  
NRK  
NSD1  
NSMCE2  
NSUN6  
NT5C2  
NT5DC1  
NUBPL  
NUDT5  
NUP153  
NUP214  
NUP58  
NUTM2A-AS1  
NUTM2B-AS1  
OCIAD1  
OCLN  
ODF2L  
OGA  
OLA1  
OMA1  
OPA1  
ORC4  
OSBPL10  
OSBPL1A  
OSBPL3  
OSBPL9  
PACS1  
PAM  
PAN3  
PANTR1  
PAQR5  
PARD3B

PAWR  
PAXBP1  
PBRM1  
PCCA  
PCCB  
PCDH9  
PCLO  
PCM1  
PCMTD1  
PCNX1  
PCNX4  
PDE10A  
PDE1A  
PDE7B  
PDE9A  
PDS5B  
PDSS2  
PELI2  
PET100  
PHACTR1  
PHACTR4  
PHC3  
PHF14  
PHF21A  
PHF3  
PHIP  
PIAS2  
PIBF1  
PIGF  
PIGN  
PIK3C3  
PIK3CA  
PILRB  
PITPNB  
PKN2  
PLCB1  
PLEKHA6  
PLEKHH2  
PLIN5  
PLOD2  
PLPPR1  
PLSCR1  
PMM1  
POGZ  
POLK  
POLR2B  
POU2F1

PPA2  
PPDPF  
PPFIA2  
PPFIBP1  
PPHLN1  
PPIP5K2  
PPM1A  
PPM1L  
PPP1R12A  
PPP1R13B  
PPP2R2B  
PPP2R5E  
PPP3CB  
PPP3R1  
PPP4R3B  
PPP6R3  
PRDM16  
PREPL  
PRH1  
PRICKLE2  
PRKACB  
PRKCQ  
PRKD1  
PRKG1  
PRKN  
PROX1  
PRRG1  
PSENEN  
PSMB1  
PSME4  
PSMG2  
PSPC1  
PTAR1  
PTBP2  
PTEN  
PTGER3  
PTPN14  
PTPN2  
PTPN3  
PTPN4  
PTPRA  
PTPRJ  
PUM3  
PWWP3A  
PXDNL  
QKI  
QTRT1

R3HDM1  
RAB28  
RAB3GAP1  
RAB3GAP2  
RAB3IP  
RABAC1  
RABGAP1  
RABGEF1  
RACK1  
RAD51B  
RALGAPA2  
RALGAPB  
RALGPS1  
RALGPS2  
RALYL  
RANBP3L  
RAP1A  
RAP1GAP2  
RAP1GDS1  
RAP2C-AS1  
RAPGEF1  
RAPGEF6  
RARS2  
RASA1  
RASAL2  
RASSF8  
RB1  
RB1CC1  
RBBP4  
RBBP8  
RBFox1  
RBM26  
RBM27  
RBM33  
RBPMS  
RC3H1  
RC3H2  
RCOR3  
REEP3  
RELCH  
REV1  
REV3L  
RFX3  
RICTOR  
RIF1  
RIMKLB  
RIN2

RING1  
RMDN1  
RNF111  
RNF13  
RNF150  
RNF19A  
RNF38  
RNF43  
RNMT  
RNPC3  
ROCK1  
ROCK2  
RP1  
RPAP2  
RPL10  
RPL10A  
RPL18A  
RPL34  
RPL35A  
RPL36  
RPL36A  
RPL37  
RPL37A  
RPL38  
RPL39  
RPLP1  
RPRD1A  
RPS11  
RPS14  
RPS2  
RPS21  
RPS24  
RPS26  
RPS27  
RPS29  
RPS6KA6  
RPS9  
RSL24D1  
RSRC1  
RUFY3  
RYK  
S100A10  
SAMD12  
SARS  
SCAF8  
SCAPER  
SCFD1

SCGB1D2  
SCYL2  
SDCCAG8  
SEC24B  
SECISBP2L  
SELENOP  
SEMA6D  
SENP6  
SENP7  
SETBP1  
SETD2  
SETD5  
SETDB2  
SF3B1  
SGCE  
SGIP1  
SGK2  
SGK3  
SGMS1  
SGO1-AS1  
SH3RF1  
SHANK2  
SHLD2  
SHPRH  
SHROOM3  
SIK3  
SIL1  
SIM1  
SIM2  
SIPA1L3  
SKAP1  
SKAP2  
SLC12A1  
SLC15A2  
SLC16A7  
SLC20A2  
SLC22A2  
SLC22A3  
SLC25A12  
SLC25A13  
SLC25A27  
SLC2A12  
SLC2A13  
SLC35A1  
SLC39A10  
SLC3A1  
SLC44A3

SLC5A3  
SLMAP  
SMAD2  
SMAD4  
SMAP1  
SMARCA2  
SMARCAD1  
SMARCB1  
SMC5  
SMCHD1  
SMG1  
SMG6  
SMG7  
SMIM8  
SMURF2  
SMYD3  
SNHG25  
SNHG7  
SNHG8  
SNRK  
SNRNP70  
SNRPD2  
SNX13  
SNX14  
SNX24  
SORBS1  
SP100  
SP3  
SPAG16  
SPART  
SPATA13  
SPATA6  
SPEF2  
SPIDR  
SPSB3  
SPTLC2  
SRGAP3  
SRP54  
SRPK2  
SRSF11  
SRSF4  
SS18  
SSBP2  
SSR4  
ST3GAL6  
STAG2  
STARD13

STK3  
STK32B  
STK39  
STON2  
STPG2  
STRBP  
STRN  
STX17  
STX18  
STX7  
STX8  
STXBP4  
SUCLA2  
SUCLG2-AS1  
SUCNR1  
SULT1C2  
SUPT20H  
SUPT3H  
SUSD4  
SYNE2  
SYNRG  
SYPL1  
SYTL2  
SYTL4  
TAF15  
TALDO1  
TANC2  
TANK  
TAOK1  
TAOK3  
TAPT1  
TAPT1-AS1  
TASOR  
TASOR2  
TATDN1  
TBCK  
TBL1X  
TBL1XR1  
TBRG1  
TCAF1  
TCAIM  
TCEA3  
TCERG1  
TCF7L2  
TDRD3  
TDRP  
TECR

TENT2  
TET2  
TEX41  
TFCP2  
TFDP2  
TFPI  
TGFB2  
THADA  
THOC2  
THRB  
THSD4  
THSD7A  
TLK1  
TLN2  
TMBIM4  
TMCC1  
TMEM116  
TMEM120A  
TMEM131  
TMEM161B  
TMEM161B-AS1  
TMEM164  
TMEM168  
TMEM176A  
TMEM176B  
TMEM184C  
TMEM232  
TMEM38B  
TMEM59  
TMEM65  
TMEM72-AS1  
TMX3  
TNFSF10  
TNKS  
TNKS2  
TNRC6B  
TNRC6C  
TOGARAM1  
TOM1L1  
TOM1L2  
TOX  
TPP2  
TPST1  
TPT1  
TPT1-AS1  
TRA2A  
TRAK1

TRAK2  
TRAPPC12  
TRAPPC8  
TRAPPC9  
TRIM2  
TRIM33  
TRIO  
TRIP12  
TRMT11  
TRMT9B  
TSC22D1  
TSC22D2  
TSGA10  
TSPAN8  
TSPAN9  
TTC17  
TUSC3  
TXNIP  
TYRP1  
U2SURP  
UACA  
UBA52  
UBA6-AS1  
UBAC2  
UBC  
UBE2E1  
UBE2E3  
UBE2H  
UBE2K  
UBE3C  
UBE4B  
UBN2  
UBR1  
UBR2  
UBR3  
UBR5  
UGGT2  
UGT8  
UMAD1  
UMOD  
UNC13B  
UPF2  
URI1  
USO1  
USP14  
USP15  
USP24

USP25  
USP3  
USP33  
USP40  
USP47  
USP48  
UTRN  
UVRAG  
VAV3  
VEPH1  
VEZT  
VOPP1  
VPS13A  
VPS13B  
VPS13C  
VPS13D  
VPS39  
VPS41  
VPS45  
VPS50  
VPS54  
VTI1A  
WASHC4  
WDFY2  
WDR11  
WDR27  
WDR33  
WDR48  
WDR7  
WDR70  
WLS  
WNK1  
WWC2  
WWP2  
XIST  
XPO1  
XRN1  
XRR1  
YBEY  
YLPM1  
YPEL3  
YTHDC1  
YTHDC2  
YTHDF3  
ZBED5  
ZBED5-AS1  
ZBTB1

ZBTB80S  
ZC3H6  
ZCCHC7  
ZDHHC14  
ZDHHC17  
ZDHHC21  
ZFAS1  
ZFR  
ZFX  
ZHX3  
ZMAT1  
ZMYM2  
ZMYM4  
ZMYND11  
ZMYND8  
ZNF131  
ZNF141  
ZNF148  
ZNF207  
ZNF254  
ZNF277  
ZNF292  
ZNF326  
ZNF33A  
ZNF33B  
ZNF385D  
ZNF407  
ZNF44  
ZNF518A  
ZNF618  
ZNF644  
ZNF704  
ZNF711  
ZNF721  
ZNF780B  
ZNF827  
ZNF83  
ZRANB2  
ZSWIM6  
ZXDC

Supplementary Table S6a. Enhanced pathways using KEGG 2021

Supplementary Table S6b. Suppressed pathways using KEGG 2021

**Supplementary Table S7. Gene signature for JAK-STAT comprising 17 genes**

A STAT1-dependent signature was derived from the 20 most prominently up-regulated STAT1 direct target genes in response to IFN-gamma (From.Gene Regul Syst Bio. 2013 Mar 26;7:41-56. doi: 10.4137/GRSB.S11433. Print 2013.

A Comprehensive Profile of ChIP-Seq-Based STAT1 Target Genes Suggests the Complexity of STAT1-Mediated Gene Regulatory Mechanisms, PMID: 23645984). Of the 20 genes, 17 were expressed and carried forward as a JAK-STAT activity score in kidneys (Tao et al., Kidney Int., 2018, PMID: 30093081; Tao, et al., CJASN, 2020, PMID: 32354727)

**Supplementary Table S8. TEEN-Labs demographics and clinical characteristics**

# Supplementary material for: Metabolic surgery mitigates early kidney injury in obese youth with diabetes by suppressing mTORC1/JAK/STAT signaling
**Source:** J Clin Invest. 2026 Feb 3;136(7):e198545. doi: 10.1172/JCI198545
**Supplement:** ICMJE disclosure forms

## ICMJE DISCLOSURE FORM

**Date:** 11/12/2025

**Your Name:** Fadhl Alakwaa

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 11/12/2025

**Your Name:** Kareem Al-Fagih

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** Nov-13-2025

**Your Name:** Francesca Annese

**Manuscript Title:** Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 11/21/2025

**Your Name:** Jeffrey A. Beamish

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** Click or tap to enter a date.

**Your Name:** Petter Bjornstad

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 11/12/2025

**Your Name:** Frank C. Brosius

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 11/12/2025

**Your Name:** Ye Ji Choi

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 11/12/2025

**Your Name:** Melanie G Cree

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 11/12/2025

**Your Name:** Tyler Dobbs

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 11/12/2025

**Your Name:** Sean Eddy

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 12/16/2025

**Your Name:** Jenna Taylor Ference-Salo

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 11/12/2025

**Your Name:** Jesse Goodrich

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 11/16/2025

**Your Name:** Hailey E. Hampson

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 11/13/2025

**Your Name:** John Hartman

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** Click or tap to enter a date.

**Your Name:** Jeff Hodgins

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 11/17/2025

**Your Name:** Thomas Inge, MD

**Manuscript Title:** **Metabolic bariatric surgery attenuates early kidney disease in young persons with severe obesity and type 2 diabetes due to reduced mTORC1 and JAK-STAT signaling**

**Manuscript Number (if known):** 198545-JCI-CRPH-1

How the deposited data were processed for this re-analysis (not part of the article)

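Kidney biopsies of 5 participants before and 12 months after VSG, and of 6 HC, were profiled by droplet-based single-cell RNA sequencing (10x Genomics 3' chemistry), 1 library per biopsy. The deposited matrices hold UMI counts, whole numbers per gene and barcode, which the authors made with Cell Ranger on the reference GRCh38-2020-A. By the file headers the pre-VSG matrices come from version 5.0.0, 3 post-VSG matrices from 6.0.0, and 2 post-VSG matrices and the 6 HC matrices from 7.0.0. The paper and the submitters' notes name version 6. The files hold barcodes outside the paper's filter, so that this filter had not been applied to the deposited counts. In the 6 HC libraries the counts equalled those of the raw matrices for the same barcodes, so that SoupX had not been applied there. For the pre- and post-VSG libraries this was not tested.

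Cells with 500 to 5000 genes and a mitochondrial share under 50% were kept, as in the paper. SoupX and Harmony were not in the software used here and were not applied. Seurat 5.3.0 integrated the libraries (2000 variable genes, 30 dimensions, resolution 1). Clusters were named from marker genes fixed before the data were examined, and 2 of 38 clusters (1101 cells) stayed unnamed. Scrublet, run through scanpy 1.11.5 per library, called 156 of 23006 cells doublets (0.68%), which were left in. 520 genes, sex-linked or of immunoglobulins, were left out of every table, and some items are not analysed here.

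Counts were summed per library and class, and a library with under 10 cells of a class was left out with its partner. edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test) compared post-VSG with pre-VSG sums with the participant as block, at a Benjamini-Hochberg adjusted p under 0.05. The pairing is that of the paper's methods and of the library labels. Gene lists, written from general knowledge before the data were examined, were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and again at an estimated one, adjusted over 35 lists in PT and 34 in TAL. The JAK/STAT score is an ssGSEA score with rank weight 0.25, computed without the GSVA package and tested with an exact sign-flip test over the pairs. Shares of 17 classes were tested the same way. PROGENy, enrichR, Reactome and KEGG sets were not available here. Levels in HC were not tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3 were used.

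Named genes follow a rule set before the data were examined: genes the paper names from these cells, the 5 with the smallest p per class where none passed the threshold, and up to 4 members of each list with the smallest p. Which of these the text gives as examples was chosen after their values were seen. 1 marker gene and 1 list member are not reported here, though they count within their lists and in the totals. The summed counts were 692973 to 6403109 UMIs for PT and 58035 to 13444222 for TAL. On data simulated from the libraries, the test called 13.4% of PT genes and 1.5% of TAL genes given a 1.5-fold change. The closing section gives the effect of these alternatives: no participant term, DESeq2 1.42.0, no filter or a stricter filter on low counts, a mitochondrial share under 25%, doublets left out, cells named by their own marker scores, counts thinned to the smallest sum, the same number of cells (14) per library, each participant left out, and cells as replicates in limma with log2 CPM at prior count 3. Added after the data were seen were the version 6 and version 7 pairs alone, genes with under 10000 bp of intron, and the top 5% of Scrublet scores left out. The authors' list of cell barcodes and their lists of shared genes were in hand only in part and were not used.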

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

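All tests of the pattern weighed in this part were chosen after the result was seen.

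The change of 820 genes in TAL differed between the version 6 and version 7 pairs by edgeR's interaction test, as did that of 6 genes in PT, 499 in PC, 61 in IC, 200 in DCT, 507 in EC and 8 in VSMC/MC/FIB. Most had the more positive change in the version 7 pairs: 766 in TAL, 465 in PC, 440 in EC, 183 in DCT, 56 in IC, 6 in VSMC/MC/FIB and 5 in PT.

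Genes with long introns were higher post-VSG in the version 7 pairs. More nuclear RNA in those libraries would raise MALAT1, whose median log2 change over 7 classes was -0.905 (-1.348 to -0.704). Counting introns in version 7 only would lower the share of an RNA without introns, so that MALAT1 alone cannot decide this. A response to VSG shared by all participants is argued against by the version 6 libraries. None of them exceeded the highest pre-VSG share of long-intron counts in 7 of 7 classes. Reads in introns counted in the version 7 matrices only may explain it. The Spearman correlation of log2 change with intron length had a median over classes of 0.396 in the version 7 pairs. In the version 6 pairs it was -0.044. These values restate the pattern by version and do not themselves test its cause. A response to VSG in the version 7 participants alone cannot be told apart from intron counting, since version and participants coincide. The HC libraries, also of version 7 and without VSG, had a lowest TAL share of 4.72%.

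In 12 of 123 groups of 5 or 6 samples, 1 sample lay far from the others, where chance gives 6.2. As log2 change in CPM, 1 participant had 1.17 for SCD5 in PT (others -0.42 to -0.1), 5.09 for CPT1A in TAL (-0.95 to 0.13), 2.97 for IGF1R in TAL (-0.01 to 0.68) and 2.57 for GHR in PT (-0.65 to 0.07). The rise of CPT1A needs almost no CPT1A count pre-VSG, where few counts decide the value. In PT cells 1 HC library had 101.52 CPM of BCL2 (others 39.87 to 62.2), 701.43 of WDR72 (307.43 to 433.2), 239.96 of PRLR (128.1 to 164.78), 34.16 of APOL6 (15.95 to 19.66) and 2.66 of PSMB9 (0 in the others). Of all cells, 1 HC library had 0.28% B and plasma cells (others 0% to 0.09%), 1 had 4.11% T cells (0.09% to 1.13%) and 1 had 14.66% tPC-IC (1.02% to 5.86%).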

How the results depend on the processing

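The version pairs, genes with little intron, the top Scrublet scores and the repeated thinnings were chosen after the data were seen. The cause was not tested where none is named. With TAL at 58035 UMIs in 1 library and 14 cells per library, thinned sums and equal cell numbers test few genes, which limits those alternatives.

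No gene passed in any of the 7 classes, nor in both PT and TAL, with the participant term or without it (0 genes in each). PT genes changed numbered 2 with DESeq2, 152 with no filter on low counts, 1 with the stricter filter, 0 to 9 without 1 participant, 45 in the version 6 pairs, 44 in the version 7 pairs and 1164 with cells as replicates (1108 in the version 6 pairs, 1033 in the version 7 pairs). TAL genes changed numbered 2 with DESeq2, 560 with no filter, 0 to 0 without 1 participant, 1476 in the version 7 pairs, 1 with little intron only and 3976 with cells as replicates (1983 and 4506). PC genes changed: 458 with no filter, 1 with the stricter filter, 1 with the same number of cells, 10 and 1312 in the version 6 and 7 pairs, and 1455 with cells as replicates. IC: 1 with DESeq2, 152 with no filter, 0 to 7 without 1 participant, 5 and 437 in the pairs, 968 with cells as replicates. DCT: 105 with no filter, 15 with a mitochondrial share under 25%, 1 thinned, 0 to 6 without 1 participant, 1 and 606 in the pairs, 4 with little intron, 402 with cells as replicates. EC: 3 with DESeq2, 180 with no filter, 5 and 784 in the pairs, 1223 with cells as replicates. VSMC/MC/FIB: 141 with no filter, 0 to 1 without 1 participant, 3 and 207 in the pairs, 210 with cells as replicates. Genes lower in both PT and TAL: 5 with no filter, 1 in the version 7 pairs, 369 with cells as replicates (243 and 229). Genes higher in both: 53 with no filter, 23 in the version 7 pairs, 160 with cells as replicates (42 and 140).

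Of the gene lists, 6 of 35 were called in PT and 10 of 34 in TAL at camera's preset correlation, and 0 in either class at an estimated one, where the smallest adjusted p was 0.626 and 0.687; alternatives were run at the preset one. The 6 in PT became 2 thinned, 3 to 7 without 1 participant, 1 with the same number of cells, 2 and 3 in the version 6 and 7 pairs, 3 with cells as replicates and 4 without the participant term. The 10 in TAL became 5 with a mitochondrial share under 25%, 2 thinned, 7 to 12 without 1 participant, 3 with the same number of cells, 6 in the version 6 pairs, 5 with little intron, 18 with cells as replicates (6 and 17) and 9 without the participant term.

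A list or gene is said to turn where its direction changed and it was called before or after; changes of sign with no call are counted below. Medians of lists that turned: in PT, oxidative phosphorylation -0.019 and ribosomal proteins -0.035 (cells as replicates, version 6 pairs), ubiquitin -0.092 (little intron), and TAL genes -0.104 (same number of cells), -0.599 (version 7 pairs) and -0.023 (cells as replicates, version 7 pairs). In TAL, oxidative phosphorylation -0.027 to 0.116 (without 1 participant), 0.117 (version 6 pairs), 0.138 (little intron) and 0.0 (cells as replicates, version 6 pairs), by the test's direction; ribosomal proteins -0.01 (same number of cells), 0.075 (version 7 pairs, test down), -0.015 (cells as replicates) and -0.068 (cells as replicates, version 7 pairs); ubiquitin -0.025 (same number of cells), -0.011 (version 6 pairs), -0.161 (little intron) and -0.008 (cells as replicates, version 6 pairs); EGFR/MAPK genes -0.194 (mitochondrial share under 25%, test up); TAL genes -0.018 (cells as replicates, version 6 pairs).

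With cells as replicates these genes turned: SDHA -0.047 (-0.104 in the version 7 pairs), PCK1 -0.053 (-0.215 in the version 6 pairs), ERBB4 -0.116 and WDR72 -0.04 (version 6 pairs) and NDUFB8 -0.074 (version 7 pairs) in TAL, and UMOD -0.32 in PT (version 7 pairs). Of 2668 comparisons of named genes 2266 stayed on their side, 394 became past the threshold and 8 turned; of 1394 of gene lists 1195 stayed, 70 gained, 109 lost and 20 turned. The sign changed in 88 and 261 of these comparisons, called or not. No share could pass with 5 pairs or fewer, so that its p says nothing on stability; the sign changed in 30 of 204 comparisons. The JAK/STAT score changed by -0.517 to -0.368 without 1 participant.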

Differences from the paper's values

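Alternatives named here were set before the data were examined unless stated. A value is said to come near the paper's where neither is over 1.5 times the other. The paper's methods name limma on log2 CPM at the single-cell level with the participant as block, and DESeq2 on summed counts with the individual as the unit. The tests here took samples as the unit, except where cells are named as replicates.

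HC cells kept numbered 19735 in the paper and 10576 here (14312 with at least 200 genes per cell). TAL counts were 28796492 in the paper and 44717797 here (41123587 with cells named by their own score, which comes near the paper's). Genes changed numbered 2582 in PT and 2416 in TAL in the paper and 0 in each here, and no alternative of 15 gave such a count. Genes lower in both were 863 in the paper and 0 here (no alternative), and genes higher in both 222 and 0 (160 with cells as replicates). By the paper's figure data, lower and higher post-VSG were 2205 and 377 in PT, 983 and 1433 in TAL, 175 and 126 in DCT, 1182 and 307 in EC, 1125 and 175 in IC, 1264 and 524 in PC and 363 and 267 in VSMC/MC/FIB, and 0 each here. Cells as replicates came near the paper's value for PT higher (463), TAL higher (2102), DCT lower (176), IC lower (766) and higher (202) and PC lower (880) and higher (575). No filter on low counts did so for DCT higher (98), IC higher (124) and PC higher (419). No alternative did for EC, VSMC/MC/FIB, PT lower or TAL lower.

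The paper's p was 0.01 for FBP1 in PT (0.884 here, adjusted), 0.008 for MCAT in PT (1), 0.003 for SDHA in TAL (0.991) and 0.002 for PCK1 in TAL (0.902). Only cells as replicates, for SDHA (0.00219), came near the paper's value. For PCK1 they gave 0.000166, for FBP1 0.413 and for MCAT 0.452. DTL cells numbered 231 pre-VSG and 271 post-VSG in the paper and 787 and 541 here (296 post-VSG with a mitochondrial share under 25%, no alternative pre-VSG). B and plasma cells post-VSG were 12 and 26 (15 with a mitochondrial share under 25%), and podocytes pre-VSG 6 and 0 (5 with at least 200 genes).

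The paper's text gives the larger number of PT genes as enhanced and of TAL genes as suppressed, while its figure, the figure's data and its later sentence on TAL give the opposite. The paper states that PT and TAL had the most changed genes. Here no class had any, and at an unadjusted p under 0.05 PC had 738, TAL 727 and PT 521. With cells as replicates TAL had 3976, PC 1455, EC 1223 and PT 1164.

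Of genes the paper names as lower, 7 of 12 in PT and 5 of 7 in TAL had a negative log2 fold change here. Positive were FBP1 (0.23), SDHA (0.01), MCAT (0.02), SCD5 (0.07, lower in 4 of 5) and IFNGR2 (0.12) in PT, and SDHA (0.07) and PCK1 (0.57, drawn higher post-VSG in the paper's figure) in TAL. All genes the paper names as higher were positive here. None of these passed an adjusted p of 0.05. Settings that called them in the paper's direction were cells as replicates (in PT LDHA, PKM, PCK1, IDH2, ACAA2, PRKAA2, DAPK1, WDFY3, WDR72, INSR and PRLR, and in TAL all genes named) and no filter on low counts (PCK1, DAPK1, OXR1 and PSMB9 in PT, EGF, ERBB4 and OXR1 in TAL). Chosen after seeing the values, the version 7 pairs called ERBB4, EGF, BCL2, DAPK1, WDFY3, WDR72, IGF1R and OXR1 in TAL. They called PCK1 in TAL in the other direction (log2 fold change 3.46). These pairs include the library with 14 TAL cells.

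The paper has oxidative phosphorylation and translation among lower pathways. Here oxidative phosphorylation genes had 53 of 79 positive in PT and 44 of 79 in TAL, and ribosomal protein genes 67 and 70 of 79. Cells as replicates gave the paper's direction for more of them, with 54 of 79 oxidative phosphorylation genes negative in PT and 75 of 79 in TAL, and 40 and 48 of 79 ribosomal protein genes. The paper has no IL6 receptor transcripts in PT, where here 8.37% of cells had an IL6R UMI. The paper names EGFR and p53 among the main pathways that changed, while its figure's data give neither a p under 0.05.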

Other observations

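MHC class I and antigen-processing genes lay lower post-VSG in TAL as well as in PT cells: in TAL 17 of 18 had a negative log2 fold change (median -0.26, camera adjusted p = 7.78e-05, and adjusted p = 0.687 with an estimated correlation), with a median of -0.17 in the version 6 pairs and -0.45 in the version 7 pairs. Genes of tubule injury and failed repair, which mark tubule cells after damage, had 14 of 18 negative in TAL (median -0.37, camera adjusted p = 0.000432, and adjusted p = 0.687 with an estimated correlation), with medians of -0.14 and -0.81 by version. In PT they had 10 of 16 negative (median -0.10, camera adjusted p = 0.174), with medians of 0.16 and -0.77 by version, and CLU, a secreted chaperone of injured tubules, was lower in 5 of 5 participants (log2 fold change -1.36, standard error 0.42, adjusted p = 0.755 from edgeR). TAL genes of transport and segment identity had 19 of 25 positive in TAL cells (median 0.22, camera adjusted p = 0.0271, and adjusted p = 0.73 with an estimated correlation), with medians of 0.10 and 0.44 by version (camera adjusted p = 0.928 and 0.0196), the version 7 pairs including the library with 14 TAL cells. Of these genes KNG1 and CKB were higher in 5 and 5 of 5 participants.

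Genes that respond to mTORC1 had 18 of 27 negative in TAL (median -0.08, camera adjusted p = 0.0202, and adjusted p = 0.687 with an estimated correlation), with medians of -0.10 and -0.27 in the version 6 and version 7 pairs; its components had 15 of 32 positive, median -0.03, camera adjusted p = 0.454. Other lists in TAL: unfolded protein response (5 of 20 positive, median -0.08, camera adjusted p = 0.107), hypoxia (7 of 18 positive, median -0.10, camera adjusted p = 0.128), p53 (9 of 16 positive, median 0.01, camera adjusted p = 0.151, test down), type I interferon (12 of 25 positive, median -0.03, camera adjusted p = 0.765), JAK/STAT receptors (13 of 23 positive, median 0.07, camera adjusted p = 0.495, test down), TNF (3 of 7 positive, median -0.10, camera adjusted p = 0.211), fatty acid synthesis (7 of 14 positive, median 0.01, camera adjusted p = 0.59), cholesterol synthesis (11 of 21 positive, median 0.01, camera adjusted p = 0.989, test down), PT transport (6 of 16 positive, median -0.14, camera adjusted p = 0.285) and nuclear noncoding RNAs (6 of 8 positive, median 0.13, camera adjusted p = 0.128). In PT: mitochondrially encoded mRNAs (10 of 13 positive, median 0.12, camera adjusted p = 0.102, 2 higher over the list alone), TNF (3 of 6 positive, median -0.12, camera adjusted p = 0.452), cholesterol synthesis (12 of 16 positive, median 0.16, camera adjusted p = 0.332), PT transport (18 of 32 positive, median 0.05, camera adjusted p = 0.83), nuclear noncoding RNAs (3 of 8 positive, median -0.11, camera adjusted p = 0.83, test up) and the 3 measured genes of the 17-gene signature (1 of 3 positive, median -0.10, camera adjusted p = 0.761).

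Of 2 unnamed clusters, cluster 35 (165 cells, led by CNTNAP2, EYS and CACNA1A) held 0 cells of pre-VSG and version 6 libraries, 65 (2.14%) of the cells of version 7 post-VSG libraries and 100 (0.95%) of HC cells, found in 5 of 6 HC libraries. Cluster 12 (936 cells, led by VCAM1, MMP7, UBD and CCL2) held 2.71% of pre-VSG cells and 2.25% of HC cells. It held 2.26% and 6.28% of version 6 and version 7 post-VSG cells. Its highest marker score was that of PT (1.25), with 12 PT markers detected. It stayed unnamed because another class had more markers among its leading genes. Its cells are therefore missing from the PT sums by cluster. PT values such as the injury list and the JAK/STAT score, which counts CCL2, leave them out.

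Of the tests below, the ranking without long-intron genes, the repeated thinnings and the other splits were chosen after the result was seen. The JAK/STAT score in PT was lower post-VSG. At equal depth the direction held. Over 50 thinnings of each PT sum to 692973 UMIs the score changed by -0.488 on average (-0.619 to -0.319). The planned single thinning gave -0.379, lower in 4 of 5. Scores of each ranking or draw were divided by their own range, so that sizes of change cannot be compared between them. Whether depth adds to the size of the change therefore stays open. Among 10000 random lists at most 0.63% in either version group fell as far, as a response to VSG would give, though genes of 1 pathway vary together and random lists do not. Long-intron genes ranked above the signature in the version 7 matrices cannot act in the version 6 pairs, which hold no such matrix. That comparison is therefore no test of them. In these pairs the score was lower in 3 of 3 (-0.357, as low as 0.63% of random lists). Its exact sign-flip p was 0.25, the smallest that 3 pairs allow. In the version 7 pairs long-intron genes cannot be told apart from a response. Ranked among genes under 10000 bp of intron the signature changed by -0.428, lower in 2 of 2. Its 5 detected members under that limit alone changed by -0.23, lower in 1 of 2. Over 5 pairs these rankings gave -0.365, lower in 5 of 5, and -0.121, lower in 3 of 5 (exact p = 0.6875). Less free RNA from leukocytes and EC (0.188 for leukocyte markers, with EC markers lower) cannot be told apart from it either, since counts of the signature and markers are few. The response therefore stays a hypothesis, also because version and time point coincide in every pair.

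TAL genes were higher in PT cells post-VSG in the version 6 pairs. Free RNA from TAL cells may explain it, as the median over the listed genes with at least 50 UMIs (19 in PT) of their mean log2 change in CPM was 0.921 in VSMC/MC/FIB, 0.946 in PT and 1.537 in EC of these pairs. It was -0.058 in PC, 0.01 in DCT and 0.384 in IC, while UMOD alone had 4.087, 1.385 and 2.025 there. In the version 7 pairs it was -0.43 in PT, -0.619 in EC and -1.812 in VSMC/MC/FIB. PT-TAL doublets stay open: without the top 5% of Scrublet scores the PT median over 5 pairs was 0.271, 61.5% of the original. No biological explanation was tested.

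For the counts of changed genes, 0 in each class, splits of the 10 libraries settle nothing about chance, since any split calls at least 0 (100 of 100 in PT, TAL, PC, IC, DCT, EC and VSMC/MC/FIB). The highest other split called 150 genes in PT, 656 in TAL, 483 in PC, 117 in IC, 195 in DCT, 155 in EC and 27 in VSMC/MC/FIB. These splits leave some pairs together, unlike the real one. Among the 16 splits that part all pairs, as the real one does, the highest called 1, 0, 2, 1, 5, 2 and 1.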
